# IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling

**DOI:** 10.1371/journal.pgen.1009478

**Published:** 2021-03-26

**Authors:** Maud Lemarié, Stefania Bottardi, Lionel Mavoungou, Helen Pak, Eric Milot

## Abstract

The tumor suppressor IKAROS binds and represses multiple NOTCH target genes. For their induction upon NOTCH signaling, IKAROS is removed and replaced by NOTCH Intracellular Domain (NICD)-associated proteins. However, IKAROS remains associated to other NOTCH activated genes upon signaling and induction. Whether IKAROS could participate to the induction of this second group of NOTCH activated genes is unknown. We analyzed the combined effect of IKAROS abrogation and NOTCH signaling on the expression of NOTCH activated genes in erythroid cells. In IKAROS-deleted cells, we observed that many of these genes were either overexpressed or no longer responsive to NOTCH signaling. IKAROS is then required for the organization of bivalent chromatin and poised transcription of NOTCH activated genes belonging to either of the aforementioned groups. Furthermore, we show that IKAROS-dependent poised organization of the NOTCH target *Cdkn1a* is also required for its adequate induction upon genotoxic insults. These results highlight the critical role played by IKAROS in establishing bivalent chromatin and transcriptional poised state at target genes for their activation by NOTCH or other stress signals.

## Author summary

NOTCH1 deregulation can favor hematological malignancies. In addition to RBP-Jκ/NICD/MAML1, other regulators are required for the measured activation of NOTCH target genes. IKAROS is a known repressor of many NOTCH targets. Since it can also favor transcriptional activation and control gene expression levels, we questioned whether IKAROS could participate to the activation of specific NOTCH target genes. We are reporting that upon NOTCH induction, the absence of IKAROS impairs the measured activation of two groups of NOTCH target genes: (i) those overexpressed and characterized by an additive effect imposed by the absence of IKAROS and NOTCH induction; and (ii) those ‘desensitized’ and no more activated by NOTCH. At genes of both groups, IKAROS controls the timely recruitment of the chromatin remodelers CHD4 and BRG1. IKAROS then influences the activation of these genes through the organization of chromatin and poised transcription or through transcriptional elongation control. The importance of the IKAROS controlled and measured activation of genes is not limited to NOTCH signaling as it also characterizes *Cdkn1a* expression upon genotoxic stress. Thus, these results provide a new perspective on the importance of IKAROS for the adequate cellular response to stress, whether imposed by NOTCH or genotoxic insults.

## Introduction

NOTCH signaling controls cell proliferation, differentiation, and apoptosis. It is required for hematopoietic stem/progenitor cells (HS/PC) interactions with their environment [1,2]. Disruption or abnormal expression of NOTCH receptors (NOTCH 1 to 4), particularly NOTCH 1, affects hematopoietic cell homeostasis and is common in hematological malignancies including T-cell Acute Lymphocytic Leukemia (T-ALL) [3,4]. NOTCH signaling/induction triggers sequential proteolytic cleavage events that promote nuclear localization of the NOTCH Intracellular Cleaved Domain (NICD). The nuclear NICD forms a ‘ternary complex’ with the transcription factor RBP-Jκ (CBF1) and the coactivator Mastermind-like, thereby favoring the activation of NOTCH target genes. In order to induce transcriptional activation, this ternary complex also recruits co-activators like p300 [5]. Chromatin recruitment of NICD and RBP-Jκ to different target genes can be unstable and may require other transcription factors to be efficiently bound [6]. In mammalian cells different transcription factors including members of the IKZF family such as IKAROS (IKZF1), HELIOS (IKZF2) and AIOLOS (IKZF3) were reported to interact with NICD [7,8]. However, whether these interactions can be functional and stabilize RBP-Jκ/NICD at specific genes is not known.

IKAROS has been identified as an important repressor of NOTCH target genes in lymphoid, myeloid and erythroid cells [7,9–13]. NOTCH target genes downregulated by IKAROS are marked by histone H3K27me3, which is a post-translational modification mainly catalyzed by the Polycomb Repressive Complex 2 (PRC2) methyltransferase enzyme, EZH2. IKAROS, in association with the Nucleosome Remodeling and Deacetylase (NuRD) complex, favors the recruitment of PRC2 to the chromatin [7,13,14] and in erythroid cells, EZH2 is required for IKAROS-dependent repression of *Notch1* and *Hes1* genes [13]. IKAROS can also repress activation of the NOTCH target genes *pTα* and *Hes1* by preventing the recruitment of RBP-Jκ [13,15]. Thus, the repression of NOTCH target genes imposed by IKAROS is likely to be complementary to the canonical mechanism of such repression, which is mediated by chromatin recruitment of RBP-Jκ along with various corepressors [16].

Interestingly, genome wide analyses of transcription factors binding to chromatin suggest that IKAROS can be recruited with NICD to specific NOTCH target genes [7]. However, it remains unclear whether IKAROS participates to the activation of these NOTCH targets upon signaling. Indeed, IKAROS can also act as a transcriptional activator [17–19]. Unlike observed for other transcription factors capable to participate to both transcriptional repression and activation [20], proteomic analyses and target gene characterization have failed to fully clarify how IKAROS can either inhibit or promote transcription, even though this duality may depend on IKAROS ability to associate with several cofactors and complexes on chromatin [21,22]. For instance, the interaction between IKAROS and the NuRD complex, which is critical for chromatin organization of multiple gene regulatory regions in hematopoietic cells [22,23], can lead to either transcriptional repression [24,25] or activation when IKAROS conjointly associates with the NuRD and the Positive-Transcription Elongation Factor b (P-TEFb) complexes [18,23]. P-TEFb must be activated to release CDK9 from the inactive 7SK snRNP complex and promote transcription elongation. Once activated, CDK9 phosphorylates the Pol II C-terminal domain (CTD) at Ser-2, along with the negative elongation factors NELF and DSIF [26] and the conformational changes that follow allow Pol II to enter the productive phase of transcription elongation [27]. IKAROS interacts with CDK9 and PP1 [23,28] and thereby, facilitates their joined recruitment to specific genes [23]. IKAROS mutants with low affinity for PP1 no longer favor proficient transcriptional elongation [23], suggesting that the IKAROS-PP1 interaction promotes P-TEFb activation and, thereby, productive transcriptional elongation. Hence, by associating with different cofactors IKAROS can activate or repress target genes and control the rate of transcriptional elongation [18,23,29].

Homozygous IKAROS knockout mice (Ik^Null^) are characterized by severe lymphopoietic defects [30] and succumb to leukemia or lymphoma with 100% penetrance [31]. IKAROS controls gene expression in HS/PC and several hematopoietic lineage cells [12,29,32–37]. Overexpression of dominant negative IKAROS isoforms frequently characterizes childhood B- and T-ALL [38]. IKAROS is also implicated in erythroid cell gene regulation [13,18,29,39,40] and Ik^Null^ mice develop anemia due to impairment of erythroid cell homeostasis [41,42]. However, it remains to be determined whether the Ik^Null^ effect on these cells is the consequence of the absence of IKAROS regulation imposed on NOTCH target genes.

In this work, we define the crosstalk between IKAROS and NOTCH signaling in erythroid cells. First, we compared the transcriptomes of IKAROS proficient (Ik^WT^) *vs* IKAROS knockout (Ik^Null^) erythroid cells co-cultured with the bone marrow-derived stroma cell line OP9 (control) or OP9-DL1, which ectopically expresses the NOTCH ligand DELTA-like 1 (DL1) [43]. We demonstrate that IKAROS is required for repression of multiple NOTCH target genes and, unexpectedly, is required for activation of others. The molecular characterization of several NOTCH regulated genes indicates that IKAROS and the ATP-dependent chromodomain helicase CHD4 of the NuRD complex are needed to establish bivalent chromatin and poised transcription of NOTCH target genes. Finally, we show that IKAROS is critical for poised transcription and for the controlled expression of the NOTCH target gene *Cdkn1a* (which encodes the P21^WAF1/CIP1^ protein) upon genotoxic insults.

## Results

### Experimental design and gene expression profiles upon IKAROS ablation and NOTCH induction

The main objective of this study was to define whether IKAROS could play a role in activation and repression of NOTCH target genes upon signaling in erythroid cells. To this purpose, embryonic day 14.5 (e14.5) mouse fetal livers were harvested from IKAROS wild type (Ik^WT^) or knockout (Ik^Null^) embryos and co-cultured for 48h with murine bone marrow stromal OP9 or OP9-DL1 cells [43–45]. Since OP9-DL1 cells have been engineered to constitutively express the NOTCH ligand Delta-like 1 (DL1; S1 Fig), they were used to trigger NOTCH signaling. After co-culture, the erythroid cells were isolated by FACS using the erythroid-specific marker Ter119 [46]. RNA was then extracted from Ik^WT^/OP9; Ik^WT^/OP9-DL1; Ik^Null^/OP9; Ik^Null^/OP9-DL1 Ter119^+^ cells and RNA-sequencing (RNA-seq) was performed in biological triplicate. 

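The deposited values come from 12 libraries, 3 for each of Ik WT/OP9, Ik WT/OP9-DL1, Ik Null/OP9 and Ik Null/OP9-DL1. Ter119 is a surface marker of erythroid cells from the early erythroblast onward, and OP9 is a stromal line that carries hematopoietic cells in culture. The values are read counts per gene that the authors obtained with TopHat and htseq-count and divided by a size factor per library. Replicate numbers are 1, 3 and 4 for Ik WT and 1, 2 and 3 for Ik Null, each number with a library on OP9 and a library on OP9-DL1. Total normalized counts lay between 18285417 and 30026638 per library, with a median of 25473117. The globin gene Hbb-b1, which encodes an adult beta-globin chain, held the largest share of counts in every library, from 7.96% to 9.82% in Ik WT cells and from 10.64% to 15.92% in Ik Null cells. For each gene with a mean of at least 5 normalized counts over the 12 libraries (13769 genes), log2(normalized count + 1) was compared with limma in a single fit with 4 group means. A gene is called higher or lower here at a log2 fold change of at least 0.8 in size and a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The response of Ik Null cells to OP9-DL1 was compared with that of Ik WT cells by the interaction of genotype and stroma in the same fit. Means are given with the SD over 3 libraries, log2 fold changes with their standard error, and positions on GRCm38 from GENCODE vM21. The mutant allele lacks the last translated exon of Ikzf1, so counts over the whole gene do not check the genotype. Ikzf1 (chromosome 11, 11685003 to 11772926) had 2510 ± 77.3 normalized counts in Ik WT/OP9, 2673 ± 65.4 in Ik WT/OP9-DL1, 2213 ± 409 in Ik Null/OP9 and 2252 ± 502 in Ik Null/OP9-DL1 cells.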

The RNA-seq results were normalized with the DESeq package [47]. Briefly, the read count was normalized by size factor that was calculated by median ratio of gene counts relative to geometric mean per gene. If not otherwise stated, we retained differentially expressed genes displaying log2 fold change ≥ 0.8 or ≤ -0.8 and a False Discovery rate (FDR) < 0.05. A pilot assay revealed that the profile of the Ter119^+^ cells comprised within the P3 and P4 populations (S2 Fig and [13]) does not show variation, regardless of IKAROS expression or co-culture with OP9 or OP9-DL1 cells. Thus, like previously reported [48,49], the absence of IKAROS or induction of the NOTCH pathway only have minor effect on the fetal liver Ter119^+^ erythroid cells population and hence, will allow us to perform comparative analyses.

Although IKAROS is described as a repressor of NOTCH target genes [7,10,11,13,50], our results revealed two opposing patterns of gene regulation imposed by the absence of IKAROS in Ik^Null^ cells upon the induction of the NOTCH pathway, *i*.*e*., overexpression and downregulation. This outcome suggests that upon NOTCH induction, IKAROS can either repress or activate NOTCH target genes (Fig 1A).

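Loss of IKAROS changed the Ter119+ transcriptome in both directions on OP9-DL1. In Ik Null/OP9-DL1 against Ik WT/OP9-DL1 cells, 1295 genes were higher and 640 were lower. Pard3, which encodes a cell polarity protein (chromosome 8, 127063893 to 127612286), went from 40.2 ± 6.51 to 5720 ± 115 normalized counts (SD, n = 3 libraries per group), a log2 fold change of 7.13 ± 0.27 (standard error, limma adjusted p = 1.44e-07). Other large rises were those of Eda2r, a receptor of the TNF receptor superfamily, at 6.66 ± 0.51, and of Nrip3 at 6.67 ± 0.56. Among the genes that fell, Mt2, a metallothionein that binds zinc and copper, went from 40165 ± 4479 to 5530 ± 2106 normalized counts, a log2 fold change of -2.94 ± 0.37. Slc6a20a, an amino acid transporter, fell by 5.91 ± 0.51 in log2, and Nanos1, an RNA-binding translational repressor, fell by 3.65 ± 0.37. Higher genes made up 66.9% of these calls. This balance held with the TMM scaling of edgeR, at 65.2%, but not with every library rescaled to the same total. The share of higher genes was then 31.1%, and the median log2 fold change of all genes tested was -0.26, against 0.03 with the authors' scaling. From the presence of both directions the paper proposes that IKAROS can repress or activate NOTCH target genes upon NOTCH induction.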

**Fig 1:**
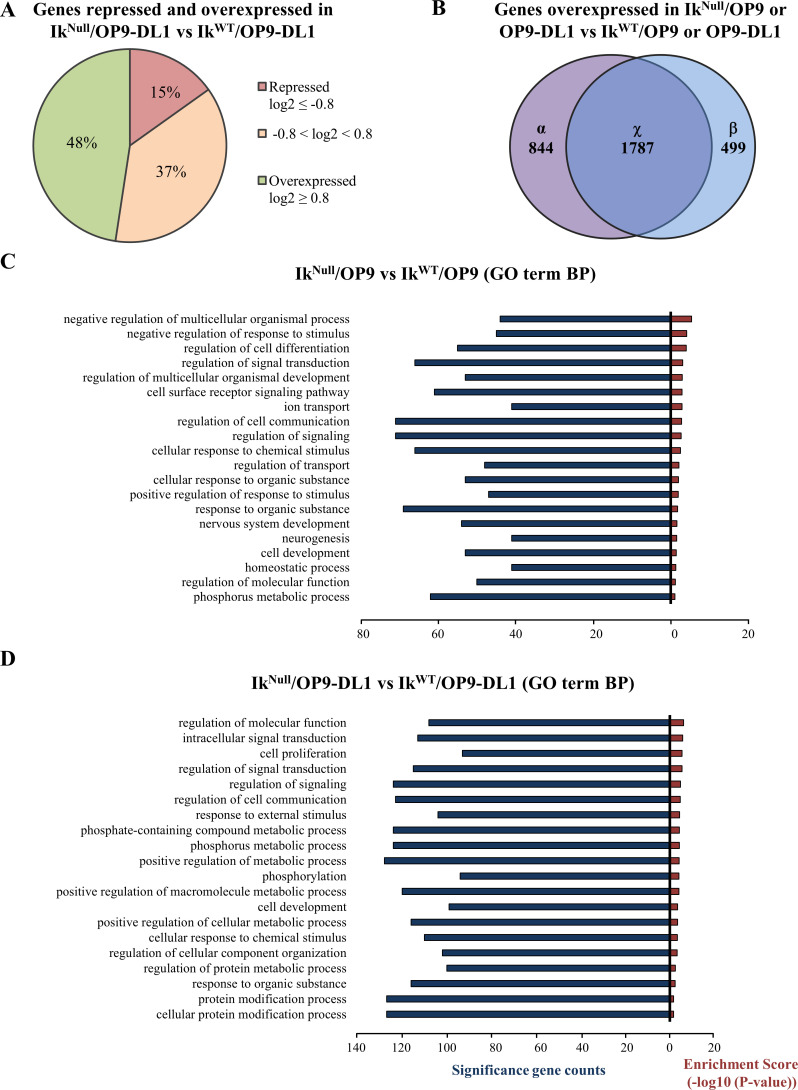
RNA-sequencing analysis of Ik^WT^ and Ik^Null^ Ter119^+^ cells upon IKAROS ablation and NOTCH pathway activation. (A) Circular diagram depicting repressed (red) or overexpressed (green) genes in Ik^Null^/OP9-DL1 compared to Ik^WT^/OP9-DL1 cells (log2 ≥ 0.8 or ≤ -0.8; FDR < 0.05; *p* < 0.05). (B) Venn diagram summarizing the overlap between overexpressed genes (log2 ≥ 0.8) in Ik^Null^ *vs* Ik^WT^ Ter119^+^ cells co-cultured with OP9-DL1 (α; left circle) or OP9 (β; right circle) cells; the number of genes called by both conditions is indicated by the overlap between the two circles (χ; middle circle). (C, D) DAVID functional annotation clustering analyses according to gene biological process; comparative RNA expression of Ik^Null^/OP9 *vs* Ik^WT^/OP9 (panel C) or Ik^Null^/OP9-DL1 *vs* Ik^WT^/OP9-DL1 (panel D) cells; bar graphs indicate the number of genes overexpressed in Ik^Null^ cells (log2 ≥ 0.8; FDR < 0.05; *p* < 0.05).

We first analyzed genes overexpressed upon the loss of IKAROS. 

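Among the largest rises in Ik Null cells were those of the genes of a chemokine, a neuroendocrine protein and a transcription factor. Ccl8, a chemokine that attracts monocytes, had a log2 fold change of 8.04 ± 0.65 on OP9 and 7.54 ± 0.65 on OP9-DL1 (limma, 3 libraries per group). Chga, which encodes the neuroendocrine granule protein chromogranin A, had 7.26 ± 0.64 and 7.21 ± 0.64. Creb3l1, a transcription factor anchored in the endoplasmic reticulum, went from 23.1 to 3365 normalized counts on OP9 and from 22.5 to 3319 on OP9-DL1. Car4, a membrane carbonic anhydrase, had a log2 fold change of 7.68 on OP9, and Orm1, an acute-phase plasma protein, had 7.26 on OP9 and 5.91 on OP9-DL1. A total of 1392 genes were higher in Ik Null cells on at least 1 of both stromas, and 700 were lower. On OP9, 70.3% of the genes called were higher. This share was 69.2% with TMM scaling and 40.3% when every library was rescaled to the same total.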

Comparative analysis of RNA-seq results of Ik^Null^ and Ik^WT^ cells co-cultured with either OP9 or OP9-DL1 cells revealed that 3130 genes were overexpressed in Ik^Null^ Ter119^+^ cells (Figs 1B and S3 and S1 File). 

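OP9-DL1 cells carry the ligand Dll1, and Dll1 was the gene with the largest difference between stromas in Ik WT cells. Its mean was 2.50 ± 2.67 normalized counts in Ik WT/OP9 and 374 ± 150 in Ik WT/OP9-DL1 cells (SD, n = 3 libraries per group), a log2 fold change of 6.91 ± 0.56 (limma adjusted p = 0.000729). The files do not tell transcripts of the transgene of the stromal cells from those of the endogenous gene (chromosome 17, 15367354 to 15376872). Hes1, a transcriptional repressor that NOTCH activates directly, had 10.8 ± 3.05 and 34.7 ± 18.2 normalized counts, a log2 fold change of 1.52 ± 0.52 (limma adjusted p = 1, and 0.0649 with the culture as a block). Of 20 NOTCH pathway genes and targets, limma called none, over all genes or adjusted over the list alone, and 1 was higher with the culture as a block. Their median log2 fold change was 0.02, and 11 lay above 0. Dll1 was the only gene called higher of all genes tested, and none was called lower. The libraries of the same replicate number and genotype were more alike than others, and with that culture as a block 62 genes were higher and 140 lower. At an unadjusted p under 0.05, 79 genes were higher and 96 lower. On the 10 libraries with recovered reads used here, edgeR called 1 higher and 0 lower, and DESeq2 called 10 higher and 4 lower.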

As expected, and confirming the robustness of our experimental model, the expression of multiple NOTCH target genes increased upon DL1 mediated activation, in Ik^WT^/OP9-DL1 *vs* Ik^WT^/OP9 (S3 Table). These differentially expressed genes were analyzed with the bioinformatic software clustering DAVID [51,52] and regrouped according to cellular function (S4 Table). Analysis of the transcriptome in Ik^Null^/OP9 *vs* Ik^WT^/OP9 indicated that 2286 genes were overexpressed in Ik^Null^/OP9 (χ+β; Figs 1B and S3 and S1 File), whereas analysis of Ik^Null^/OP9-DL1 *vs* Ik^WT^/OP9-DL1 revealed that 2631 genes were overexpressed in Ik^Null^/OP9-DL1 (χ+α; Figs 1B and S3 and S1 File). 

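With the authors' scaling and with TMM scaling, the genes higher in Ik Null cells outnumbered those lower. With every library rescaled to the same total they did not (579 higher and 858 lower on OP9, 719 and 1590 on OP9-DL1). In Ik Null/OP9 against Ik WT/OP9 cells, 921 genes were higher and 389 were lower by limma. Nrip3, a gene with little characterised function, was among the most abundant of them, with 448 ± 325 normalized counts in Ik WT/OP9 and 37602 ± 5188 in Ik Null/OP9 cells (SD, n = 3 libraries per group). Ctsk, a lysosomal protease of osteoclasts and macrophages, had a log2 fold change of 6.51 ± 1.60. Among the genes that fell on OP9 were Il4, a cytokine of type 2 immunity, at -4.48 ± 0.54, Cd5l, a secreted protein of tissue macrophages, at -3.78, Cacna1g, a calcium channel gene, at -3.59, and Tinagl1, a matricellular protein gene, at -2.99 ± 0.31. Stard10, which encodes a phospholipid transfer protein, fell from 462 ± 179 to 57.4 ± 24.6 normalized counts. The counts moved with single libraries, to 411 higher genes on OP9 without Ik Null/OP9 replicate 2, and to 537 and 1938 on OP9-DL1 without Ik Null/OP9-DL1 replicates 2 and 1. On the 10 libraries with recovered reads, edgeR called 551 genes higher on OP9 and 792 on OP9-DL1. DESeq2 called 968 and 1387 on the same libraries.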

The majority of the overexpressed genes was common to both comparative analyses (1787 genes: χ; Figs 1B and S3 and S1 File), suggesting that their expression is enhanced by the absence of IKAROS independently of extracellular NOTCH signaling. 

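Most genes that rose in Ik Null cells on 1 stroma also rose on the other. The genes higher in Ik Null cells on both stromas numbered 824, and 329 were lower on both. The libraries of a culture on OP9 and OP9-DL1 varied together, so neither comparison is independent evidence for the other. Pard3 had log2 fold changes of 6.90 ± 0.27 on OP9, and Eda2r had 6.47 ± 0.51 (adjusted p = 3.99e-05 from limma). Ikzf2, which encodes HELIOS, a zinc finger protein of the IKAROS family, rose by 2.54 ± 0.50 on OP9 and 3.31 ± 0.50 on OP9-DL1. Of 5 genes of this family, Ikzf2 alone was called on either stroma, and the count adjusted over the list alone was also 1 on each. Chd5, a chromatin remodeler gene of the NuRD family, rose by 2.06 ± 0.38 and 2.19 ± 0.38. Mt2 fell on OP9 from 38023 ± 3718 to 5305 ± 2247 normalized counts. The shared genes numbered 398 without Ik Null/OP9 replicate 2, 502 by edgeR on the 10 libraries with recovered reads and 504 with every library rescaled to the same total. They numbered 874 by DESeq2 on the same 10 libraries, 1019 without Ik Null/OP9-DL1 replicate 1 and 1539 with the replicate number as a block. From the genes common to both comparisons the paper proposes that the absence of IKAROS enhances their expression independently of extracellular NOTCH signaling.

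**Figure D1:**
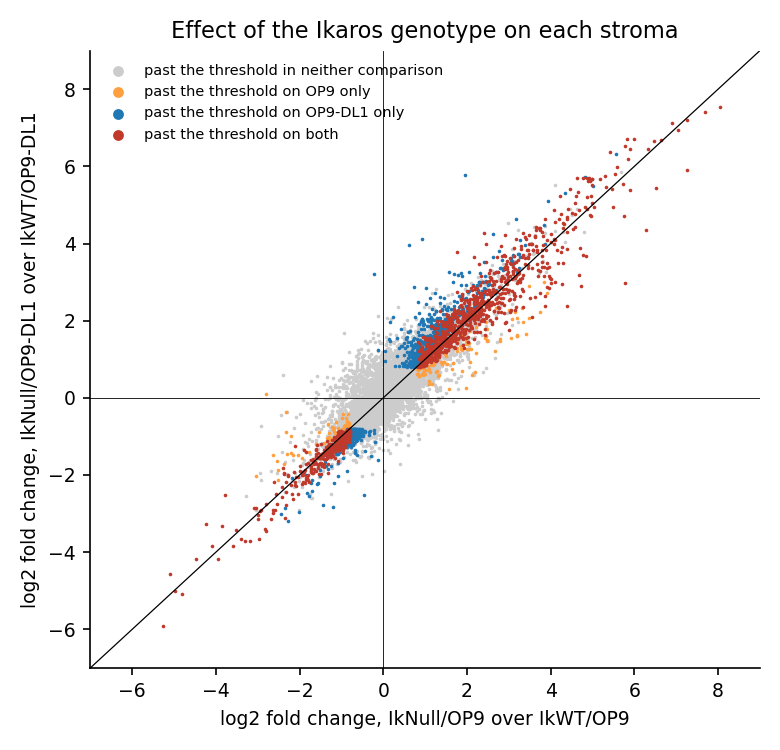
Log2 fold change of each gene tested in Ik Null against Ik WT cells, on OP9 (horizontal axis) and on OP9-DL1 (vertical axis). Genes called on both stromas (824 higher, 329 lower) are in red, and the line marks equal changes.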

Functional annotation analysis of these genes revealed that regardless of NOTCH induction, IKAROS deletion has a dominant effect on the erythroid transcriptome and could affect the formation and functionality of erythroid cells since genes associated with cellular differentiation, homeostasis, signaling or iron transport are affected in Ik^Null^ cells (Fig 1C and 1D). 

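Many genes of platelet-forming and vascular cells rose in Ik Null Ter119+ cells. Camera with an estimated correlation, which compares a list with the other genes, called neither list (adjusted p = 0.332 on OP9 and 0.487 on OP9-DL1 for either). By fry, which tests a list on its own, adjusted p was 0.0012 and 0.00136 for the megakaryocyte list. For the endothelial list fry gave 0.0028 and 0.00331. Of 15 megakaryocyte and platelet genes, 11 were higher on OP9 and 12 on OP9-DL1 (13 and 12 adjusted over the list alone). Itgb3, the beta chain of the platelet fibrinogen receptor, rose by 4.40 ± 0.32 (limma adjusted p = 2.88e-05) and 4.63 ± 0.32, and Pf4, a platelet chemokine, rose by 3.48 ± 0.41 and 3.73 ± 0.41. Of 13 endothelial genes, 7 were higher on each stroma (8 adjusted over the list alone), among them Kdr, a VEGF receptor, at 3.66 ± 0.39 and 3.83 ± 0.39. Of 14 mast cell genes, 5 rose on each stroma (8 and 6 adjusted over the list alone), and Gzmb, a cytotoxic protease gene, fell on OP9. Of 28 macrophage genes, 5 rose and 1 fell on OP9, and 9 rose and 2 fell on OP9-DL1 (9 and 17 higher and 2 lower on each, adjusted over the list alone), with Mrc1, the mannose receptor, at 2.95 ± 0.48 on each. With the same setting, camera's adjusted p was 0.496 and 0.558 for the mast cell genes and 0.539 and 0.558 for the macrophage genes. By fry it was 0.0536 and 0.0676 for the mast cell genes and 0.108 and 0.0915 for the macrophage genes. Without Ik Null/OP9 replicate 2, 7 megakaryocyte and 4 endothelial genes were higher on OP9, and without Ik Null/OP9-DL1 replicate 2, 8 and 4 on OP9-DL1. Without the Ik Null replicate 2 culture, 0 mast cell genes and 1 macrophage gene were higher on OP9-DL1 by limma, and without Ik Null replicate 1, 19 macrophage genes were. Single genes of iron handling were called. Of 27 genes of heme synthesis and iron transport, 3 were lower and none higher by limma on OP9, and 2 were higher and 2 lower on OP9-DL1. Adjusted over the list alone, 1 was higher and 3 lower on OP9, and 2 higher and 2 lower on OP9-DL1, and camera's adjusted p was 0.657 and 0.758 with an estimated correlation. Without Ik WT/OP9 replicate 1, 1 was lower on OP9, and without Ik Null/OP9-DL1 replicate 2 none was called on OP9-DL1 by limma. Slc25a38, the mitochondrial glycine carrier of heme synthesis, fell by 1.14 ± 0.32 on each stroma, and Steap3, the endosomal ferrireductase, fell by 1.05 ± 0.27 (limma adjusted p = 0.0551 with the replicate number as a block) and 1.27 ± 0.27. Slc40a1, the iron exporter ferroportin, fell on OP9 by 1.00 ± 0.17 and had -0.53 on OP9-DL1 (adjusted p = 0.0511 from limma). Hmox1, which degrades heme, and Trf, which encodes transferrin, rose on OP9-DL1 by 1.22 ± 0.30 and 1.29 ± 0.40 (adjusted p = 0.0984 for Trf with the block from limma). Neither of these was called with the libraries rescaled to the same total, and 7 genes of the list were then lower on each stroma. Of 29 late erythroid genes, only Icam4, an erythroid adhesion molecule, was called, at -1.42 ± 0.40 and -1.58 ± 0.40 (0 adjusted over the list alone), while 3 and 5 genes were lower with that rescaling. The paper reasons from the annotation of these genes that IKAROS deletion has a dominant effect on the erythroid transcriptome and proposes that it could affect the formation and function of erythroid cells.

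**Figure D2:**
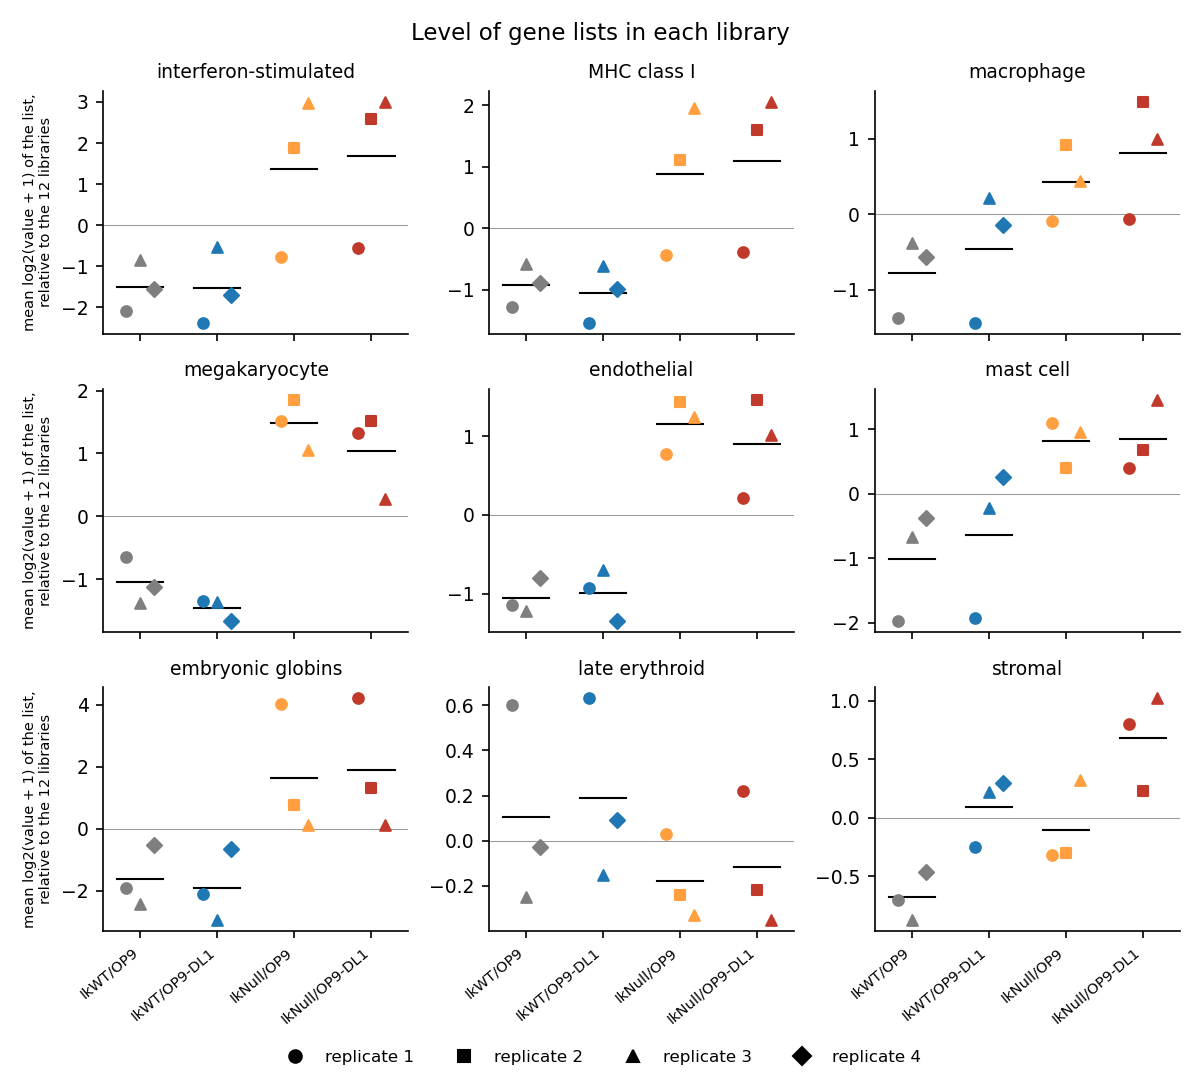
Mean level of 9 gene lists in each of the 12 libraries, as the mean of log2(normalized count + 1) relative to the 12 libraries. Points are libraries, bars are group means, and the megakaryocyte and endothelial lists lie higher in all Ik Null libraries.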

The comparative analysis of gene expression profiles indicates that 499 genes are specifically overexpressed in Ik^Null^/OP9 *vs* Ik^WT^/OP9 and 844 genes are uniquely overexpressed in Ik^Null^/OP9-DL1 *vs* Ik^WT^/OP9-DL1 (respectively, β and α sets; Fig 1B and S1 File). 

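Nearly all genes called on a single stroma lay on the same side of 0 on the other. The libraries of a culture varied together across stromas, so this is not independent evidence of their direction. Of the 471 genes called higher in Ik Null cells on OP9-DL1 alone, 469 had a log2 fold change above 0 on OP9, with a median of 1.17. The 97 genes called higher on OP9 alone all lay above 0 on OP9-DL1, with a median of 1.09. These counts moved with single libraries, to 36 and 919 on OP9-DL1 alone without Ik Null/OP9-DL1 replicates 2 and 1, and to 13 and 438 on OP9 alone without Ik Null/OP9 replicate 2 and Ik Null/OP9-DL1 replicate 2. Cdkn1a, Plk2 and Zmat3 were called on OP9-DL1 alone by limma. Plk2 had a log2 fold change of 1.51 ± 0.51 on OP9 (adjusted p = 0.0791 from limma) and 1.81 ± 0.51 on OP9-DL1 (adjusted p = 0.0337). None of the genes called on a single stroma passed the interaction of genotype and stroma in limma, which is the test of a difference between stromas. Over all genes tested, limma, edgeR and DESeq2 called 0 genes by the interaction, and 44 were above and 11 below at an unadjusted p under 0.05.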

Most of the 499 genes specifically overexpressed in Ik^Null^/OP9 cells can be functionally annotated as cell proliferation, homeostasis, cell-to-cell communication, signaling and metabolism (S5 Table). Alternatively, Ik^Null^/OP9-DL1 overexpressed genes are among others, annotated as regulators of gene transcription, inflammation, lymphoid cell activity and cell death (S6 Table). Thus, it can be assumed that the effect of IKAROS depletion and NOTCH induction further affects the transcriptome and, most likely, the function of erythroid cells.

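Many interferon-stimulated and antigen presentation genes rose in Ik Null cells on OP9-DL1, and fewer were called on OP9. Of 48 interferon-stimulated genes, 13 were higher on OP9 and 23 on OP9-DL1 (33 and 39 adjusted over the list alone). With every library rescaled to the same total, 4 and 15 were. Mx2, an antiviral GTPase, went from 110 ± 94.5 to 14155 ± 11310 normalized counts on OP9-DL1, and Gbp3, a guanylate-binding protein of cell-autonomous immunity, had log2 fold changes of 5.55 ± 1.20 and 5.79 ± 1.20. Irf1, a transcription factor of the interferon response, rose by 4.08 ± 0.96 and 4.88 ± 0.96 (adjusted p = 0.0213 and 0.0071 from limma). Of 18 genes of MHC class I antigen presentation, 3 were higher on OP9 and 7 on OP9-DL1 (9 and 14 adjusted over the list alone, and 0 and 3 with that rescaling), with H2-K1, a class I heavy chain, at 2.60 ± 0.60 and 2.92 ± 0.60. With an estimated correlation, camera's adjusted p was 0.496 on OP9 and 0.508 on OP9-DL1 for either list, and 0.956 for the interaction of either. By fry, adjusted p was 0.0933 on OP9 and 0.0532 on OP9-DL1 for either list. The Ik Null cultures differed, with a mean interferon list level, centred over the 12 libraries, of -0.77 and -0.56 in replicate 1 on OP9 and OP9-DL1, 1.87 and 2.59 in replicate 2, and 2.98 and 3.01 in replicate 3, against -2.38 to -0.54 in the Ik WT libraries. Without the Ik WT replicate 1 culture no interferon gene was called on OP9, and without Ik Null replicate 2 only 1 was on OP9-DL1, while without Ik Null replicate 1 the counts were 45 and 47. For the MHC class I genes these counts were 0 on OP9, 0 on OP9-DL1, and 16 and 18 in the same order. Among genes of cell death, Pmaip1, the apoptosis gene of NOXA, rose by 1.94 ± 0.46 and 2.45 ± 0.46. Of 9 lymphoid genes, Il7r, the IL-7 receptor chain of lymphoid progenitors, rose on OP9-DL1 by 3.01, and on OP9 with the replicate number as a block (limma adjusted p = 0.00353), and Cd247, a T cell receptor chain, fell. With single libraries left out, as few as 0 lymphoid genes were higher and 0 lower on OP9-DL1. With every library rescaled to the same total, 0 were higher and 1 lower there.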

The role of IKAROS as a repressor of NOTCH target genes has been well described [7,9–11,13]. Our RNA-seq analysis highlighted this repressive effect and, interestingly, allowed the identification of 223 genes whose overexpression requires the conjoint removal of IKAROS and induction of the NOTCH pathway (overexpression in Ik^Null^/OP9-DL1 above all other conditions; Fig 2A and S2 File). 

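Many of the 223 genes of the additive effect were higher in Ik Null cells on either stroma. Of these, 219 were tested, and 104 were higher in Ik Null cells on OP9 and 127 on OP9-DL1, with median log2 fold changes of 1.49 and 1.59. On OP9, 46 were called without Ik Null/OP9 replicate 2, on OP9-DL1 55 without Ik Null/OP9-DL1 replicate 2 and 164 without its replicate 1, and 67 and 74 with every library rescaled to the same total. The study chose the list on these libraries, so these counts, the 200 and 196 higher genes adjusted over the list alone, and the values of the list between stromas are not independent evidence of its direction. Group means were highest in Ik Null/OP9-DL1 cells for 218 of the 223. The median log2 fold change from OP9 to OP9-DL1 was 0.23 in Ik WT and 0.24 in Ik Null cells in the limma fit, and the authors' deposited log2 fold changes, which are moderated, had medians of -0.01 and 0.33 over the 223. As a set, the list was higher on OP9-DL1 in both genotypes, with 188 and 206 of 219 above 0 (camera unadjusted p = 0.00776 and 0.00821 with an estimated correlation, and 0.028 and 0.0163 with the culture as a block as well). Il6, an inflammatory cytokine, had 7.37 ± 6.07, 14.2 ± 5.56, 23.5 ± 14.1 and 46.1 ± 27.8 normalized counts in Ik WT/OP9, Ik WT/OP9-DL1, Ik Null/OP9 and Ik Null/OP9-DL1 cells (SD, n = 3). Its log2 fold change for genotype was 1.61 ± 0.63 on OP9 and 1.53 ± 0.63 on OP9-DL1 (limma adjusted p = 0.118 and 0.11, and 0.0118 and 0.0113 with the replicate number as a block). Zfp446, a zinc finger gene, had 66.6 ± 4.27, 63.5 ± 14.3, 133 ± 37.7 and 189 ± 37.8 normalized counts in the same order, and rose in Ik Null cells by 0.95 ± 0.27 on OP9 and 1.57 ± 0.27 on OP9-DL1. Its stroma difference in Ik Null cells was 0.53 ± 0.27 (limma adjusted p = 1), and the interaction was 0.62 ± 0.38. None of the 223 was called higher in Ik Null/OP9-DL1 than in Ik Null/OP9 cells by limma (2 at an unadjusted p under 0.05, 1 with the culture as a block, and 0 by edgeR and DESeq2), and none passed the interaction, with 0 at an unadjusted p under 0.05 and 0 by edgeR and DESeq2. The interaction of the list had a median of 0.04 and a mean of -0.06, and 119 of the 219 lay above 0. Over all genes tested, limma called 1 gene higher in Ik Null/OP9-DL1 than in each other group, Adamdec1, a metalloprotease gene named here after its values were seen, against 28 with the culture as a block, 0 by edgeR and 2 by DESeq2.

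**Figure D3:**
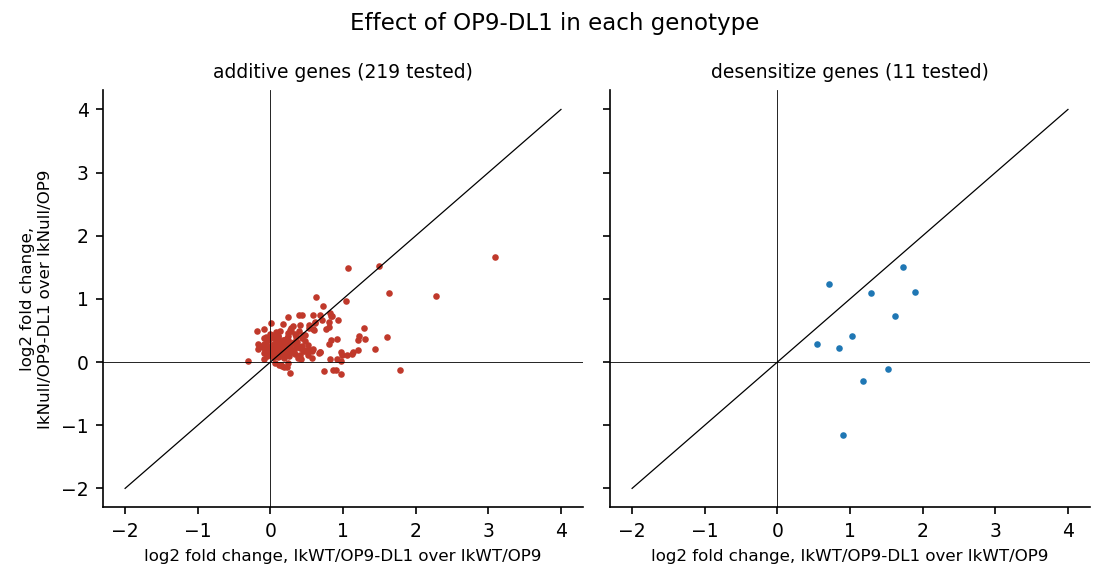
Log2 fold change from OP9 to OP9-DL1 in Ik WT (horizontal axis) and Ik Null cells (vertical axis) for the tested genes of the additive effect (219) and of the desensitize effect (11). The line marks equal responses, and the additive genes lie on either side of it.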

We named this phenomenon the ‘additive effect’. Overexpression of two randomly selected genes (*Il6* and *Zfp446*) in Ik^Null^ e14.5 fetal liver erythroid cells was confirmed by qRT-PCR (S4A Fig). The biological processes affected by the ‘additive effect’ include signaling, transcription control, metabolism, cellular growth, and proliferation (Fig 2B). 

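The proteins of the S7 Table that were found among the genes tested numbered 57, and 29 of their genes were higher in Ik Null cells on OP9 and 36 on OP9-DL1, with median log2 fold changes of 1.49 and 1.53. Cdh5, the vascular cadherin of endothelial junctions, had the largest change, from 4.03 ± 3.11 to 348 ± 153 normalized counts on OP9 (SD, n = 3 libraries per group), a log2 fold change of 6.27 ± 0.69, and 4.36 ± 0.69 on OP9-DL1. Maged1, a regulator of cell death signaling, went from 185 ± 46.8 to 1464 ± 601 on OP9 and from 197 ± 60.6 to 1635 ± 564 on OP9-DL1. Ptger4, a prostaglandin E2 receptor, rose by 2.47 ± 0.34 and 2.44 ± 0.34, and Itgax, an integrin of myeloid cells, rose by 3.87 and 2.65. Dync1h1, the heavy chain of cytoplasmic dynein, rose by 0.92 ± 0.15 and 1.29 ± 0.15. Nr4a1, an immediate-early nuclear receptor, rose on OP9 by 3.92 (adjusted p = 0.0349 from limma) and had 2.72 on OP9-DL1 (adjusted p = 0.0919). None of the 57 was called between stromas in Ik Null cells by limma. The table is drawn from genes that the study chose on these libraries, so these counts are not independent evidence.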

Importantly, several genes characterized by the ‘additive effect’ encode tumor suppressors or oncogenes (S7 Table). Their abnormal expression can perturb hematopoietic cell homeostasis, contribute to malignant transformation, modify cell interactions with the niche, and/or affect cellular capacity to provide an adaptive immune response.

**Fig 2:**
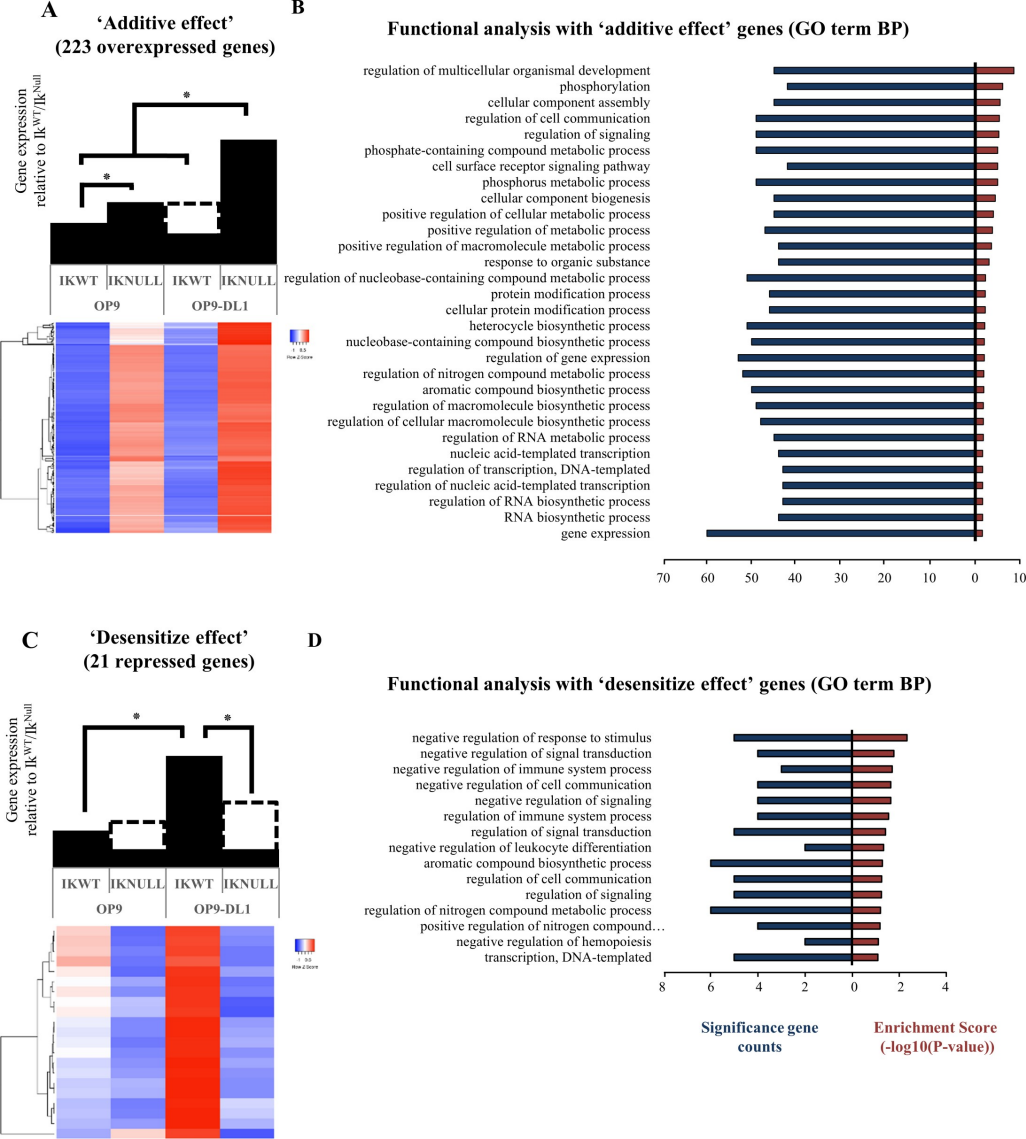
IKAROS deletion promotes deregulation of several genes related to different cellular functions upon NOTCH induction. (A, C) Model bar graphs and heatmaps depicting the expression pattern of 223 overexpressed (panel A) or 21 repressed (panel C) genes upon IKAROS ablation and NOTCH induction (Ik^Null^ *vs* Ik^WT^ on OP9 cells relative to Ik^Null^ *vs* Ik^WT^ on OP9-DL1 cells). Colors on the heatmaps (depicted in the color key) represent the relative expression levels of individual genes in the four conditions used for this study (as indicated above the heatmaps); unsupervised hierarchical clustering (Pearson correlation, average linkage) over the genes included in each group, is depicted on the left side of the heatmaps. (B, D) DAVID functional annotation clustering analyses of genes identified and corresponding to panel A or C according to gene biological process; bar graphs indicate the number of genes differentially expressed (log2 ≥ 0.8; FDR < 0.05; *p* < 0.05).

RNA-seq analysis also suggests that IKAROS deletion can transcriptionally desensitize NOTCH target genes to NOTCH induction (repressed genes; Fig 1A). Indeed, our data indicate that among genes activated by NOTCH (Ik^WT^/OP9-DL1 *vs* Ik^WT^/OP9), 21 are characterized by a significant decrease of their expression levels when IKAROS is missing (Ik^Null^/OP9-DL1 *vs* Ik^WT^/OP9-DL1), hence revealing that IKAROS can also contribute to NOTCH-associated gene transcriptional activation (Fig 2C). 

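Most tested genes of the desensitize effect were lower in Ik Null/OP9-DL1 than in Ik WT/OP9-DL1 cells, and 3 were lower on OP9 as well. Of the 21 genes, 11 reached the minimum level for testing, and 9 of them were lower on OP9-DL1: 2610027K06Rik, Cd247, Dclk2, Lrig1, Nrarp, Padi2, Prdm16, Rph3al and Spic. Their median log2 fold change for genotype was -2.51 on OP9-DL1 and -1.30 on OP9. Adjusted over the list alone, 11 were lower on OP9-DL1 and 3 on OP9, and because the study chose the list on these libraries the counts are not independent evidence of its direction. Rph3al, a gene of vesicle exocytosis, had 174 ± 62.5 normalized counts in Ik WT/OP9, 381 ± 51.7 in Ik WT/OP9-DL1, 158 ± 50.7 in Ik Null/OP9 and 128 ± 33.8 in Ik Null/OP9-DL1 cells (SD, n = 3). Padi2, an enzyme that converts arginine to citrulline in proteins, had 113 ± 58.1, 357 ± 247, 50.7 ± 32.1 and 42.0 ± 8.32 in the same order. Lrig1, which restrains receptor tyrosine kinases, responded to OP9-DL1 with a log2 fold change of 1.29 ± 0.39 in Ik WT and 1.09 ± 0.39 in Ik Null cells (limma adjusted p = 1 for both, and 0.00112 and 0.00742 with the culture as a block). In Ik WT cells all 21 had a higher mean on OP9-DL1, with a median of 1.18 over the 11 tested, and the authors' deposited log2 fold changes had medians of 1.05 in Ik WT and -0.31 in Ik Null cells over the 21. In the limma fit the median in Ik Null cells was 0.42 over the 11 tested, with 8 above 0. Camera's unadjusted p for the list in Ik Null cells was 0.0119 with an estimated correlation, and 0.174 with the culture as a block as well. None was called between stromas in Ik WT cells by limma (6 at an unadjusted p under 0.05, 6 with the culture as a block, 0 by edgeR and DESeq2, and 5 adjusted over the list alone). The study also chose the list on this comparison, so its values in Ik WT cells are not independent evidence of a response. For the list in Ik WT cells, camera's unadjusted p was 3.06e-05 with an estimated correlation, and 0.0169 with the culture as a block as well. None passed the interaction by limma (2 at an unadjusted p under 0.05, 0 by edgeR and DESeq2), where Rph3al had -1.47 ± 0.44 and the list a median of -0.62 (camera unadjusted p = 0.00223 with an estimated correlation, and 0.0769 with the culture as a block as well), a sign that the choice of the list favors. Over all genes tested, limma called 0 genes that were higher on OP9-DL1 in Ik WT cells and lower in Ik Null/OP9-DL1, against 7 at an unadjusted p under 0.05, 5 with the culture as a block and 0 by edgeR and DESeq2. Of the 9 lower genes, edgeR called 5 on the 10 libraries with recovered reads.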

We named this phenomenon the ‘desensitize effect’. Functional annotation analysis of these genes was performed and indicated that 3 of the genes affected by IKAROS deletion in the context of NOTCH induction are involved in response to stimulus (Fig 2D). Oncogenes and tumor suppressor genes are also among the 21 genes requiring IKAROS to be properly stimulated upon NOTCH induction (S8 Table). 

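Of the 7 proteins of the S8 Table, the genes of 5 were tested, and 4 were lower in Ik Null cells on OP9-DL1 and 1 on OP9 by limma. Their median log2 fold changes were -1.93 on OP9-DL1 and -1.21 on OP9. Lrig1, a tumor suppressor that limits growth factor signaling, lies on chromosome 6 from 94604529 to 94700158 and fell in Ik Null cells by 1.73 ± 0.39 on OP9 and 1.93 ± 0.39 on OP9-DL1. Its mean in Ik Null cells was 36.3 ± 13.4 normalized counts on OP9 and 75.8 ± 17.6 on OP9-DL1 (SD, n = 3), against 121 ± 36.1 in Ik WT cells on OP9. Padi2 had -1.21 ± 0.55 on OP9 (adjusted p = 0.172 from limma, and 0.00928 with the replicate number as a block) and fell by 2.84 ± 0.55 on OP9-DL1. The study chose these genes on the same libraries, so their direction is not independent evidence.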

In summary, these results suggest that IKAROS is required to prime and favor the physiological activation of different NOTCH target genes upon NOTCH induction.

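Spic, a transcription factor gene of iron-recycling macrophages, had 13.8 ± 1.39 normalized counts in Ik WT/OP9 and 54.6 ± 29.2 in Ik WT/OP9-DL1 cells, and 5.00 ± 0.0545 and 17.2 ± 7.91 in Ik Null cells on the same stromas (SD, n = 3 libraries per group). Its log2 fold change from OP9 to OP9-DL1 was 1.73 ± 0.47 in Ik WT (limma adjusted p = 1, and 0.0248 with the culture as a block) and 1.51 ± 0.47 in Ik Null cells, and its genotype difference on OP9-DL1 was not called with the replicate number as a block (limma adjusted p = 0.101). Cd247 had 7.61 ± 3.51 and 15.3 ± 8.32 in Ik WT cells and 5.27 ± 2.45 and 1.77 ± 1.09 in Ik Null cells, with an interaction of -2.06 ± 0.79 (unadjusted p = 0.0233 from limma). Dclk2, a microtubule-associated kinase gene, had log2 fold changes for genotype of -4.81 ± 0.59 on OP9 and -5.08 ± 0.59 on OP9-DL1, and both were called. The mean of 12 of the 21 genes was higher on OP9-DL1 than on OP9 in Ik Null cells. From these results the paper proposes that IKAROS is required to prime and favor the activation of NOTCH target genes upon NOTCH induction.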

### IKAROS is required to attain a physiological response upon NOTCH induction

To elucidate the mechanism(s) used by IKAROS to either repress or prime NOTCH target genes, we studied the regulation of representative genes from either ‘groups’ *i*.*e*., those characterized by the ‘additive effect’ or the ‘desensitize effect’.

Among the 223 genes repressed by IKAROS and overexpressed upon joint NOTCH induction and IKAROS ablation (additive effect: Fig 2A and S9 Table), we chose *Cdkn1a* and *Tp53*, which encode respectively P21^WAF1/CIP1^ and TP53. TP53 and its downstream effector P21^WAF1/CIP1^ are critical factors in cancer biology (S7 Table). The expression levels of *Cdkn1a* and *Tp53* as well as P21^WAF1/CIP1^ but not TP53, increase in Ik^Null^ erythroid cells (Fig 3A and 3B). Unchanged TP53 level in Ik^Null^ cells most likely relates to the fact that TP53 is highly regulated by post-translational mechanisms [53,54] that can mask the contribution of IKAROS.

**Fig 3:**
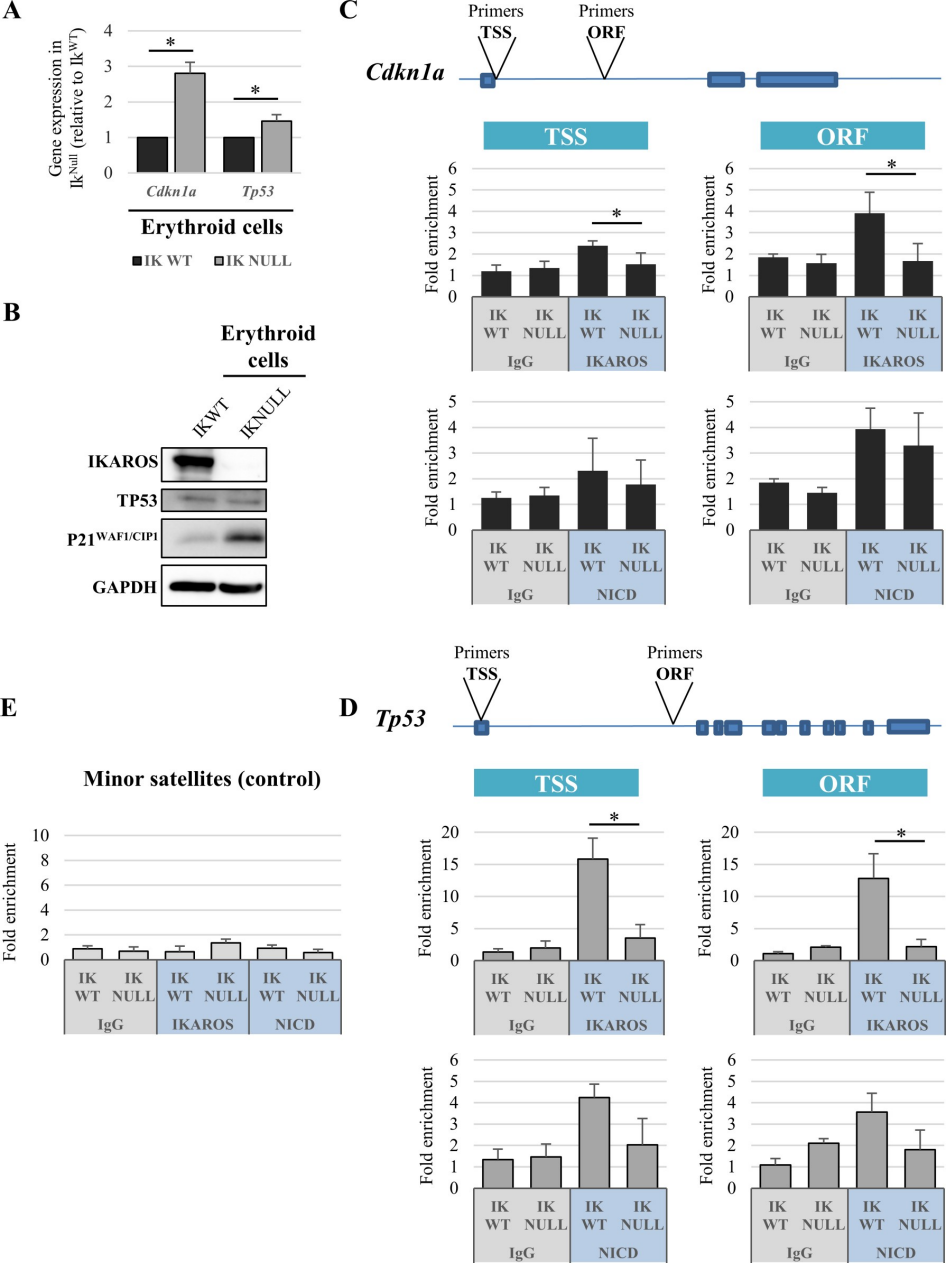
Characterization of *Cdkn1a* and *Tp53* genes in Ik^WT^ and Ik^Null^ erythroid cells. (A) Gene expression; the relative expression levels of *Cdkn1a* and *Tp53* genes in Ik^WT^ or Ik^Null^ erythroid cells were measured by qRT-PCR, calculated according to the Pfaffl equation using *Hprt* as internal control and normalized to Ik^WT^; *y* axis: relative RNA enrichment levels; ratios are represented by bars and are plotted as the mean ± Standard Deviation (SD) of the measurements; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test. (B) Western blot analysis of IKAROS, TP53, P21^WAF1/CIP1^ and GAPDH (used as loading control) expression in Ik^WT^ or Ik^Null^ erythroid cell lysates. (C, D, E) Chromatin immunoprecipitation assays in Ik^WT^ or Ik^Null^ Ter119^+^ cells with IKAROS, NICD antibodies (blue) or isotype-matched IgG (grey); immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Cdkn1a* (C), *Tp53* (D) or the minor satellite repeat control region (E); *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using the *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± SD of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments; TSS: transcription start site; ORF: open reading frame; NICD: NOTCH intracellular domain; *: *p* ≤ 0.05 by Student’s *t*-test.

*Cdkn1a* and *Tp53* genes were previously identified as NOTCH target genes [55–57]. To determine whether IKAROS can directly regulate *Cdkn1a* and *Tp53* genes, we performed chromatin immunoprecipitation (ChIP) with antibodies directed against IKAROS or NICD. IKAROS and NICD were detected at the Transcription Start Site (TSS) region and Open Reading Frame (ORF) of both genes (Fig 3C and 3E) in Ik^WT^ erythroid cells, thus indicating their recruitment to *Cdkn1a* and *Tp53* NOTCH target genes in these cells. Since NICD binding to chromatin in freshly isolated erythroid cells was unexpected, we investigated NICD recruitment levels upon NOTCH induction in Ik^Null^/OP9-DL1 cells (S4B Fig), whereby the expression of *Cdkn1a* and *Tp53* is optimal. The results of ChIP performed in erythroid cells co-cultured with OP9-DL1 indicate that the recruitment of NICD to the chromatin of target genes dramatically increases, when compared to the 1-to-4-fold enrichment level observed in fetal liver erythroid cells (Figs S4B and 3C and 3D). Therefore, the weak NICD recruitment observed in fetal liver (Fig 3C and 3D) and in Ik^Null^/OP9 (S4B Fig), might not be biologically significant and might be related to background detection associated with this specific antibody under our experimental conditions (*i*.*e*., double HCHO-EGS fixation; see Materials and Methods). Altogether, these results are reminiscent of those reported in thymocytes where IKAROS and RBP-Jκ can be recruited to the same regulatory regions of NOTCH activated genes [7]. Whether IKAROS can be co-recruited with RBP-Jκ and influence NICD recruitment to *Cdkn1a* and *Tp53* in erythroid cells remains to be determined.

We further analyzed the additive effect of IKAROS abrogation and NOTCH induction by means of the OP9/OP9-DL1 co-culture system. 

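Cdkn1a, which encodes the cell cycle inhibitor P21, was called higher in Ik Null cells on OP9-DL1. Cdkn1a (chromosome 17, 29090976 to 29100727) had 10463 ± 2638 normalized counts in Ik WT/OP9, 10061 ± 2395 in Ik WT/OP9-DL1, 19860 ± 5097 in Ik Null/OP9 and 22275 ± 5377 in Ik Null/OP9-DL1 cells (SD, n = 3). Its log2 fold change for genotype was 1.15 ± 0.30 on OP9-DL1 (limma adjusted p = 0.0265) and 0.92 ± 0.30 on OP9 (adjusted p = 0.0717). On OP9 the authors' deposited comparison has it past the same thresholds, at 0.85 (adjusted p = 0.0213 from DESeq2). Between stromas, Cdkn1a differed by 0.17 ± 0.30 in Ik Null and -0.05 ± 0.30 in Ik WT cells. In the 3 Ik Null cultures, its log2 difference from OP9 to OP9-DL1 was 0.21, 0.33 and -0.03. The interaction of genotype and stroma was 0.22 ± 0.43 for Cdkn1a and did not pass the test (adjusted p = 1 from limma). From these levels and its qRT-PCR the paper proposes that the interplay of IKAROS and NOTCH is biologically relevant and matters for the control of P21.

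**Figure D4:**
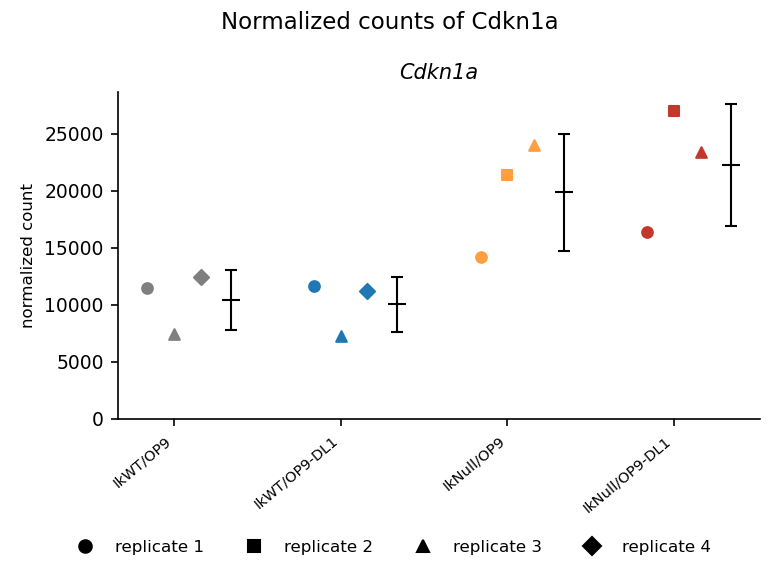
Normalized counts of Cdkn1a in each library of the 4 groups. Points are libraries (3 per group), symbols mark the replicate number, and bars show mean ± SD. The Ik Null libraries lie above all Ik WT libraries.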

In accordance with RNA-seq results, qRT-PCR analysis indicated that the expression levels of *Cdkn1a* and *Tp53* significantly increase in Ik^Null^/OP9-DL1 cells (Fig 4A and 4B), suggesting that the interplay between IKAROS and NOTCH is biologically relevant and particularly important to control the expression of P21^WAF1/CIP1^ (Figs 4C and 4D and S5), which is a critical regulator of cellular stress response [58,59].

**Fig 4:**
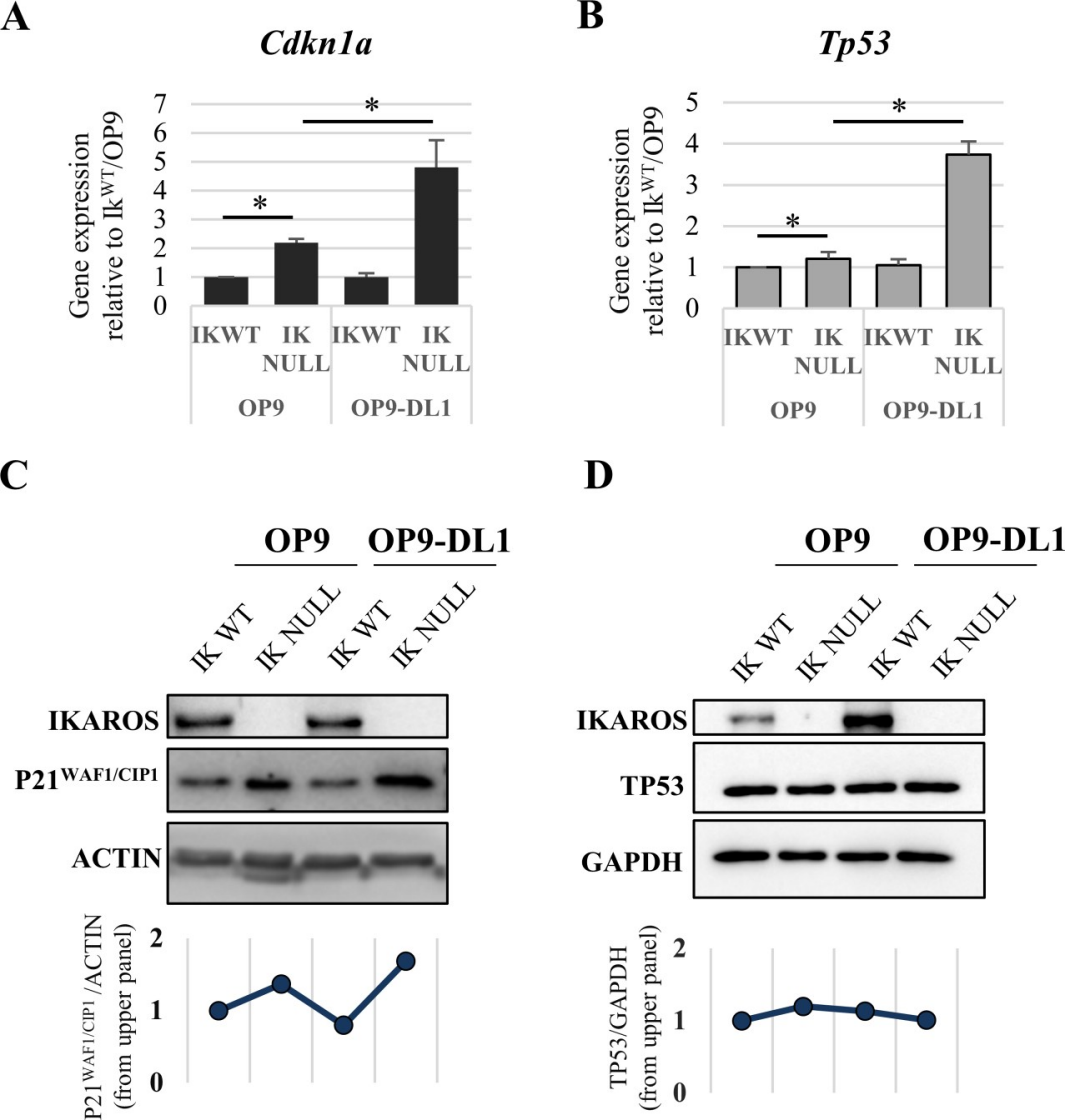
*Cdkn1a* and *Tp53* gene and protein expression in Ik^WT^ and Ik^Null^ Ter119^+^ cells upon NOTCH induction. (A, B) Gene expression; the relative expression levels of *Cdkn1a* and *Tp53* genes in Ik^WT^ and Ik^Null^ Ter119^+^ cells before (OP9 co-culture) or after (OP9-DL1 co-culture) NOTCH induction, were measured by qRT-PCR, calculated according to the Pfaffl equation using *Hprt* as internal control and normalized to Ik^WT^/OP9; *y* axis: relative RNA enrichment levels, ratios are represented by bars and are plotted as the mean ± Standard Deviation (SD) of the measurements; data shown are the results of five independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test. (C, D) Western blot analysis of IKAROS (65 KDa), P21^WAF1/CIP1^ (21 KDa), TP53 (53 KDa) and ACTIN (42 KDa) or GAPDH (38 KDa) [used as loading controls] expression in Ik^WT^ and Ik^Null^ Ter119^+^ cells before (OP9 co-culture) or after (OP9-DL1 co-culture) NOTCH induction; dot graphs: relative quantification of P21^WAF1/CIP1^ (panel C; also refer to S5 Fig) or TP53 (panel D) proteins relative to ACTIN or GAPDH, respectively.

IKAROS can influence transcriptional activation and elongation at selected target genes [17,36,60]. Hence, we employed ChIP assays to analyze the role of IKAROS for transcription control of *Cdkn1a* and *Tp53* genes, by studying the distribution of histone post-translational modifications. IKAROS synergizes with the PRC2 enzyme EZH2 [13,14] and with the transcription elongation licensing factor P-TEFb [18,61]. Thus, H3K27me3 (deposited by EZH2) as well as H3K4me3 and H3K79me2, which are typical marks of productive elongation [62], were studied to define the role of IKAROS as transcriptional repressor and/or activator. In Ik^WT^/OP9 and Ik^WT^/OP9-DL1 cells, *Cdkn1a* TSS and ORF are marked with H3K4me3, H3K79me2 and H3K27me3 (Figs 5A and S6A). This chromatin state closely resembles bivalent chromatin of hematopoietic stem/progenitor cells harboring H3K4me3 and H3K27me3 [63] and marking genes poised or primed for rapid transcriptional activation [64]. *Cdkn1a* overexpression (Fig 4A), higher H3K79me2 and lower H3K27me3 levels at *Cdkn1a* regulatory regions in Ik^Null^/OP9 and Ik^Null^/OP9-DL1 cells, suggest that IKAROS is required for the bivalent organization of the chromatin and the poised state of this gene (Fig 5A). To test whether IKAROS could be required for the establishment of a bivalent chromatin characterized by the simultaneous co-occupancy of H3K4me3 and H3K27me3 to the *Cdkn1a* TSS, sequential ChIP (re-ChIP) [65] assays were carried out. The results obtained indicate that these histone post-translational modifications are simultaneously enriched at *Cdkn1a* TSS (S6B Fig), hence suggesting that IKAROS favors bivalent chromatin organization of the *Cdkn1a* gene prior to its induction by NOTCH. Finally, the peak of H3K79me2 levels at *Cdkn1a* TSS and ORF in Ik^Null^/OP9-DL1 cells (Fig 5A), strengthened the additive effect imposed by IKAROS ablation and NOTCH induction.

**Fig 5:**
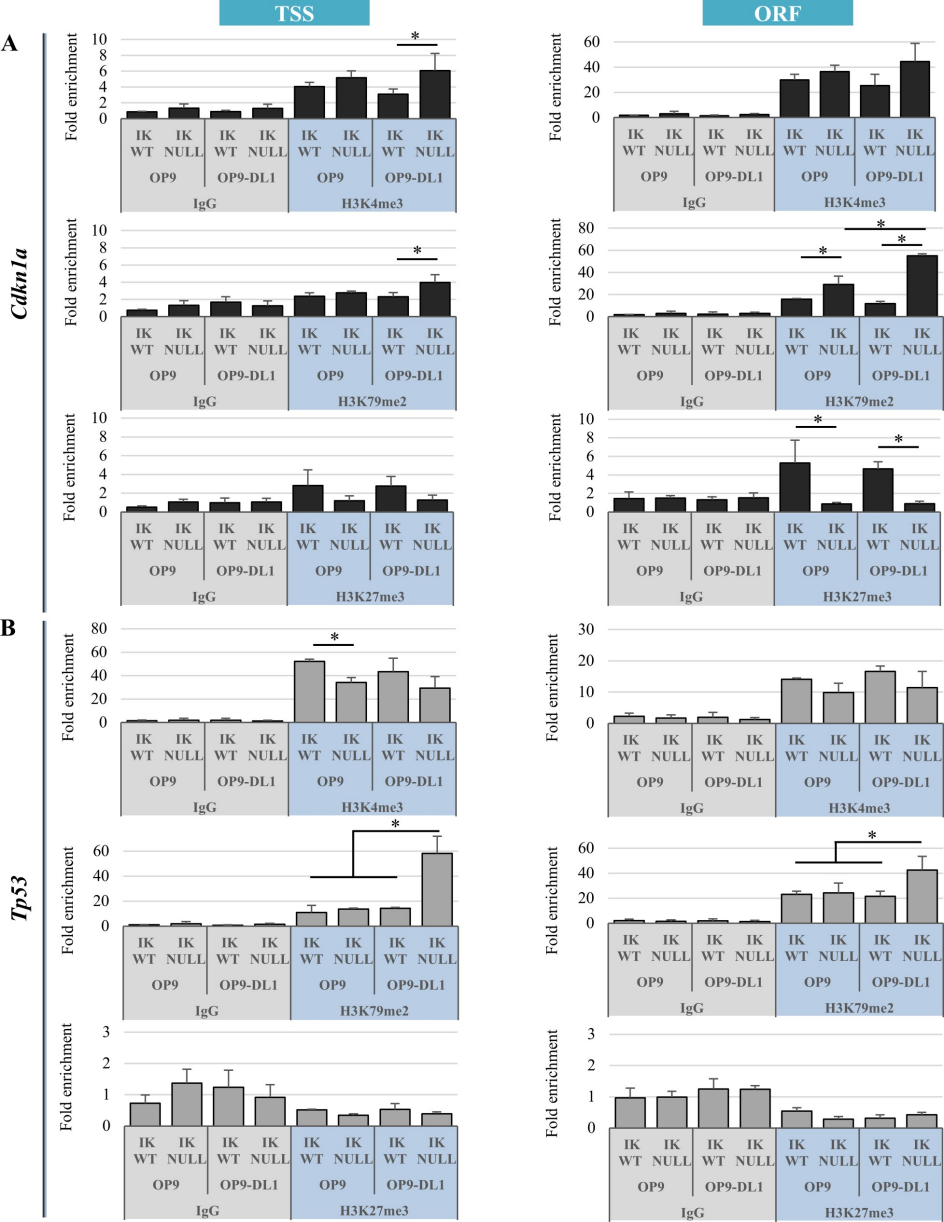
Histone post-translational modifications at *Cdkn1a* and *Tp53* genes in Ik^WT^ and Ik^Null^ Ter119^+^ cells upon NOTCH induction. (A, B) ChIP assays with H3K4me3, H3K79me2, H3K27me3 antibodies (blue) or isotype-matched IgG (grey) were conducted in Ik^WT^ or Ik^Null^ Ter119^+^ cells co-cultured with OP9 or OP9-DL1 cells; immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Cdkn1a* (A) or *Tp53* (B) TSS region and ORF; qPCR analysis of the minor satellite repeat control region is presented in S6A Fig; *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± Standard Deviation of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test.

In Ik^WT^ cells, chromatin at *Tp53* contains H3K4me3 and H3K79me2 but not H3K27me3 marks (Fig 5B). The latter suggests that IKAROS does not contribute to PRC2 recruitment, bivalent chromatin organization (S6B Fig) or repression of this gene. Indeed, *Tp53* is transcriptionally active in erythroid cells and we have shown that conjoint IKAROS deletion and NOTCH induction lead to *Tp53* overexpression (Fig 4B). Thus, IKAROS may not trigger *Tp53* repression, but the increase of H3K79 methylation and the ‘additive effect’ observed in Ik^Null^/OP9-DL1 suggest that, by controlling H3K79me2 levels, IKAROS prevents the NOTCH-dependent induction of *Tp53* transcriptional overexpression, which is likely linked to a variation in the control of transcriptional elongation.

To further investigate the importance of H3K79me2 deposition for occurrence of the additive effect, the cells were treated with EPZ004777, a known inhibitor of DOT1L (inhDOT1L), which is the unique methyltransferase capable of H3K79 methylation in mammalian cells [62]. The erythroid model cell line G1E-ER4 was used to define the lowest concentration of EPZ004777 (3μM) capable to decrease DOT1L activity and hence, H3K79me2 deposition (S7A Fig). G1E-ER4 are ES-derived pro-erythroblast GATA-1^null^ cells expressing an inducible GATA-1-estrogen receptor (GATA-1-ER) fusion protein, which accumulates in the nucleus upon Tamoxifen induction and allows differentiation into erythroid cells [66–68]. Treatment with 3μM EPZ004777 severely reduced the cellular levels (S7B Fig) as well as the deposition of H3K79me2 to *Cdkn1a* and *Tp53* TSS region (S7C Fig) in erythroid Ik^WT^ and Ik^Null^ Ter119^+^ cells co-cultured with OP9-DL1. The inhibition of DOT1L disrupts the additive effect imposed by IKAROS deletion and NOTCH induction on *Tp53* but does not significantly change the additive effect detected at *Cdkn1a* (S7D Fig *vs* Fig 4A). This suggests that DOT1L activity is requested for *Tp53* overexpression imposed by the additive effect of IKAROS deletion and NOTCH induction. Currently, it is unclear why DOT1L inhibition and H3K79 methylation reduction do not correlate with a lower expression levels of *Cdkn1a* and *Tp53* in the absence of NOTCH induction. However, it is known that a direct link between H3K79 methylation and expression levels is not common to all genes [69] and, herein, it might be influenced by specific regulatory mechanisms occurring when IKAROS-CHD4 *vs* NICD or BRG1 complexes are alternatively recruited to these genes.

### Disruption of IKAROS-dependent recruitment of the CHD4/NuRD complex leads to the abnormal expression of NOTCH target genes

The implication of chromatin remodeling activities for the ‘additive’ and ‘desensitize’ effects of IKAROS depletion and NOTCH induction was also explored. IKAROS can interact with NuRD and BAF subunits in lymphoid and erythroid cells thereby, controlling gene expression [19,23,70–72]. Interestingly, NICD was also reported to interact with NuRD and PBAF [8]. Therefore, we assessed the recruitment of the remodeling ATPases CHD4 and BRG1, respectively included in NuRD and P/BAF (BAF or PBAF) complex, to genes characterized by the ‘additive’ (*Cdkn1a* and *Tp53*) or ‘desensitize’ (*Prdm16* and *Nrarp*, as described below; S2 File) effect in erythroid cells.

As expected, CHD4 of the NuRD complex, was recruited to *Cdkn1a* and *Tp53* TSS and ORF in Ik^WT^/OP9 and Ik^WT^/OP9-DL1 cells. CHD4 recruitment to these genes was IKAROS-dependent and higher in Ik^WT^/OP9-DL1 than Ik^WT^/OP9 cells (Fig 6A and 6C), suggesting that it is facilitated by conjoint NICD binding to these genes (Fig 3C–3E). Conversely, the BAF component BRG1 was more efficiently recruited to *Cdkn1a* and *Tp53* regions in Ik^Null^/OP9-DL1 cells (Fig 6B and 6D). Thus, the ‘additive effect’ observed upon IKAROS ablation and NOTCH induction might be due to lower CHD4/NuRD and higher BRG1-P/BAF recruitment to chromatin.

**Fig 6:**
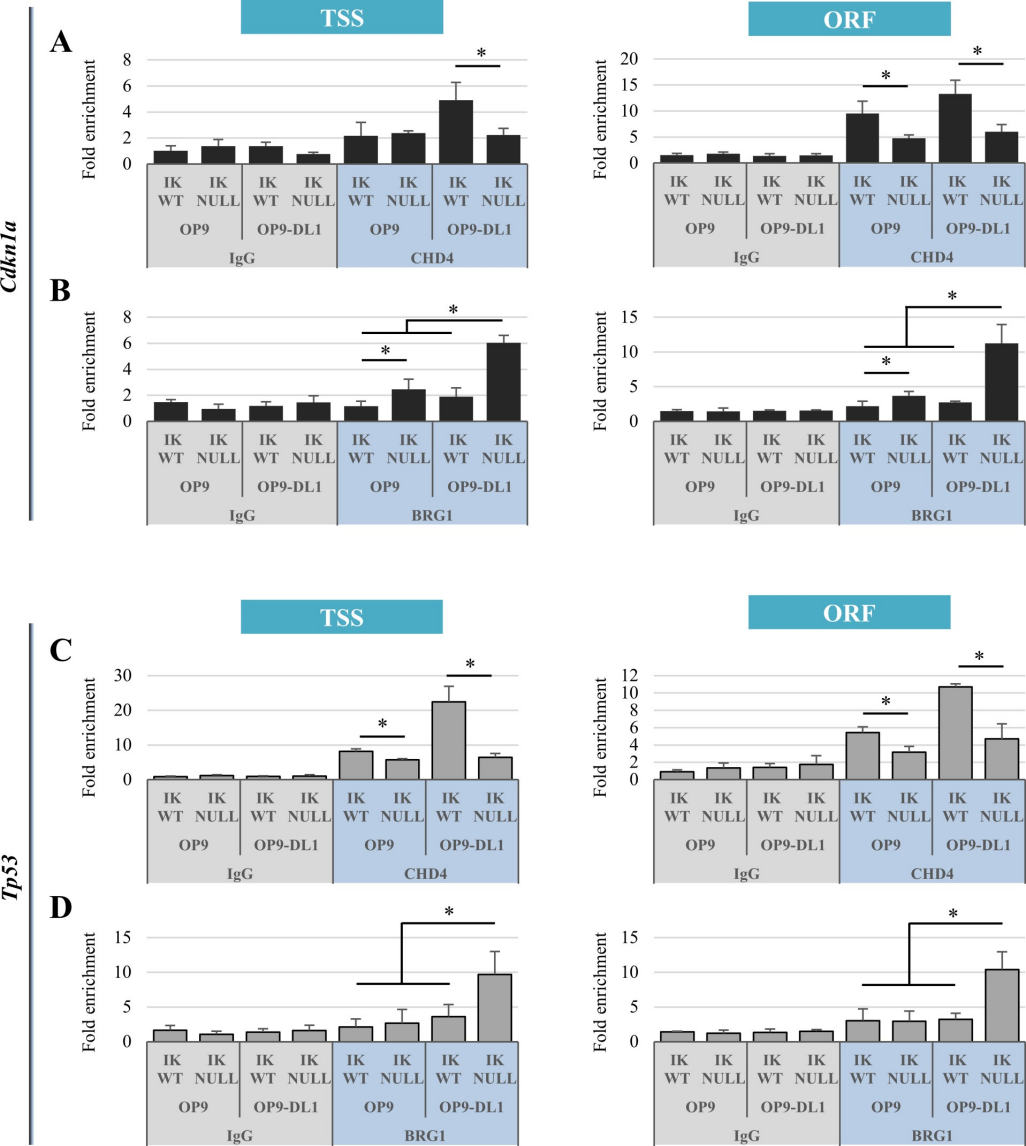
BRG1 and CHD4 recruitment to *Cdkn1a* and *Tp53* genes in Ik^WT^ and Ik^Null^ Ter119^+^ cells upon NOTCH induction. (A-D) ChIP assays with CHD4, BRG1 antibodies (blue) or isotype-matched IgG (grey) were conducted in Ik^WT^ or Ik^Null^ Ter119^+^ cells co-cultured with OP9 or OP9-DL1 cells; immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Cdkn1a* (A, B) or *Tp53* (C, D) TSS and ORF; *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± Standard Deviation of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test.

Next, we assessed the recruitment of IKAROS, CHD4 and BRG1 to genes characterized by the ‘desensitize effect’, whereby IKAROS deletion impairs the NOTCH-associated gene activation. *Prdm16* and *Nrarp* genes were selected for this analysis. PRDM16 is an important factor involved in the homeostasis of hematopoietic stem/progenitor cells [73]. It has been identified as a fusion partner in AML [74,75] and its oncogenic behavior seems to be highly dependent of its N-terminal PR-domain [76]. NRARP is a negative feedback regulator of the NOTCH pathway [77]. It also behaves as an oncogene, being overexpressed in breast, liver, thyroid and non-small cell lung cancers [78–81] and in several T-ALL and CLL cell lines upon NOTCH induction [82,83]. Interestingly, IKAROS and NICD can associate with *Nrarp* and *Prdm16* TSS (S8A and S4B Figs). RNA-seq analysis revealed that *Nrarp* and *Prdm16* belong to the group of genes whose expression upon NOTCH induction is affected by IKAROS deletion (Fig 7A). 

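Nrarp, a feedback inhibitor of NOTCH, and Prdm16, a transcription factor of stem cell maintenance and brown fat, were lower in Ik Null/OP9-DL1 than in Ik WT/OP9-DL1 cells. Nrarp (chromosome 2, 25180758 to 25183339) had 45.9 ± 11.0 normalized counts in Ik WT/OP9, 95.0 ± 23.5 in Ik WT/OP9-DL1, 35.6 ± 6.6 in Ik Null/OP9 and 47.9 ± 8.60 in Ik Null/OP9-DL1 cells (SD, n = 3). Its log2 fold change for genotype on OP9-DL1 was -0.96 ± 0.29 (limma adjusted p = 0.043), and it was not called with the replicate number as a block (adjusted p = 0.0633 from limma) or by edgeR on the 10 libraries with recovered reads (adjusted p = 0.062). Prdm16 (chromosome 4, 154316125 to 154636873) had 12.7 ± 8.20, 49.5 ± 30.7, 3.86 ± 3.79 and 6.62 ± 1.01 in the same order, and fell on OP9-DL1 by 2.56 ± 0.77 (limma adjusted p = 0.0434). On OP9, the genotype difference was -0.35 ± 0.29 for Nrarp and -1.77 ± 0.77 for Prdm16 (adjusted p = 0.442 and 0.157 from limma, and 0.0375 for Prdm16 with the block). From OP9 to OP9-DL1 in Ik WT cells, Nrarp had a log2 fold change of 1.03 ± 0.29 (limma adjusted p = 1, and 0.0403 with the culture as a block) and Prdm16 had 1.90 ± 0.77 (adjusted p = 1, and 0.082 with the block). By culture, the difference was 0.69, 1.65 and 0.74 for Nrarp in Ik WT and 0.15, 0.10 and 1.00 in Ik Null cells. For Prdm16 it was 1.94, 1.65 and 2.11 in Ik WT and 3.14, -0.28 and 0.49 in Ik Null cells. Neither gene passed the interaction, at -0.61 ± 0.41 for Nrarp and -0.79 ± 1.09 for Prdm16 (adjusted p = 1 from limma).

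**Figure D5:**
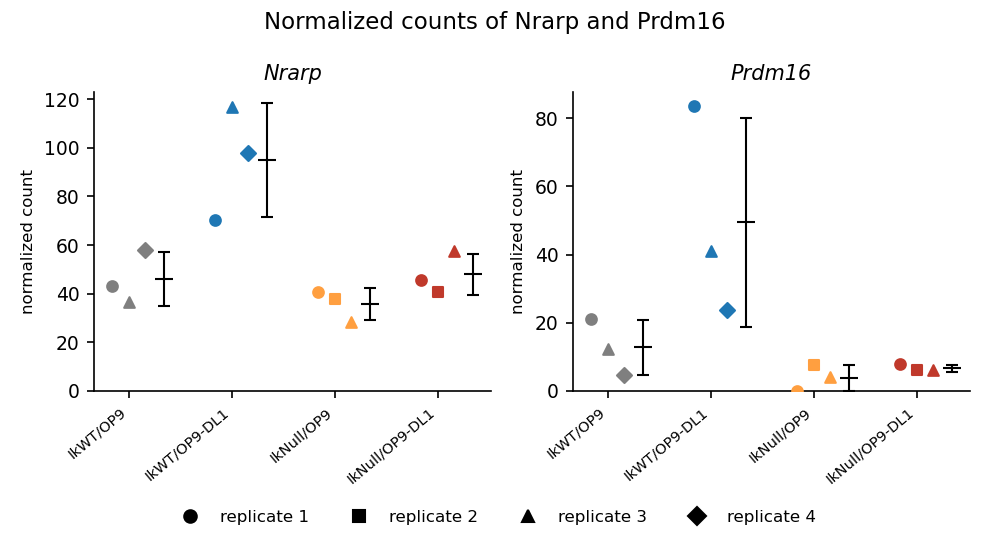
Normalized counts of Nrarp and Prdm16 in each library of the 4 groups. Points are libraries (3 per group), symbols mark the replicate number, and bars show mean ± SD.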

ChIP assays with CHD4 and BRG1 antibodies demonstrated that CHD4 is recruited to *Nrarp* and *Prdm16* TSS, and that this binding is enhanced in Ik^WT^ cells upon NOTCH pathway activation (Ik^WT^/OP9-DL1; Fig 7B), whereas BRG1 recruitment is higher in IKAROS-deleted and NOTCH-activated cells (Ik^Null^/OP9-DL1; Fig 7C). These results suggest that CHD4 and BRG1 are needed to enhance *Prdm16* and *Nrarp* gene expression upon NOTCH induction in Ik^WT^ cells, but that in Ik^Null^ cells, the absence of IKAROS prevents CHD4 recruitment to these genes and their expression upon NOTCH induction. The recruitment of IKAROS-CHD4 to *Prdm16* and *Nrarp* TSS in Ik^WT^ Ter119^+^ cells (Figs S8A and 7B) suggests that IKAROS and CHD4 are required to organize chromatin at regulatory regions for rapid transcriptional activation. Bivalent chromatin characterized by H3K4me3 and H3K27me3 marks, is associated to poised transcription and thereby, rapid transcriptional activation [64]. ChIP assays showed H3K4me3 and H3K27me3 enrichment at *Prdm16* and *Nrarp* chromatin, and significant reduction of H3K4me3 (but not H3K27me3) levels in Ik^Null^/OP9 as well as Ik^Null^/OP9-DL1 cells (S8B Fig). Furthermore, sequential ChIP analysis indicates that IKAROS is important for the organization of bivalent chromatin characterized by the co-occupancy of H3K4me3 and H3K27me3 to the TSS region of these desensitized genes (S8C Fig).

**Fig 7:**
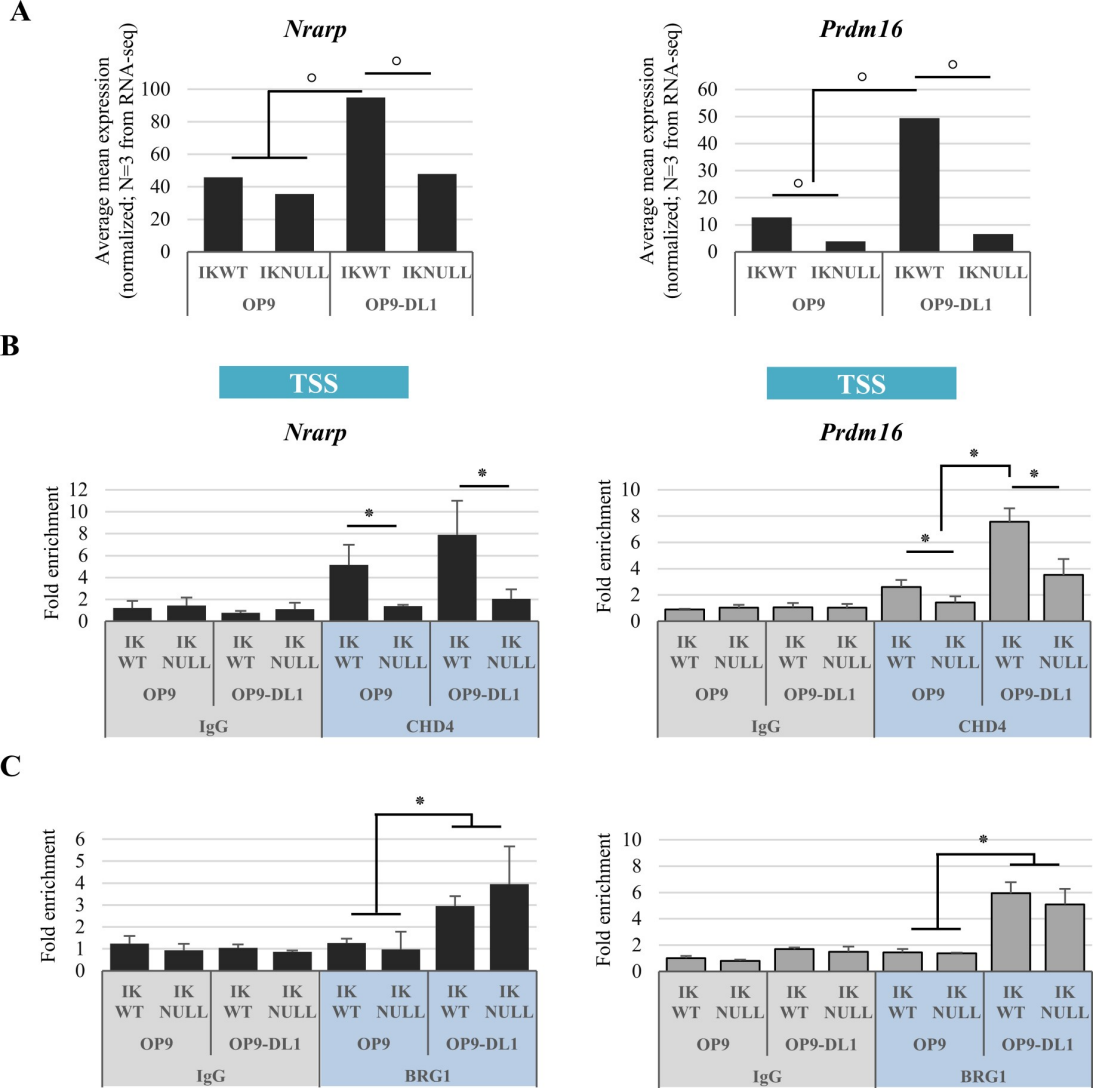
Characterization of *Nrarp* and *Prdm16* genes in Ik^WT^ and Ik^Null^ Ter119^+^ cells upon NOTCH induction. (A) Gene expression; the relative expression levels of *Nrarp* and *Prdm16* genes in Ik^WT^ and Ik^Null^ mouse fetal liver Ter119^+^ cells before (OP9 co-culture) or after (OP9-DL1 co-culture) NOTCH induction, as defined by RNA-sequencing analysis; *y*-axis: fold enrichment levels are represented by bars (average mean expression normalized; from the RNA-seq results; N = 3); (B, C) ChIP assays with CHD4, BRG1 antibodies (blue) or isotype-matched IgG (grey) were conducted in Ik^WT^ or Ik^Null^ Ter119^+^ cells co-cultured with OP9 or OP9-DL1 cells; immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Nrarp* or *Prdm16* TSS; *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± Standard Deviation of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments; °: *p* ≤ 0.05 by Student’s *t*-test.

Thus, based on our results we propose that, at genes characterized by the desensitize effect, IKAROS favours the organization of a poised transcription structure marked by bivalent chromatin and thereby, promotes rapid transcriptional activation upon NOTCH signaling.

### IKAROS influences NOTCH targets genes in hematopoietic progenitors and in erythroid cells

Bivalent chromatin and priming of transcriptional activation can be set in hematopoietic stem/progenitor cells (HS/PC) and maintained during cellular differentiation [84–89]. IKAROS is expressed and is an important regulator of genes in HS/PC [37,41]. Accordingly, we observed that IKAROS controls *Cdkn1a* and *Prdm16* gene expression in fetal liver-derived hematopoietic progenitor (lin^-^) cells (S9A Fig). Thus, we tested whether the additive and desensitize effects observed in the Ik^Null^ erythroid cells originate from the absence of IKAROS in HS/PC or can be triggered by the ablation of IKAROS at later stages of erythroid differentiation. To address this issue, non-target siRNA (Ik^NT^: expressing IKAROS at wild type level) or IKAROS knock-down (Ik^KD^) e14.5 fetal liver erythroid cells were co-cultured for 48h on OP9 or OP9-DL1 cells. Less than 40% of *Ikaros* mRNA remains in the Ik^KD^/OP9 or Ik^KD^/OP9-DL1 *vs* Ik^NT^/OP9 or Ik^NT^/OP9-DL1 cells (S9B Fig). Next, we performed a comparative analysis of the expression levels of *Cdkn1a*, *Tp53*, *Nrarp* and *Prdm16* genes in Ik^KD^/OP9 or Ik^KD^/OP9-DL1 *vs* Ik^NT^/OP9 or Ik^NT^/OP9-DL1 cells. The results obtained indicate that, as observed in erythroid cells derived from Ik^Null^ mice, IKAROS knock-down induced by siRNA transfection in erythroid cells favors the additive (*Cdkn1a* and *Tp53* genes) or the desensitize (*Nrarp* and *Prdm16* genes) effect upon NOTCH induction (S9C Fig).

To confirm that the NOTCH induction worked as expected in the siRNA ‘nucleofected’ erythroid cells, the expression levels of *Cxcl1* and *Mmp23*, two gene responding to NOTCH pathway induction but not to variation of IKAROS expression levels (RNA-seq analysis; GEO accession ID: GSE122951), were investigated. The expression of these two genes does not vary between Ik^NT^ (wild type IKAROS expression levels) and IKAROS knock-down cells, and their overexpression solely depends on NOTCH induction upon OP9-DL1 co-culture (S9D and S9E Fig).

Together, these results suggest that IKAROS provides the adequate regulation of NOTCH target genes in hematopoietic progenitor as well erythroid cells.

### IKAROS is required to prevent the overexpression of P21^WAF1/CIP1^ upon DNA damage induction

Having established the role of IKAROS as regulator of *Tp53* and *Cdkn1a* genes, we then questioned the biological relevance of such regulation upon induction of DNA damage signaling that induces TP53 and P21^WAF1/CIP1^ activation [90]. The levels of IKAROS, TP53 and P21^WAF1/CIP1^ were analyzed in Ik^WT^ and Ik^Null^ Ter119^+^ cells co-cultured with OP9 or OP9-DL1 cells exposed to ionizing radiation (IR; 3.5 Gy). P21^WAF1/CIP1^ levels increased in IKAROS depleted cells whether or not exposed to IR, although IR exposure and NOTCH signaling induced the highest protein levels (Figs 3B and 8A). To address the importance of TP53 for IKAROS-induced P21^WAF1/CIP1^ overexpression, we knocked down *Tp53* or *Tp53* together with *Ikaros* in the erythroid model cell line G1E-ER4 (Fig 8B and 8C). As in Ik^Null^ Ter119^+^ cells, *Ikaros* knock-down in G1E-ER4 cells results in overexpression of P21^WAF1/CIP1^, particularly upon cell irradiation (Fig 8C). Though to a lesser extent, *Tp53* and *Ikaros* double knock-down induced P21^WAF1/CIP1^ overexpression, when compared with *Tp53* knock-down only. Thus, TP53 is required for maximal P21^WAF1/CIP1^ overexpression after irradiation, but IKAROS has an effect by itself on P21^WAF1/CIP1^ regulation in TP53 depleted cells (Fig 8C). To assess the potential clinical importance of IKAROS for P21^WAF1/CIP1^ expression, we tested the effect of lenalidomide on P21^WAF1/CIP1^ levels. Lenalidomide is a thalidomide homologue that promotes ubiquitination and proteasomal degradation of IKAROS as well as other IKZF family members [91,92], and is used for the treatment of patients with myelodysplastic syndrome or multiple myeloma [93,94]. As presented in Fig 8D, lenalidomide treatment of our erythroid cell models (G1E-ER4 and erythroid cells) led to IKAROS depletion and P21^WAF1/CIP1^ overexpression, suggesting that the induction of apoptosis imposed by lenalidomide treatment of hematopoietic cells [81] is likely related to the regulation of *Cdkn1a*/P21^WAF1/CIP1^ forced by IKAROS.

**Fig 8:**
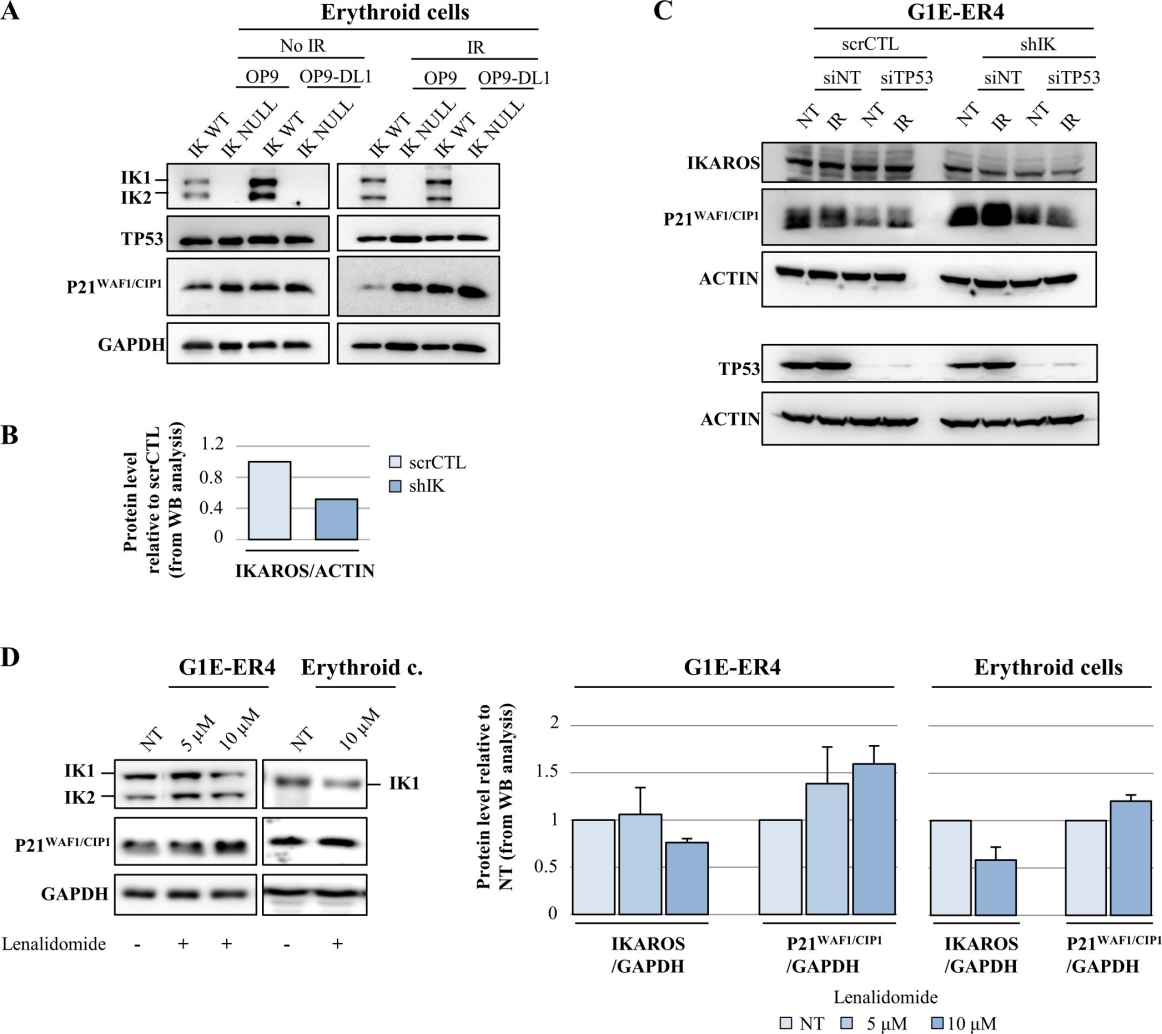
IKAROS is required to prevent the overexpression of P21^WAF1/CIP1^ upon DNA damage induction. Western blot analyses of IKAROS, TP53, P21^WAF1/CIP1^ and GAPDH or ACTIN (loading controls) expression in total cell lysates. All experiments were performed in triplicate and representative results are shown in panels A-D. (A) Ik^WT^ or Ik^Null^ Ter119^+^ cells were harvested after 48h of co-culture with OP9 or OP9-DL1 cells, irradiated (3.5 Gy) and collected 3h post-irradiation. (B) Protein expression; the relative expression levels of IKAROS in G1E-ER4 cells stably transfected with either scrCTL (non-target control) or shIK (IKAROS shRNA), were obtained by dividing the densitometric values (calculated using the Multi Gauge V3.0 software; right panel) of IKAROS bands by the values of ACTIN bands (IK/ACTIN ratios); *y* axis: IKAROS/ACTIN protein level in shIK relative to scrCTL. (C) G1E-ER4 cells transfected either with scrCTL (non-target control) or shIK (IKAROS shRNA); stable clones were transiently transfected with either siNT (control) or siTP53 and irradiated (3.5 Gy); cells were collected 3h post-irradiation. (D) G1E-ER4 or erythroid cells were treated with 5 μM or 10 μM lenalidomide; cells were collected 24h after the treatment; the relative expression levels were obtained dividing the densitometric values (calculated using the Multi Gauge V3.0 software) of IKAROS bands by the values of GAPDH bands (IK/GAPDH ratios) or P21^WAF1/CIP1^ bands by the value of GAPDH bands (P21^WAF1/CIP1^/GAPDH ratios); relative expression levels are represented by bars and plotted as the mean ± Standard Deviation of the measurements (right panel); *: p ≤ 0.05 by Student’s t-test; IK1: IKAROS splicing isoform 1; IK2: IKAROS splicing isoform 2.

Thus, IKAROS regulation of *Cdkn1a*/P21^WAF1/CIP1^ (i) can occur in association with TP53 or be mediated by IKAROS alone; (ii) is important upon NOTCH induction but is also highly relevant to control *Cdkn1a* induction upon genotoxic insults, *e*.*g*., IR exposure.

## Discussion

The IKAROS-mediated repression of NOTCH target genes is critical at early stages of lymphopoiesis. In here, we demonstrate that IKAROS, not only represses NOTCH target genes in the absence of NOTCH signaling, it can also restrain their activation upon NOTCH induction. This phenomenon was termed the ‘additive effect’ since the absence of IKAROS added to NOTCH induction results in the atypical overexpression of these genes. Our study also revealed the existence of another group of NOTCH target genes, which require IKAROS for transcriptional activation upon NOTCH signaling. These genes, which are not responsive to NOTCH induction in IKAROS depleted cells, are characterized by what we named the ‘desensitize effect’. To both groups of genes IKAROS is required for efficient recruitment of the remodeling ATPase CHD4 and bivalent chromatin organization associated with priming of transcriptional activation. Thus, IKAROS controls NOTCH target gene expression and promotes an adequate response to stress imposed by NOTCH induction or genotoxic insults.

### IKAROS influences the recruitment of chromatin remodelers to NOTCH target genes

Gene expression is precisely regulated to maintain cell functions, specificity, and viability. Cellular stress, imposed by modification of cell homeostasis, infection, or genotoxic agents, activates intracellular signaling pathways including NOTCH, and provides the adequate response to protect the cell. Nonetheless, uncontrolled activation of NOTCH target genes, especially oncogenes, can disrupt cell functions and favor carcinogenesis. IKAROS is known to downregulate or silence many NOTCH target genes. It then prevents their activation in the absence of signaling. Moreover, the additive effect described in here and detected at multiple NOTCH targets, indicates that IKAROS controls the extent of the activation/expression levels of these genes upon NOTCH induction. This view is supported by ChIP-seq data, which indicate that recruitment of IKAROS to multiple NOTCH target genes can be maintained upon NOTCH signaling and gene activation [7]. The mechanism(s) used by IKAROS to control the expression levels of NOTCH target genes upon signaling remains to be fully elucidated. Nonetheless, the fluctuation of CHD4 and BRG1 recruitment to the NOTCH target genes studied suggests that: (i) IKAROS largely controls recruitment of these chromatin remodelers; and (ii) the timely recruitment of both remodelers is required for gene-controlled activation and expression. Indeed, the overexpression imposed by the additive effect of IKAROS depletion and NOTCH signaling is linked to variations in the recruitment of chromatin remodeling activities to NOTCH target genes. According to this view, IKAROS and CHD4 are required to prevent atypical gene overexpression upon NOTCH induction by restraining BRG1 recruitment to genes characterized by the additive effect. However, to *Nrarp* and *Prdm16* genes, which are characterized by the desensitize effect, IKAROS and CHD4 recruitment precedes and is maintained upon BRG1 recruitment and gene activation. Then, the simultaneous presence of CHD4 and BRG1 is associated to full transcriptional activation upon NOTCH induction. Together with chromatin studies, these results reinforce the importance of IKAROS-mediated CHD4 activity for chromatin remodeling and promoter organization, which cannot be compensated by BRG1 recruitment. Hence, for both classes of genes, chromatin remodeling and transcriptional priming imposed by IKAROS and CHD4 are required for the physiological transcriptional activation of target genes upon induction of the NOTCH pathway.

The proximity between the nucleosome remodeling ATPases CHD4 and BRG1, which are best described as components of the NuRD and P/BAF complexes, has been demonstrated in osteosarcoma and hematopoietic cells [95,96]. Furthermore, genome wide analysis of CHD4 and BRG1 chromatin binding suggests their potential co-recruitment to genes repressed in embryonic stem cells [97–99]. However, in other cells, their sequential recruitment is required for the timely regulation of multiple genes [100]. For instance, the epithelial-mesenchymal transition in oral cancer cells is regulated by the sequential recruitment of these remodeling complexes to common genes, which facilitates the switching of their transcriptional state [101]. Similar to what we observed at *Cdkn1a* and *Tp53* genes (Fig 6), NuRD was reported to antagonize recruitment and activation of the BAF complex [101]. The opposing activities of CHD4/NuRD and BRG1/BAF could therefore contribute to fine-tune gene expression in response to external signals [97,102]. However, the co-recruitment of CHD4 and BRG1 to genes displaying the desensitize effect does not corroborate with these observations whereby CHD4/NuRD acts as a transcriptional repressor and prevents the recruitment/activity of BRG1/BAF. The proximity and co-localization of these remodelers to transcriptionally active genes rather suggest that they might exert complementary actions to regulate gene expression. The cooperation between remodelers is required for proper chromatin organization and is best described during DNA repair (reviewed in [103]). Different remodelers including CHD4, BRG1 and SNF2H are recruited to DNA double strand breaks (DSBs) and participate to DSB detection and repair by homologous recombination. The joint recruitment of remodelers has also been described to transcriptionally active genes, such as *hsp70* gene in *Drosophila* whereby the SWI/SNF complex and an ISWI-related complex are simultaneously located at the active promoter [104]. The complementary activity of remodelers can indeed be required for recruitment of different transcription factors or to control specific steps of transcription including poised organization, transcriptional initiation, elongation and/or termination [105–107].

### IKAROS establishes bivalent chromatin and poised transcription of NOTCH target genes

Histone post-translational modifications were tested to define the mechanism(s) used by IKAROS to influence the chromatin organization and regulation of the NOTCH target genes of both above-mentioned groups. With the exception of the transcriptionally active *Tp53* gene, *Cdkn1a*, *Nrarp* and *Prdm16* genes were characterized by H3K4me3 and H3K27me3, which are histone post-translational modifications that usually characterize bivalent chromatin and mark genes primed/poised for transcriptional activation [64]. According to the canonical model, NOTCH activation leads to NICD translocation to the nucleus where the binding to NOTCH target genes is dynamic and frequently influenced by IKAROS [7,11,13,14,108]. In the absence of IKAROS, NOTCH activation *per se* associates with increased H3K79me2 levels at *Cdkn1a* and *Tp53* TSS and ORF. However, NOTCH activation does not perturb the levels of H3K4me3 or H3K27me3 marks, which require the additional effect of IKAROS deletion to significantly change. According with this observation, *Cdkn1a* and *Tp53* gene expression increases upon NOTCH pathway activation, although their overexpression is more important in cells that also lack IKAROS protein. Of note, sequential ChIP analyses demonstrate the importance of IKAROS for the establishment of bivalent chromatin domains characterized by the co-occupancy of H3K4me3 and H3K27me3 to *Cdkn1a*, *Nrarp* and *Prdm16* genes, prior to their activation upon NOTCH induction. Previous reports suggested that IKAROS could be associated to bivalent chromatin at the *CD8* locus in CD8^-^/CD4^-^ double negative thymocytes, hence before transcriptional activation of the *CD8* gene [109]. IKAROS then remains associated with chromatin during thymocyte differentiation to CD8^+^/CD4^+^ double positive stage, when *CD8* is transcriptionally activated. Furthermore, Ding et al. [110] proposed that IKAROS can have a pioneering activity by favoring chromatin organization granting accessibility of other regulators to enhancers and gene promoters during lymphoid cell differentiation. Whether IKAROS could influence the timely recruitment of CHD4 and BRG1 to these genes remains unclear.

Unlike the other NOTCH target genes that we have characterized, *Tp53* has a transcriptional activity that is further enhanced by NOTCH induction. The overexpression of *Tp53* related to the additive effect is characterized by an increase of H3K79 methylation, which is associated with productive transcriptional elongation [69,111,112]. H3K79 methylation is mediated by DOT1L, a methyltransferase important for transcription elongation [113]. The importance of DOT1L for the additive effect was demonstrated upon treatment with the DOT1L inhibitor EPZ004777. DOT1L inhibition affects *Tp53* and also *Cdkn1a* overexpression in NOTCH-activated cells whereby IKAROS had been deleted, thus suggesting that IKAROS can restrain DOT1L activity and productive transcription elongation of these genes. In support of this finding, it has been shown that DOT1L activity can correlate with high-level gene expression and the DOT1L yeast homolog, Dot1, genetically and physically interacts with PAF1, a potent regulator of transcription elongation [113]. How IKAROS can provide a rate limiting DOT1L activity to NOTCH targets is presently unknown, but could be related to the composition of the Pol II transcriptional elongation complex or to the chromatin organization at transcribed region of target genes. Indeed, IKAROS modulation of CHD4/NuRD and BRG1/BAF recruitment to chromatin could be pivotal since in addition to their well described function in regulating gene activation and repression, both remodeling complexes are reported to directly influence transcriptional elongation [17,23,104,114]. In fact, the CHD4/NuRD complex can interact with P-TEFb, which enhances the release of promoter-proximal paused Pol II [18,23] and BRG1/BAF, which promotes chromatin remodeling associated with Pol II transcription elongation of the HSF1 target gene *Hsp70* in mammalian fibroblasts [104,114].

In summary, our results support a model whereby the IKAROS-CHD4 association does not account for individual gene activation or repression, but rather assures appropriate chromatin conformation and poised transcriptional organization required for transcriptional activation upon NOTCH induction (Fig 9). Without the dominant contribution of IKAROS, chromatin ‘pre-setting’ either before NOTCH induction or genotoxic insults, will be abnormal and most likely influenced by other regulatory elements that can: (i) promote BRG1 recruitment and atypical overexpression (additive effect); or (ii) preclude BRG1 recruitment and transcriptional activation (desensitize effect) of the NOTCH target genes. At NOTCH target genes, IKAROS largely controls the timely recruitment of the chromatin remodelers CHD4 and BRG1, and thereby, gene activation/expression levels. The results presented here provide a new perspective on the critical role played by IKAROS to promote adequate and controlled cell response to stress, whether imposed by NOTCH induction or genotoxic insults.

**Fig 9:**
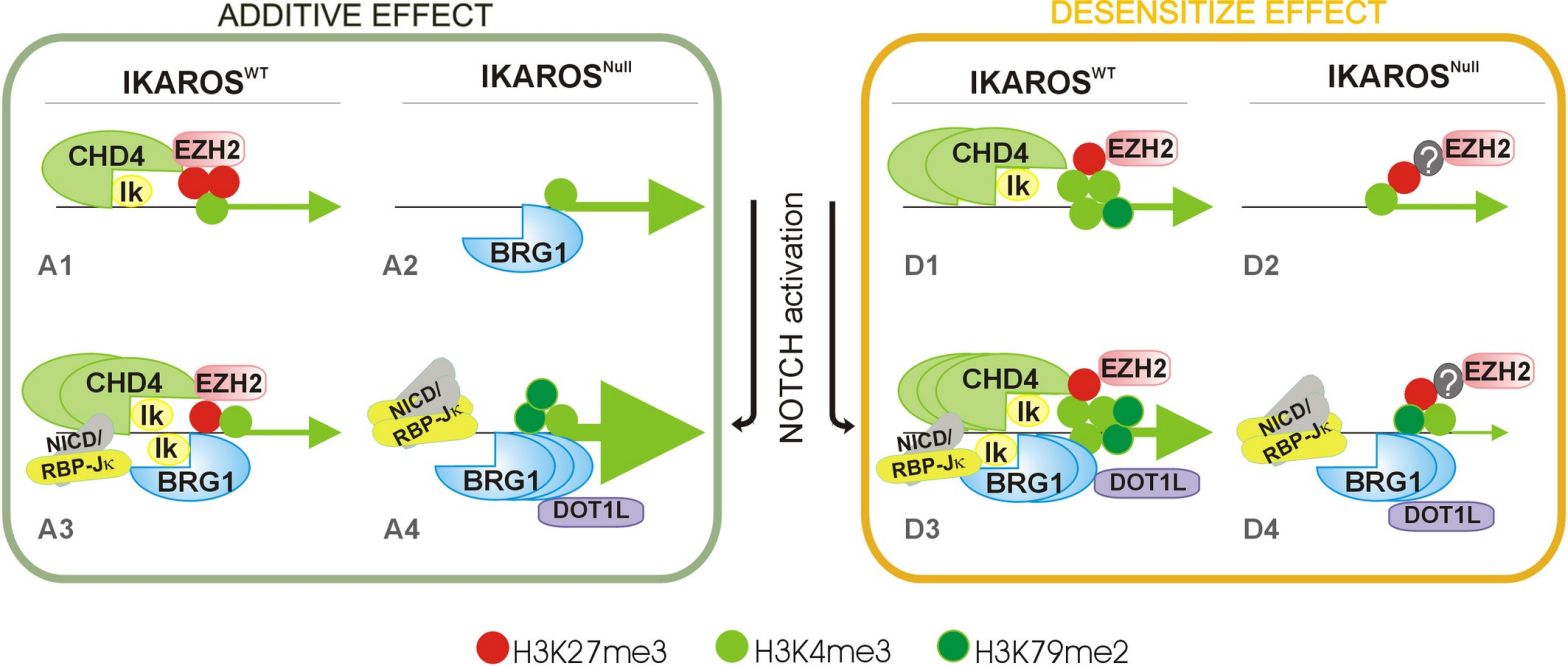
Proposed model of IKAROS measured response of NOTCH target genes upon NOTCH signaling in erythroid cells. This model summarizes the contribution of IKAROS in the regulation of NOTCH target genes. Two groups of genes were identified and investigated: genes overexpressed when IKAROS is absent and the NOTCH pathway is induced (‘additive effect’, left panel); and genes downregulated by the absence of IKAROS combined to the NOTCH pathway induction (‘desensitize effect’, right panel). Based on the results presented in here, IKAROS and NuRD are first and foremost required for priming and transcriptional poised chromatin organization of these genes. Both, additive as well as desensitize genes share common regulation when IKAROS is present and the NOTCH pathway is not induced (A1, D1). IKAROS then binds chromatin and establishes competence for CHD4/NuRD (CHD4) and EZH2/PRC2 (EZH2) recruitment. H3K27me3, which is produced by the methyltransferase EZH2, marks the chromatin of *Cdkn1a*, *Prdm16* and *Nrarp*, but not the chromatin of the transcriptionally active *Tp53* gene. Whether EZH2 is recruited or the H3K27me3 mark removed rapidly from this transcriptionally active gene, is not known. H3K4me3, which results from the activity of MLL/SETD1 methyltransferases, also characterizes the four target genes when IKAROS is present and the NOTCH pathway is not induced. Together, H3K27me3 with H3K4me3 typify bivalent chromatin associated to many primed genes and transcription poised organization. In the absence of IKAROS and/or induction of NOTCH (A2-A4 and D2-D4), the chromatin association of IKAROS and CHD4/NuRD can hinder efficient/optimal recruitment of BRG1/BAF and restrict transcriptional enhancement; the substantial recruitment of CHD4/NuRD to chromatin requires IKAROS but can be further enhanced upon NOTCH activation (NICD might also interact with NuRD [8]); the high expression or overexpression of additive and desensitize genes is associated with increasing H3K79me2, which is deposited by DOT1L and is associated to the transcriptional elongation machinery. The regulation of additive and desensitized gene differs in the ratio between the H3K27me3 and H3K4me3 that characterizes their chromatin upon NOTCH pathway induction and/or the absence of IKAROS. In summary, the regulation of these genes is similar in IKAROS expressing cells prior to NOTCH pathway induction. After NOTCH induction, the regulation of additive genes and desensitize genes diverge. Thus, we propose that IKAROS is a pioneer transcription factor granting chromatin organisation and competence for gene expression, which are critical for rapid and physiological transcription induction upon signaling. Grey line: gene TSS (transcriptional start site); Ik: IKAROS; green arrows: active transcription, which is proportional to the size of the arrow; orange filled dot; histone H3K27me3; light green filled dot histone H3K4me3; dark green filled dot: histone H3K79me2;?: unknown additional factors.

## Materials and methods

### Ethics statement

Animal experiments were conducted in accordance with the Canadian Council on Animal Care (CCAC) guidelines and approved by the Maisonneuve-Rosemont Hospital animal care committee (protocol number: 2015–15).

### Mouse line

The Ik^Null^ mouse model is characterized by the deletion of the last translated exon of the *Ikaros* (*Ikzf1*) gene, which results in protein instability and the absence of IKAROS protein in all tissues [30]. Heterozygous male and female were bred, embryonic day 14.5 (e14.5) homozygote Ik^WT^ (IKAROS wild-type) or Ik^Null^ embryos were harvested and fetal livers were isolated. Since at this developmental stage the fetal liver contains nearly exclusively (~80%) erythroid cells [115,116], e14.5 fetal liver-derived cells are referred to as erythroid cells throughout the paper. Animals were sacrificed by cervical dislocation. All mutant embryos were compared with wild type littermates, to reduce difference in genetic background or developmental stage. Fetal liver DNA was extracted with DNAzol reagent (ThermoFisher) and samples were genotyped by PCR as described [30]. Animal experiments were conducted in accordance with the Canadian Council on Animal Care (CCAC) guidelines and approved by the Maisonneuve-Rosemont Hospital animal care committee.

### RNA-sequencing and analysis

Ik^WT^ or Ik^Null^ e14.5 fetal liver cells were co-cultured for 48h on OP9 or OP9-DL1 stromal cell lines. Cells were then washed, resuspended in PBS-5% heat-inactivated FBS and Ter119^+^ cells were sorted by high-speed fluorescence-activated cell sorting (FACS). RNA from Ik^WT^/OP9, Ik^WT^/OP9-DL1, Ik^Null^/OP9 and Ik^Null^/OP9-DL1 Ter119^+^ cells was isolated by Trizol (ThermoFisher) extraction and purified with the RNeasy column kit (Qiagen) according to manufacturer instructions. RNA was further purified with mRNA enrichment with oligodT beads. The library was performed with the TruSeq RNA Sample Preparation kit (Illumina). Samples were sequenced on the HiSeq2000 Illumina sequencer following standard procedures. mRNA profiles were generated in biological triplicate, using Illumina cBot 2 System. The quality of the raw reads was assessed with FASTQC. Reports show no pool imbalance. After examining the quality of the raw reads, no trimming was deemed necessary. The reads were aligned to the GRCm38/mm10 genome with TopHat. The raw alignment counts were calculated with htseq-count. The RNA-seq results were normalized with the DESeq package [47]. Briefly, the read count was normalized by size factor that was calculated by median ratio of gene counts relative to geometric mean per gene. The log2 fold change is an estimate of the fold change between the conditions, based on the distribution of the reads. qRT-PCR validation was performed using specific primer sets in real-time PCR with SYBR Green.

### Cell culture

G1E-ER4 (GATA-1 knockout ES-derived pro-erythroblast cell line expressing an inducible GATA-1-ER protein) cells [66–68] were cultured in Iscove’s modified Dulbecco’s medium (IMDM; ThermoFisher) containing 13% fetal bovine serum (FBS; Sigma), 1.7% penicillin-streptomycin (Wisent), 1.8 U/ml erythropoietin (Eprex), 1.1 mM 1-thioglycerol (Sigma), and 0.5% conditioned medium from a Kit ligand-producing CHO cell line.

To produce IKAROS knock-down clones, G1E-ER4 cells were infected with MISSION pLKO.1-puro vector (Sigma) containing short hairpin RNA (shRNA) specific to *Ikaros* mRNA (shIK) or a nonspecific scrambled shRNA (scrCTL). Positive cells were selected with Puromycin (2 μg/ml). OP9-DL1 cells are murine bone marrow stromal OP9 cells engineered to express constitutively the NOTCH ligand DELTA-like 1 (DL1). These cells were used in a co-culture system to activate the NOTCH signaling in e14.5 mouse fetal liver erythroid cells. OP9 and OP9-DL1 cells were seeded in α-Minimum Essential Medium (α-MEM; ThermoFisher) for four days. Then, Ik^WT^ or Ik^Null^ fetal liver cells were layered onto OP9 and OP9-DL1 in α-MEM added with 2 U/ml erythropoietin (Eprex) and cultured for 48h. Where indicated, cells were treated with the DOT1L inhibitor EPZ004777 (Calbiochem), at a concentration of 3 μM for 48h or with equal volume of DMSO (diluent control).

### siRNA nucleofection

Knock-down experiments with small interfering RNA (siRNA) were performed in G1E-ER4 cells or e14.5 fetal liver erythroid cells (Ik^KD^ cells). The non-target control siRNA (siNT) and *Tp53* siRNA (siP53) were purchased from Dharmacon (siGENOME SMARTpool siRNA); *Ikaros* pre-designed siRNA (siIK) (SASI_Mm01_00065776; SASI_Mm01_00065777; SASI_Mm02_00287954) were purchased from MilliporeSigma. For each nucleofection, 3×10^6^ G1E-ER4 cells or 10^6^ erythroid cells were washed PBS and resuspended in 100 μl of Ingenio Solution (Mirus). Next, 25 μl (20 μM) of either siNT or siP53 (for G1E-ER4 cells) or 5 μg of siNT or siIK (for erythroid cells) were added to the cell suspension, which was immediately nucleofected (Amaxa Nucleofector II, Lonza) with program G-016 (G1E-ER4 cells) or X-001 (erythroid cells) according to the literature [117] and manufacturer’ instructions.

### Cell irradiation

E14.5 fetal liver or G1E-ER4 cells were irradiated with a dose of 3.5 Gy, using a gamma cell irradiator. Cells were maintained at 37°C and 5% CO2 and harvested after 3h-incubation.

### Protein analysis

For Western blot assays, cells were lysed in Laemmli buffer (1 mM PMSF, 150 mM NaCl, 50 mM Tris HCl pH 6.8, 10% glycerol, 2% sodium dodecyl sulfate, 0.1% bromophenol blue, 2.5% β-mercaptoethanol), then sonicated, boiled for 10 minutes, migrated on SDS-polyacrylamide gel and transferred to nitrocellulose membrane (Bio-Rad). IKAROS (Cell signaling #D6N9Y), P21WAF1/CIP1 (BD Biosciences #556431), TP53 (Santa Cruz #393031), GAPDH (MilliporeSigma) or ACTIN (NeoMarkers) and horseradish peroxidase (HRP)-conjugated antibody (Jackson) were used for immunoblotting. Proteins were detected with Clarity Western enhanced chemiluminescence substrate (ECL; Bio-Rad) with a Fujifilm LAS-4000 luminescent image analyzer (GE Healthcare).

### Quantitative reverse transcription PCR (qRT-PCR)

One to three million cells were washed in PBS and total RNA was isolated with TRIzol reagent (ThermoFisher). cDNA was generated using the All-in-One cDNA Synthesis SuperMix according to manufacturer’s instructions (Bimake). Quantitative PCR was carried out on an Applied Biosystems machine (Thermo-Fisher) using SYBR Green qPCR Master Mix (Biotool). Relative transcript levels were calculated using *Hprt* or *Actin* as control. To compare gene expression levels between conditions, results are presented as the ratio of the expression of each gene relative to the control expression. Where indicated, results were expressed as a fold change relative to the control. Quantitative analysis was performed according to Pfaffl’s method [118]. Primer sequences are detailed in S1 Table.

### ChIP-qPCR assay

Cells were fixed in PBS/1.5 mM Ethylene glycol bis(succinimidyl succinate) (EGS) for 30 minutes, at room temperature, with gentle agitation and protected from light. Cells were complementary cross-linked for 5 minutes with 1% formaldehyde (Sigma) and fixation was stopped with Glycine (20 mM final) for 10 minutes. Cells were resuspended in SDS lysis buffer (1% SDS; 10 mM EDTA; 50 mM Tris-HCl pH 8.1) for 10 minutes and sonicated (Branson-Digital Sonifier) in order to obtain chromatin shear ranging 300 to 500 bp. Samples were then centrifuged, diluted in dilution buffer (0.01% SDS; 1.1% Triton; 1.2 mM EDTA; 16.7 mM Tris-HCl pH 8.0; 165 mM NaCl), pre-cleared with protein A Sepharose beads (MilliporeSigma) and incubated overnight with H3K4me3 (Abcam#8580), H3K27me3 (Milipore#17–622), H3K36me3 (Milipore#17100–32), H3K79me2 (Cell Signaling#5427), IKAROS (Santa-Cruz#13039), NOTCH/NICD (Abcam#8925) antibodies or isotype-matched immunoglobulins. Protein-DNA complexes were retrieved with protein A Sepharose beads (MilliporeSigma) and sequentially washed with the following buffers: low salt (0.1% SDS; 1% Triton; 2 mM EDTA; 20 mM Tris HCl pH 8; 150 mM NaCl), high salt (0.1% SDS; 1% Triton; 2 mM EDTA; 20 mM Tris HCl pH 8.0; 500 mM NaCl), LiCl (0.25 M LiCl; 1% NP-40; 1% Sodium Deoxycholate; 1 mM EDTA; 10 mM Tris-HCl pH 8.0) and TE (1 mM EDTA; 10 mM Tris HCl pH 8.0). After de-crosslinking and proteinase K digestion, the genomic DNA was purified and used as template in qPCR reactions.

Quantitative PCR (qPCR) were carried out as reported in Bottardi et *al*. [119] with minor modifications. About 1/30 of immunoprecipitated and 1/10 of unbound (input) material was used as a template for qPCR using SYBR Green (Bimake) on an ABI 7300 Fast real-time PCR system (Applied Biosystem). Quantification was performed according to the 2^-ΔΔCt^ method [120] where ΔΔCt = ΔCt (test)—ΔCt (reference); ΔCt (test) = Ct (ChIP test)–Ct (input test); ΔCt (reference) = Ct (ChIP reference); test corresponds to the gene of interest; reference, to *Thp* promoter. All data showed are the results of at least four independent ChIP experiments with qPCR from each ChIP performed in triplicate and averaged (standard deviation). To correctly interpret the amplification values obtained by qPCR, the efficiency of all primer sets was carefully checked and primer pairs displaying an amplification efficiency ranging from 95 to 102% were chosen. Primer sequences are detailed in S2 Table.

### Ter119/CD71 fetal liver cell sorting

Ik^WT^ or Ik^Null^ e14.5 fetal liver cells were washed and resuspended in PBS-5% heat-inactivated FBS. Cells were sequentially incubated for 30 minutes on ice with rat anti-Ter119 hybridoma, anti-rat Fluorescein Isothiocyanate (FITC)-conjugated (BD-Pharmingen) and Phycoerythrin (PE)-conjugated anti-CD71 (BioLegends) antibodies. Cells were sorted by high-speed fluorescence-activated cell sorting (FACS Vantage; Becton, Dickinson).

### Lineage negative hematopoietic progenitor (lin^-^) cell purification

Ik^WT^ or Ik^Null^ e14.5 embryos were harvested, and fetal livers were collected and mechanically dissociated in 1X PBS, 5% FBS to generate a single-cell suspension and then centrifuged. Mature erythrocytes were lysed as follows: cell pellet was resuspended in 10 ml of 0.2% NaCl and after 40 second, 10 ml of 1.6% NaCl was added to re-establish osmolarity. Cells were centrifuged at 400g for 10 minutes, resuspended in 1X PBS, 5% FBS, passed through a 40 μm strainer to remove debris and then centrifuged for 5 minutes at 250g at 4°C. Lin^-^ cells were obtained using the easySep mouse hematopoietic progenitor enrichment kit (StemCell Technology). RNA extraction and qRT-PCR analysis were carried out as described above (‘Quantitative reverse transcription PCR (qRT-PCR)’). Lin^-^ cell purity and composition was assessed by *ex-vivo* clonogenic assays in complete methylcellulose medium (MethoCult M3434 StemCell Technology) and scored under contrast microscopy at day 14 [23].

### Sequential ChIP (re-ChIP)

Ik^WT^ or Ik^Null^ e14.5 embryos were harvested, and fetal livers were isolated. Erythroid cells (20 X 10^6^ cells per re-ChIP) were fixed in PBS, 1% formaldehyde (MilliporeSigma) for 10 minutes at room temperature with gentle agitation and fixation was quenched with Glycine (20 mM final) for 10 minutes. The first round of precipitation was carried out as described above (‘ChIP-qPCR assay’). After the second wash in TE buffer, immunoprecipitated complexes were eluted twice in buffer E (50 mM Tris-HCl pH 8.0; 10 mM EDTA; 1% SDS) by gentle shacking at 42°C for 20 min. Eluates were pooled, diluted 1:10 in ChIP dilution buffer and subject to the second round of immunoprecipitation. After an overnight incubation at 4°C, washes, chromatin elution, de-crosslinking, proteinase K digestion and qPCR were carried out as described above (‘ChIP-qPCR assay’). Re-ChIP assays were carried out with H3K4me3, H3K27me3 antibodies or isotype-matched IgG. Fold enrichment levels were calculated according to the “percentage input method” (https://www.thermofisher.com/ca/en/home/life-science/epigenetics-noncoding-rnaresearch/chromatin-remodeling/chromatin-immunoprecipitation-chip/chip-analysis.html).

## Supporting information

S1 Table Oligonucleotides used for qRT-PCR analysis.

S2 Table Oligonucleotides used for ChIP analysis.

S3 Table Genes overexpressed in Ik^WT^ Ter119^+^ upon NOTCH induction. Genes overexpressed in Ik^WT^/OP9-DL1 relative to Ik^WT^/OP9 cells. Log2 ˃ 0.8; FDR < 0.05.
(DOCX)

S4 Table Principal functional annotations of genes listed in S3 Table.

S5 Table Principal functional annotations of the 499 genes specifically overexpressed in Ik^Null^/OP9 cells; log2 ≥ 0.08; *p* < 0.05.

S6 Table Principal functional annotations of the 844 genes specifically overexpressed in Ik^Null^/OP9-DL1 *vs*. Ik^WT^/OP9-DL1 cells; log2 ≥ 0.08; *p* < 0.05.

S7 Table Tumor suppressors and oncogenes included in the list of the 223 genes characterized by the ‘additive effect’ (see Fig 2A).

S8 Table Tumor suppressors and oncogenes included in the list of the 21 genes characterized by the ‘desensitize effect’ (see Fig 2B).

S9 Table List of the 223 genes characterized by the ‘additive effect’ (see Fig 2A).

S1 Fig Expression of the Delta-like 1 ligand in OP9 cells. Western blot analysis of Delta-like 1 ligand (DL1) and ACTIN (loading control) expression in OP9 or OP9-DL1 total cell lysates.
(TIF)

S2 Fig Distribution of the erythroid populations in Ik^Null^ and Ik^WT^ e14.5 mouse fetal livers co-cultured with OP9 or OP9-DL1 cells. Ik^Null^ and Ik^WT^ e14.5 fetal livers were isolated and single-cell suspensions were co-cultured with OP9 or OP9-DL1 cells; cells were collected after 48h and analyzed by flow cytometry on the basis of Ter119 and CD71 expression levels: P1, CD71^med^/Ter119^neg/low^; P2, CD71^high^/Ter119^neg/low^; P3, CD71^high^/Ter119^high^; P4, CD71^med^/Ter119^high^; P1 is enriched in erythroid precursors (BFU-E: burst-forming unit-erythroid and CFU-E: colony-forming unit erythroid), P2 is enriched in proerythroblasts and early basophilic erythroblasts, P3 is enriched in basophilic and chromatophilic erythroblasts, and P4 is enriched in orthochromatic erythroblasts; *x*-axis: cell populations; *y*-axis: percentage of positive cells.
(TIF)

S3 Fig Heatmaps corresponding to the genes overexpressed in Ik^Null^/OP9 or OP9-DL1 vs Ik^WT^/OP9 or OP9-DL1. These heatmaps are complementary to Fig 1B. Colors on the heatmaps (depicted in the color key) represent the relative expression levels of individual genes in the four conditions used for this study (indicated at the bottom of the heatmaps). Unsupervised hierarchical clustering (Pearson correlation, average linkage) over the genes included in each group is presented on the left side of the heatmaps.
(TIF)

S4 Fig Gene expression and NICD recruitment in Ik^WT^ and Ik^Null^ Ter119^+^ cells upon NOTCH induction. (A) Gene expression; the relative expression levels of *Il6* and *Zfp446* genes were measured by qRT-PCR, calculated according to the Pfaffl equation using *Hprt* as internal control and normalized to Ik^WT^/OP9; *y* axis: relative RNA enrichment levels, ratios are represented by bars and are plotted as the mean ± Standard Deviation (SD) of the measurements; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test. (B) Chromatin immunoprecipitation assays in Ik^Null^/OP9 or Ik^WT^/OP9-DL1 cell with NICD antibodies; immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Cdkn1a*, *Tp53*, *Prmd16*, *Nrarp* or *Hes1* transcription start site (TSS) regions; *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using the *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± SD of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments; TSS: transcription start site; *: *p* ≤ 0.05 by Student’s *t*-test.
(TIF)

S5 Fig Western blot quantification presented in Fig 4C. This figure provides further information regarding the quantification of the Western blot results presented in Fig 4C. The red boxes indicate selected areas subject to quantification. After background subtraction, the ratio of P21^WAF1/CIP1^/ACTIN was calculated and depicted as graph (bottom part of Fig 4C). The same procedure was used for the quantification of the Western blot results presented in Fig 4D.
(TIF)

S6 Fig Determination of histone post-translational modifications and sequential ChIP analysis carried out to test the co-occupancy of H3K4me3 and H3K27me3 at *Cdkn1a* and *Tp53* TSS. (A) ChIP assays with H3K4me3, H3K79me2, H3K27me3 antibodies (blue) or isotype-matched IgG (grey) were conducted in Ik^WT^ or Ik^Null^ Ter119^+^ cells co-cultured with OP9 or OP9-DL1 cells; immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analyses with primers specific for the minor satellite repeat sequence, which is used as the control region for the ChIP results presented in Fig 5; *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± Standard Deviation of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments. (B) Sequential ChIP (re-ChIP) assays carried out on erythroid cells isolated from e14.5 Ik^WT^ or Ik^Null^ fetal livers with antibodies directed against H3K4me3, H3K27me3 or isotype-matched IgG. K4/K27 bars: H3K4me3 antibodies were used for the first round of precipitation and H3K27me3 antibodies for the second ChIP; K27/K4 bars: H3K27me3 antibodies were used for the first round of precipitation and H3K4me3 antibodies for the second ChIP. Top panels: immunoprecipitated and unbound (input, I) chromatin samples were used as templates in qPCR analysis with primers specific for *Cdkn1a* or *Tp53* TSS; *y-axis*: fold enrichment levels calculated according to the “percentage input method” (https://www.thermofisher.com/ca/en/home/life-science/epigenetics-noncoding-rnaresearch/chromatin-remodeling/chromatin-immunoprecipitation-chip/chip-analysis.html) are represented by bars and plotted as the mean ± Standard Deviation of the measurements; in the re-ChIP samples, no amplification for *Thp1* promoter region (used as internal control) could be observed; similarly, no amplification for *Cdkn1a* or *Tp53* TSS regions was observed when isotype-matched IgG were used for the second round of precipitation; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test. Bottom panels: PCR samples were resolved on 2% agarose gel. Ab1: antibodies used for the first round of precipitation; Ab2: antibodies or isotype-matched IgG used for the second round of precipitation; I: input.
(TIF)

S7 Fig Effect of DOT1L inhibition on *Cdkn1a* and *Tp53* gene expression in G1E-ER4 cells or Ik^WT^ and Ik^Null^ Ter119^+^ cells upon NOTCH induction. (A) Western blot analysis of H3K79me2 and ACTIN (loading control) in total lysates of G1E-ER4 cells treated for 24h or 48h with 3 μM, 10 μM or 20 μM DOT1L inhibitor (inhDOT1L: EPZ004777) or equal volume of DMSO diluent. (B) Western blot analysis of H3K79me2 and ACTIN (loading control) in total lysates of Ik^Null^ and Ik^WT^ Ter119^+^ cells treated with 3 μM DOT1L inhibitor or equal volume of DMSO and co-cultured with OP9 or OP9-DL1 cells for 48h. (C) ChIP assays with H3K79me2 antibodies or isotype-matched IgG conducted in Ik^WT^ or Ik^Null^ Ter119^+^ cells after 48h of co-culture with OP9-DL1 cells and treatment with 3 μM DOT1L inhibitor or equal volume of DMSO diluent; immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Cdkn1a* or *Tp53* TSS; *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using the *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± Standard Deviation (SD) of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test. (D) Gene expression; the relative expression levels of *Cdkn1a* and *Tp53* genes in Ik^WT^ or Ik^Null^ Ter119^+^ cells after 48h of co-culture with OP9-DL1 cells and treatment with 3 μM DOT1L inhibitor or equal volume of DMSO diluent, were measured by qRT-qPCR, calculated according to the Pfaffl equation using *Hprt* as internal control and normalized to Ik^WT^/OP9 DMSO-treated; *y*-axis: relative fold enrichment levels are represented by bars and plotted as the mean ± SD of the measurements; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test.
(TIF)

S8 Fig Histone post-translational modifications at *Nrarp* and *Prdm16* genes in Ik^WT^ and Ik^Null^ Ter119^+^ cells upon NOTCH induction. (A-B) ChIP assays with IKAROS, H3K4me3, H3K79me2, H3K27me3 antibodies (blue) or isotype-matched IgG (grey) were conducted in Ik^WT^ or Ik^Null^ fetal liver erythroid cells (panel A) or Ik^WT^ or Ik^Null^ Ter119^+^ cells co-cultured with OP9 or OP9-DL1 cells (panel B); immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Nrarp*, *Prdm16* TSS, *Hes1* promoter (IKAROS positive control in panel A); the minor satellite region was the negative control for IKAROS ChIP assay (presented in Fig 3E), and for the H3K4me3, H3K79me2, H3K27me3 ChIP assays (presented in S6A Fig); *y-axis*: fold enrichment levels calculated according to the Pfaffl equation using the *Thp1* promoter region as internal control, are represented by bars and plotted as the mean ± Standard Deviation of the measurements; a value of 1 indicates no enrichment; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test. (C) Sequential ChIP (re-ChIP) assays carried out on erythroid cells isolated from e14.5 Ik^WT^ or Ik^Null^ fetal livers with antibodies against H3K4me3 or H3K27me3. K4/K27: H3K4me3 antibodies were used for the first round of precipitation and H3K27me3 antibodies for the second ChIP; K27/K4: H3K27me3 antibodies were used for the first round of precipitation and H3K4me3 antibodies for the second ChIP. Immunoprecipitated and unbound (input) chromatin samples were used as templates in qPCR analysis with primers specific for *Prdm16* or *Nrarp* TSS; *y-axis*: fold enrichment levels calculated according to the “percentage input method” (https://www.thermofisher.com/ca/en/home/life-science/epigenetics-noncoding-rnaresearch/chromatin-remodeling/chromatin-immunoprecipitation-chip/chip-analysis.html) are represented by bars and plotted as the mean ± Standard Deviation of the measurements; in the re-ChIP samples, no amplification for *Thp1* promoter region (used as internal control) could be observed; as well, no amplification for *Prdm16* or *Nrarp* TSS was observed when isotype-matched IgG were used for the second round of precipitation; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test.
(TIF)

S9 Fig Effect of IKAROS abrogation on *Cdkn1a*, *Tp53*, *Nrarp* and *Prdm16* gene expression in lineage negative hematopoietic progenitor (lin^-^) and erythroid cells. The relative expression level of *Cdkn1a*, *Tp53*, *Nrarp*, *Prdm16*, *Cxcl1* and *Mmp23* genes in Ik^Null^ lin^-^ (A) as well as in Ikaros knock-down (siIK) erythroid cells (B-E) was measured by qRT-PCR, calculated according to the Pfaffl equation using *Actin* as internal control. (A) Ikaros target gene expression values in Ik^Null^ lin^-^ cells were normalized to the values obtained in Ik^WT^ lin^-^ cells. (B, C, D) Ikaros (B) or target gene (C, D) expression values in siIK-transfected erythroid cells (Ik^KD^ in the main text) were normalized to the values obtained in siNT (non-target siRNA)-transfected erythroid cells; (E) expression values in siIK-transfected (left panel) or siNT-transfected (right panel) erythroid cells co-cultured with OP9 or OP9-DL1 cells; gene expression values in siIK/OP9-DL1 or siNT/OP9-DL1 were normalized to the values obtained in siIK/OP9 or siNT/OP9 cells respectively; *y* axis: relative RNA enrichment levels, ratios are represented by bars and are plotted as the mean ± Standard Deviation (SD) of the measurements; data shown are the results of three independent experiments; *: *p* ≤ 0.05 by Student’s *t*-test.
(TIF)

S1 File Genes overexpressed in IkNull/OP9 or OP9-DL1 vs IkWT/OP9 or OP9-DL1. The genes composing the group α, β and χ of Figs 1B and S3 are listed in the excel file. The average mean expression of the RNA-sequencing results obtained from biological triplicate is indicated for each gene in the 4 conditions used for this study.

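The S1 File divides the overexpressed genes into those of Ik Null/OP9-DL1 alone (α), those of Ik Null/OP9 alone (β) and those of both comparisons (χ). The lists were chosen on these libraries, so what follows is not independent evidence of their direction. Of the α genes, 564 were tested, and all 564 had a log2 fold change above 0 on OP9-DL1, as did 537 on OP9, with medians of 1.19 and 0.75. Their interaction of genotype and stroma had a median of 0.49, with 550 above 0 (camera unadjusted p = 0.0155 with an estimated correlation, and 0.0231 with the culture as a block as well). Of the β genes, 251 were tested, with medians of 1.19 on OP9 and 0.81 on OP9-DL1 and an interaction of -0.36 (camera unadjusted p = 0.0767 with an estimated correlation, and 0.00166 with the block). Of the 1689 χ genes tested, limma called 843 higher on OP9 and 1102 on OP9-DL1.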

(XLSX)

S2 File Genes characterized by the additive or the desensitize effect imposed by the absence of IKAROS and the induction of NOTCH. Excel file presenting the list of genes of the two groups. The average mean expression of the RNA-sequencing results obtained from biological triplicate is indicated for each gene in the 4 conditions used for this study.

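In the 4 groups of the S2 File, each gene carries the mean over 3 libraries of counts divided by the size factors. Of the 223 genes of the additive effect, 195 had a higher mean in Ik WT/OP9-DL1 than in Ik WT/OP9 cells and 218 had a higher mean in Ik Null/OP9-DL1 than in Ik Null/OP9 cells. In the authors' deposited comparison of Ik Null/OP9-DL1 with Ik Null/OP9 cells, the paper's log2 fold changes for these genes all lie above 0, from 0.18 upward, 18 genes have a p under 0.05 and 1 has an adjusted p under 0.05. Gpr124, an adhesion receptor of endothelial cells, illustrates the group, with genotype log2 fold changes of 3.74 on OP9 and 2.71 on OP9-DL1 in the limma fit. Mylk, the myosin light chain kinase, had 3.02 and 2.57.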

(XLSX)

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S1 Table

| Gene | Primer Forward (5’) | Primer Reverse (3’) |
| --- | --- | --- |
| *Cdkn1a* | TGTCTTGCACTCTGGTGTCTG | ATCTGCGCTTGGAGTGATAGA |
| *Tp53* | ACGTGCTCACCCTGGCTAAA | GACACCCTGCTGGGAAGGAG |
| *Hprt* | CACAGGACTAGAACACCTGC | GCTGGTGAAAAGGACCTC |
| *Actin* | ATCGTGGGCCGCCCTAGGCACCA | TCCATGTCGTCCCAGTTGGTAACAA |
| *Il6* | TGGAGTCACAGAAGGAGTGGC | AACGCACTAGGTTTGCCGAG |
| *Zfp446* | AGGAGGCCGCAGTTCTTGTT | GGACTCCGTTGCTGCTGAGA |
| *Cxcl1* | TTGACGCTTCCCTTGGACAT | CTTTGAACGTCTCTGTCCCGA |
| *Mmp23* | AGGCACAGCTGAGCATCATT | GTAGGTGCTGAGAACACGCT |
| *Hes1* | CTCTTCCTCCCATTGGCTGA | GCACCAGCTCCAGATCCTGT |

**Table S1.** Oligonucleotides used for qRT-PCR analysis

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S2 Table

**Table S2.** Oligonucleotides used for ChIP analysis

| Gene | Primer Forward (5’) | Primer Reverse (3’) |
| --- | --- | --- |
| *Cdkn1a TSS* | ATTCACGTGCAATGGTGTGC | AACTTCTGGCTTCCCAGAGC |
| *Cdkn1a +3kb (ORF)* | TAGAGCTTAGCGCAGAGCGG | GCACTTGGTTCACAAGGACC |
| *Tp53 TSS* | CGACTACAGTTAGGGGGCAC | AGAGGTCTCGTCACGCTCAT |
| *Tp53 +5kb (ORF)* | GAGATTGGCTGGCTGTGACT | TCCCTAGGCTATGAGGTAGGC |
| *Prdm16 TSS* | GCGAAAAGTTGACGAAAGGGG | GCCCACTATTTCAAAAGCCCG |
| *Nrarp TSS* | CTAGCTCTGCGGCAACATGA | CGTCGATGACTGACTGGTGT |
| *Thp.1 (Uromodulin)* | GGTGGATGGTGTGGTCACAAC | GGTCTTGACACACCAGCTTT |
| *Minor satellites* | CATGGAAAATGATAAAAACC | CATCTAATATGTTCTACAGTGTG |

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S3 Table — Genes overexpressed in IkWT/OP9-DL1 relative to IkWT/OP9 cells. Log2 ˃ 0.8; FDR < 0.05.

**Table S3.** Genes overexpressed in Ik^WT^ Ter119^+^ upon NOTCH induction. Genes overexpressed in Ik^WT^/OP9-DL1 relative to Ik^WT^/OP9 cells. 

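The S3 Table lists 127 genes, of which 81 reached the minimum level for testing. Its p column reaches 0.04988 and its smallest log2 fold change is 0.8067. Cxcl1, a chemokine that attracts neutrophils (chromosome 5, 90891241 to 90893115), had 17.9 ± 5.58 normalized counts in Ik WT/OP9 and 52.8 ± 27.4 in Ik WT/OP9-DL1 cells, and 20.0 ± 13.3 and 51.6 ± 26.4 in Ik Null cells (SD, n = 3 libraries per group). Its log2 fold change between stromas was 1.42 ± 0.53 in Ik WT (limma adjusted p = 1, and 0.00685 with the culture as a block) and 1.39 ± 0.53 in Ik Null cells (adjusted p = 1, and 0.0129 with the block). Mmp23, a membrane-anchored metalloprotease gene (chromosome 4, 155650655 to 155653384), had 7.28 ± 2.08 and 16.7 ± 2.33 in Ik WT cells and 7.35 ± 4.08 and 14.8 ± 3.06 in Ik Null cells. The genotype differences of Cxcl1 were 0.01 ± 0.53 on OP9 and -0.02 ± 0.53 on OP9-DL1, and those of Mmp23 were -0.06 and -0.17. Over the 81 genes, the median log2 fold change between stromas was 1.37 in Ik WT and 1.11 in Ik Null cells. In either genotype limma called 1 gene higher over all genes tested, and 55 and 29 adjusted over the list alone (39 and 21 with the culture as a block). The study chose the list on the Ik WT libraries, so only the values in Ik Null cells are free of that choice. The interaction, which rests on the Ik WT values too, had a median of -0.32, with 24 of 81 genes above 0 (camera unadjusted p = 0.117 with an estimated correlation). The table holds 18 genes of the stromal list, which was written with this table in view, such as the collagen gene Col3a1, which had 35.4 and 151 normalized counts in Ik WT cells and 91.3 and 209 in Ik Null cells on OP9 and OP9-DL1.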

Log2 ˃ 0.8; FDR < 0.05.

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S4 Table

**Table S4.** Principal functional annotations of genes listed in Table S3. Annotations with a minimum of 5 genes are presented.

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S5 Table

**Table S5.** Principal functional annotations of the 499 genes specifically overexpressed in Ik^Null^/OP9 cells; log2 ≥ 0.08; *p* < 0.05. Annotations with a minimum of 20 genes are presented (see Fig 1B).

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S6 Table

**Table S6.** Principal functional annotations of the 844 genes specifically overexpressed in Ik^Null^/OP9-DL1 *vs.* Ik^WT^/OP9-DL1 cells; log2 ≥ 0.08; *p* < 0.05. Annotations with a minimum of 20 genes are presented (see Fig 1B).

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S7 Table

**Table S7**. Tumor suppressors and oncogenes included in the list of the 223 genes characterized by the ‘additive effect’ (see Fig 2A).

**REFERENCES:**

1. Jeon HS, Dracheva T, Yang SH, Meerzaman D, Fukuoka J, Shakoori A, et al. SMAD6 contributes to patient survival in non-small cell lung cancer and its knockdown reestablishes TGF-beta homeostasis in lung cancer cells. Cancer Res. 2008;68(23):9686-92. Epub 2008/12/03. doi: 10.1158/0008-5472.CAN-08-1083. PubMed PMID: 19047146; PubMed Central PMCID: PMCPMC3617041.

2. Mangone FRR, Walder F, Maistro S, Pasini FS, Lehn CN, Carvalho MB, et al. Smad2 and Smad6 as predictors of overall survival in oral squamous cell carcinoma patients. Molecular Cancer. 2010;9(1):106. doi: 10.1186/1476-4598-9-106.

3. de Boeck M, Cui C, Mulder AA, Jost CR, Ikeno S, ten Dijke P. Smad6 determines BMP-regulated invasive behaviour of breast cancer cells in a zebrafish xenograft model. Scientific Reports. 2016;6:24968. doi: 10.1038/srep24968.

4. Kleeff J, Maruyama H, Friess H, Buchler MW, Falb D, Korc M. Smad6 suppresses TGF-beta-induced growth inhibition in COLO-357 pancreatic cancer cells and is overexpressed in pancreatic cancer. Biochem Biophys Res Commun. 1999;255(2):268-73. Epub 1999/03/02. doi: 10.1006/bbrc.1999.0171. PubMed PMID: 10049697.

5. Wang Y, Pan T, Li L, Wang H, Li J, Zhang D, et al. Knockdown of TGIF attenuates the proliferation and tumorigenicity of EC109 cells and promotes cisplatin-induced apoptosis. Oncology letters. 2017;14(6):6519-24. Epub 2017/09/21. doi: 10.3892/ol.2017.7009. PubMed PMID: 29344116.

6. Xiang G, Yi Y, Weiwei H, Weiming W. TGIF1 promoted the growth and migration of cancer cells in nonsmall cell lung cancer. Tumour biology : the journal of the International Society for Oncodevelopmental Biology and Medicine. 2015;36(12):9303-10. Epub 2015/06/25. doi: 10.1007/s13277-015-3676-8. PubMed PMID: 26104768.

7. Zhang MZ, Ferrigno O, Wang Z, Ohnishi M, Prunier C, Levy L, et al. TGIF governs a feed-forward network that empowers Wnt signaling to drive mammary tumorigenesis. Cancer Cell. 2015;27(4):547-60. Epub 2015/04/16. doi: 10.1016/j.ccell.2015.03.002. PubMed PMID: 25873176; PubMed Central PMCID: PMCPMC4398914.

8. Willer A, Jakobsen JS, Ohlsson E, Rapin N, Waage J, Billing M, et al. TGIF1 is a negative regulator of MLL-rearranged acute myeloid leukemia. Leukemia. 2015;29(5):1018-31. Epub 2014/10/29. doi: 10.1038/leu.2014.307. PubMed PMID: 25349154.

9. Inokuchi M, Higuchi K, Takagi Y, Tanioka T, Nakagawa M, Gokita K, et al. Cadherin 5 Is a Significant Risk Factor for Hematogenous Recurrence and a Prognostic Factor in Locally Advanced Gastric Cancer. Anticancer research. 2017;37(12):6807-13. Epub 2017/12/01. doi: 10.21873/anticanres.12141. PubMed PMID: 29187459.

10. Higuchi K, Inokuchi M, Takagi Y, Ishikawa T, Otsuki S, Uetake H, et al. Cadherin 5 expression correlates with poor survival in human gastric cancer. Journal of clinical pathology. 2017;70(3):217-21. Epub 2016/07/29. doi: 10.1136/jclinpath-2016-203640. PubMed PMID: 27466381.

11. Mao XG, Xue XY, Wang L, Zhang X, Yan M, Tu YY, et al. CDH5 is specifically activated in glioblastoma stemlike cells and contributes to vasculogenic mimicry induced by hypoxia. Neuro-oncology. 2013;15(7):865-79. Epub 2013/05/07. doi: 10.1093/neuonc/not029. PubMed PMID: 23645533; PubMed Central PMCID: PMCPMC3688011.

12. Li S, Wang C, Yu X, Wu H, Hu J, Wang S, et al. miR-3619-5p inhibits prostate cancer cell growth by activating CDKN1A expression. Oncology reports. 2017;37(1):241-8. Epub 2016/11/24. doi: 10.3892/or.2016.5250. PubMed PMID: 27878260.

13. Yamawaki K, Ishiguro T, Mori Y, Yoshihara K, Suda K, Tamura R, et al. Sox2-dependent inhibition of p21 is associated with poor prognosis of endometrial cancer. Cancer Sci. 2017;108(4):632-40. Epub 2017/02/12. doi: 10.1111/cas.13196. PubMed PMID: 28188685; PubMed Central PMCID: PMCPMC5406528.

14. Lei S-t, Shen F, Chen J-w, Feng J-h, Cai W-s, Shen L, et al. MiR-639 promoted cell proliferation and cell cycle in human thyroid cancer by suppressing CDKN1A expression. Biomedicine & Pharmacotherapy. 2016;84:1834-40. doi: <https://doi.org/10.1016/j.biopha.2016.10.087>.

15. Luo J, Zhang C, Wang C, Li L, Li C, Li Q, et al. Miz-1 promotes the proliferation of esophageal cancer cells via suppression of p21 and release of p21-arrested cyclin D1. Oncology reports. 2016;35(6):3532-40. Epub 2016/04/26. doi: 10.3892/or.2016.4731. PubMed PMID: 27109891.

16. Zhang X, Ma W, Cui J, Yao H, Zhou H, Ge Y, et al. Regulation of p21 by TWIST2 contributes to its tumor-suppressor function in human acute myeloid leukemia. Oncogene. 2015;34(23):3000-10. Epub 2014/08/05. doi: 10.1038/onc.2014.241. PubMed PMID: 25088197.

17. Geyer CR. Strategies to re-express epigenetically silenced p15(INK4b) and p21(WAF1) genes in acute myeloid leukemia. Epigenetics. 2010;5(8):696-703. Epub 2010/12/03. doi: 10.4161/epi.5.8.13276. PubMed PMID: 21124069.

18. Chen JR, Jia XH, Wang H, Yi YJ, Wang JY, Li YJ. Timosaponin A-III reverses multi-drug resistance in human chronic myelogenous leukemia K562/ADM cells via downregulation of MDR1 and MRP1 expression by inhibiting PI3K/Akt signaling pathway. International journal of oncology. 2016;48(5):2063-70. Epub 2016/03/18. doi: 10.3892/ijo.2016.3423. PubMed PMID: 26984633.

19. Atashrazm F, Lowenthal RM, Woods GM, Holloway AF, Karpiniec SS, Dickinson JL. Fucoidan Suppresses the Growth of Human Acute Promyelocytic Leukemia Cells In Vitro and In Vivo. J Cell Physiol. 2016;231(3):688-97. Epub 2015/08/05. doi: 10.1002/jcp.25119. PubMed PMID: 26241708.

20. Xu T, Jiang W, Fan L, Gao Q, Li G. Upregulation of long noncoding RNA Xist promotes proliferation of osteosarcoma by epigenetic silencing of P21. Oncotarget. 2017;8(60):101406-17. Epub 2017/12/20. doi: 10.18632/oncotarget.20738. PubMed PMID: 29254174; PubMed Central PMCID: PMCPMC5731884.

21. Zhang Q, Shim K, Wright K, Jurkevich A, Khare S. Atypical role of sprouty in p21 dependent inhibition of cell proliferation in colorectal cancer. Molecular carcinogenesis. 2016;55(9):1355-68. Epub 2015/08/22. doi: 10.1002/mc.22379. PubMed PMID: 26293890; PubMed Central PMCID: PMCPMC4873464.

22. Wang JL, Qi Z, Li YH, Zhao HM, Chen YG, Fu W. TGFbeta induced factor homeobox 1 promotes colorectal cancer development through activating Wnt/beta-catenin signaling. Oncotarget. 2017;8(41):70214-25. Epub 2017/10/21. doi: 10.18632/oncotarget.19603. PubMed PMID: 29050273; PubMed Central PMCID: PMCPMC5642548.

23. Jain AK, Raina K, Agarwal R. Deletion of p21/Cdkn1a confers protective effect against prostate tumorigenesis in transgenic adenocarcinoma of the mouse prostate model. Cell Cycle. 2013;12(10):1598-604. Epub 2013/04/30. doi: 10.4161/cc.24741. PubMed PMID: 23624841; PubMed Central PMCID: PMCPMC3680539.

24. Ohkoshi S, Yano M, Matsuda Y. Oncogenic role of p21 in hepatocarcinogenesis suggests a new treatment strategy. World journal of gastroenterology. 2015;21(42):12150-6. Epub 2015/11/14. doi: 10.3748/wjg.v21.i42.12150. PubMed PMID: 26576099.

25. Su Y, Lin L, Zhang J, Jiang Y, Pan C, Sun L, et al. Low expression of DLC1 is predictive of poor therapeutic efficiency of fluoropyrimidine and oxaliplatin as adjuvant chemotherapy in gastric cancer. Molecular medicine reports. 2015;12(4):5771-9. Epub 2015/08/05. doi: 10.3892/mmr.2015.4173. PubMed PMID: 26239822; PubMed Central PMCID: PMCPMC4581752.

26. Wu H-T, Xie C-R, Lv J, Qi H-Q, Wang F, Zhang S, et al. The tumor suppressor DLC1 inhibits cancer progression and oncogenic autophagy in hepatocellular carcinoma. Laboratory Investigation. 2018;98(8):1014-24. doi: 10.1038/s41374-018-0062-3.

27. Wang D, Qian X, Rajaram M, Durkin ME, Lowy DR. DLC1 is the principal biologically-relevant down-regulated DLC family member in several cancers. Oncotarget. 2016;7(29):45144-57. Epub 2016/05/14. doi: 10.18632/oncotarget.9266. PubMed PMID: 27174913; PubMed Central PMCID: PMCPMC5216712.

28. Kim TH, Cho SG. Kisspeptin inhibits cancer growth and metastasis via activation of EIF2AK2. Molecular medicine reports. 2017;16(5):7585-90. Epub 2017/09/26. doi: 10.3892/mmr.2017.7578. PubMed PMID: 28944853.

29. Aubrey BJ, Strasser A, Kelly GL. Tumor-Suppressor Functions of the TP53 Pathway. Cold Spring Harbor perspectives in medicine. 2016;6(5). Epub 2016/05/04. doi: 10.1101/cshperspect.a026062. PubMed PMID: 27141080; PubMed Central PMCID: PMCPMC4852799.

30. Casalou C, Faustino A, Barral DC. Arf proteins in cancer cell migration. Small GTPases. 2016;7(4):270-82. doi: 10.1080/21541248.2016.1228792. PubMed PMID: 27589148.

31. Wu Q, Ren X, Zhang Y, Fu X, Li Y, Peng Y, et al. MiR-221-3p targets ARF4 and inhibits the proliferation and migration of epithelial ovarian cancer cells. Biochem Biophys Res Commun. 2018;497(4):1162-70. Epub 2017/01/07. doi: 10.1016/j.bbrc.2017.01.002. PubMed PMID: 28057486.

32. Kanlikilicer P, Ozpolat B, Aslan B, Bayraktar R, Gurbuz N, Rodriguez-Aguayo C, et al. Therapeutic Targeting of AXL Receptor Tyrosine Kinase Inhibits Tumor Growth and Intraperitoneal Metastasis in Ovarian Cancer Models. Molecular therapy Nucleic acids. 2017;9:251-62. Epub 2017/12/17. doi: 10.1016/j.omtn.2017.06.023. PubMed PMID: 29246304; PubMed Central PMCID: PMCPMC5675720.

33. Uribe DJ, Mandell EK, Watson A, Martinez JD, Leighton JA, Ghosh S, et al. The receptor tyrosine kinase AXL promotes migration and invasion in colorectal cancer. PLoS One. 2017;12(7):e0179979. Epub 2017/07/21. doi: 10.1371/journal.pone.0179979. PubMed PMID: 28727830; PubMed Central PMCID: PMCPMC5519024.

34. Goyette MA, Duhamel S, Aubert L, Pelletier A, Savage P, Thibault MP, et al. The Receptor Tyrosine Kinase AXL Is Required at Multiple Steps of the Metastatic Cascade during HER2-Positive Breast Cancer Progression. Cell Rep. 2018;23(5):1476-90. Epub 2018/05/03. doi: 10.1016/j.celrep.2018.04.019. PubMed PMID: 29719259.

35. Corno C, Gatti L, Lanzi C, Zaffaroni N, Colombo D, Perego P. Role of the Receptor Tyrosine Kinase Axl and its Targeting in Cancer Cells. Current medicinal chemistry. 2016;23(15):1496-512. Epub 2016/04/07. PubMed PMID: 27048336.

36. Rankin EB, Giaccia AJ. The Receptor Tyrosine Kinase AXL in Cancer Progression. Cancers. 2016;8(11). Epub 2016/11/12. doi: 10.3390/cancers8110103. PubMed PMID: 27834845; PubMed Central PMCID: PMCPMC5126763.

37. Zhang G, Wang M, Zhao H, Cui W. Function of Axl receptor tyrosine kinase in non-small cell lung cancer. Oncol Lett. 2018;15(3):2726-34. Epub 2018/02/13. doi: 10.3892/ol.2017.7694. PubMed PMID: 29434997; PubMed Central PMCID: PMCPMC5778882.

38. Hong CC, Lay JD, Huang JS, Cheng AL, Tang JL, Lin MT, et al. Receptor tyrosine kinase AXL is induced by chemotherapy drugs and overexpression of AXL confers drug resistance in acute myeloid leukemia. Cancer letters. 2008;268(2):314-24. Epub 2008/05/27. doi: 10.1016/j.canlet.2008.04.017. PubMed PMID: 18502572.

39. Janning M, Ben-Batalla I, Loges S. Axl inhibition: a potential road to a novel acute myeloid leukemia therapy? Expert review of hematology. 2015;8(2):135-8. Epub 2015/01/13. doi: 10.1586/17474086.2015.997704. PubMed PMID: 25578023.

40. Sinha S, Boysen J, Nelson M, Warner SL, Bearss D, Kay NE, et al. Axl activates fibroblast growth factor receptor pathway to potentiate survival signals in B-cell chronic lymphocytic leukemia cells. Leukemia. 2016;30(6):1431-6. Epub 2015/11/26. doi: 10.1038/leu.2015.323. PubMed PMID: 26598018; PubMed Central PMCID: PMCPMC4879100.

41. Dufies M, Jacquel A, Belhacene N, Robert G, Cluzeau T, Luciano F, et al. Mechanisms of AXL overexpression and function in Imatinib-resistant chronic myeloid leukemia cells. Oncotarget. 2011;2(11):874-85. Epub 2011/12/06. doi: 10.18632/oncotarget.360. PubMed PMID: 22141136; PubMed Central PMCID: PMCPMC3259992.

42. Wang Z, Liu Z, Wu X, Chu S, Wang J, Yuan H, et al. ATRA-induced cellular differentiation and CD38 expression inhibits acquisition of BCR-ABL mutations for CML acquired resistance. PLoS Genet. 2014;10(6):e1004414. Epub 2014/06/27. doi: 10.1371/journal.pgen.1004414. PubMed PMID: 24967705; PubMed Central PMCID: PMCPMC4072521.

43. Jiang Z, Wu D, Lin S, Li P. CD34 and CD38 are prognostic biomarkers for acute B lymphoblastic leukemia. Biomarker research. 2016;4:23. Epub 2016/12/27. doi: 10.1186/s40364-016-0080-5. PubMed PMID: 28018598; PubMed Central PMCID: PMCPMC5159997.

44. Liu X, Grogan TR, Hieronymus H, Hashimoto T, Mottahedeh J, Cheng D, et al. Low CD38 Identifies Progenitor-like Inflammation-Associated Luminal Cells that Can Initiate Human Prostate Cancer and Predict Poor Outcome. Cell Rep. 2016;17(10):2596-606. Epub 2016/12/08. doi: 10.1016/j.celrep.2016.11.010. PubMed PMID: 27926864; PubMed Central PMCID: PMCPMC5367888.

45. Bu X, Kato J, Hong JA, Merino MJ, Schrump DS, Lund FE, et al. CD38 knockout suppresses tumorigenesis in mice and clonogenic growth of human lung cancer cells. Carcinogenesis. 2018;39(2):242-51. Epub 2017/12/12. doi: 10.1093/carcin/bgx137. PubMed PMID: 29228209; PubMed Central PMCID: PMCPMC5862338.

46. Liao S, Xiao S, Zhu G, Zheng D, He J, Pei Z, et al. CD38 is highly expressed and affects the PI3K/Akt signaling pathway in cervical cancer. Oncology reports. 2014;32(6):2703-9. Epub 2014/10/14. doi: 10.3892/or.2014.3537. PubMed PMID: 25310288.

47. Liao S, Xiao S, Chen H, Zhang M, Chen Z, Long Y, et al. CD38 enhances the proliferation and inhibits the apoptosis of cervical cancer cells by affecting the mitochondria functions. Molecular carcinogenesis. 2017;56(10):2245-57. Epub 2017/05/26. doi: 10.1002/mc.22677. PubMed PMID: 28544069.

48. van de Donk NW, Janmaat ML, Mutis T, Lammerts van Bueren JJ, Ahmadi T, Sasser AK, et al. Monoclonal antibodies targeting CD38 in hematological malignancies and beyond. Immunological reviews. 2016;270(1):95-112. Epub 2016/02/13. doi: 10.1111/imr.12389. PubMed PMID: 26864107; PubMed Central PMCID: PMCPMC4755228.

49. Chen L, Diao L, Yang Y, Yi X, Rodriguez BL, Li Y, et al. CD38-mediated immunosuppression as a mechanism of tumor cell escape from PD-1/PD-L1 blockade. Cancer Discovery. 2018:CD-17-1033. doi: 10.1158/2159-8290.CD-17-1033.

50. Manna A, Lewis-Tuffin LJ, Ailawadhi S, Chanan-Khan AA, Paulus A. Using anti-CD38 immunotherapy to enhance anti-tumor T-cell immunity in chronic lymphocytic leukemia (CLL). The Journal of Immunology. 2018;200(1 Supplement):58.17.

51. Xu W, Li JY, Wu YJ, Yu H, Shen QD, Tian T, et al. CD38 as a prognostic factor in Chinese patients with chronic lymphocytic leukaemia. Leukemia research. 2009;33(2):237-43. Epub 2008/08/05. doi: 10.1016/j.leukres.2008.06.026. PubMed PMID: 18674817.

52. Ying Z, Sandoval M, Beronja S. Oncogenic activation of PI3K induces progenitor cell differentiation to suppress epidermal growth. Nature cell biology. 2018;20(11):1256-66. Epub 2018/10/27. doi: 10.1038/s41556-018-0218-9. PubMed PMID: 30361695; PubMed Central PMCID: PMCPMC6291208.

53. Wang G, Bie F, Qu X, Yang X, Liu S, Wang Y, et al. Expression profiling of ubiquitin-related genes in LKB1 mutant lung adenocarcinoma. Sci Rep. 2018;8(1):13221. Epub 2018/09/07. doi: 10.1038/s41598-018-31592-2. PubMed PMID: 30185829; PubMed Central PMCID: PMCPMC6125361.

54. Amin EM, Liu Y, Deng S, Tan KS, Chudgar N, Mayo MW, et al. The RNA-editing enzyme ADAR promotes lung adenocarcinoma migration and invasion by stabilizing &lt;em&gt;FAK&lt;/em&gt. Science Signaling. 2017;10(497):eaah3941. doi: 10.1126/scisignal.aah3941.

55. Wu G, Ma Z, Hu W, Wang D, Gong B, Fan C, et al. Molecular insights of Gas6/TAM in cancer development and therapy. Cell Death &Amp; Disease. 2017;8:e2700. doi: 10.1038/cddis.2017.113.

56. Lee-Sherick AB, Eisenman KM, Sather S, McGranahan A, Armistead PM, McGary CS, et al. Aberrant Mer receptor tyrosine kinase expression contributes to leukemogenesis in acute myeloid leukemia. Oncogene. 2013;32(46):5359-68. Epub 2013/03/12. doi: 10.1038/onc.2013.40. PubMed PMID: 23474756; PubMed Central PMCID: PMCPMC3898106.

57. Whitman SP, Kohlschmidt J, Maharry K, Volinia S, Mrozek K, Nicolet D, et al. GAS6 expression identifies high-risk adult AML patients: potential implications for therapy. Leukemia. 2014;28(6):1252-8. Epub 2013/12/12. doi: 10.1038/leu.2013.371. PubMed PMID: 24326683; PubMed Central PMCID: PMCPMC4047202.

58. Akitake-Kawano R, Seno H, Nakatsuji M, Kimura Y, Nakanishi Y, Yoshioka T, et al. Inhibitory role of Gas6 in intestinal tumorigenesis. Carcinogenesis. 2013;34(7):1567-74. Epub 2013/02/23. doi: 10.1093/carcin/bgt069. PubMed PMID: 23430954.

59. Zou M, Zhang X, Xu C. IL6-induced metastasis modulators p-STAT3, MMP-2 and MMP-9 are targets of 3,3'-diindolylmethane in ovarian cancer cells. Cellular oncology (Dordrecht). 2016;39(1):47-57. Epub 2015/10/30. doi: 10.1007/s13402-015-0251-7. PubMed PMID: 26510945.

60. Wu X, Tao P, Zhou Q, Li J, Yu Z, Wang X, et al. IL-6 secreted by cancer-associated fibroblasts promotes epithelial-mesenchymal transition and metastasis of gastric cancer via JAK2/STAT3 signaling pathway. Oncotarget. 2017;8(13):20741-50. Epub 2017/02/12. doi: 10.18632/oncotarget.15119. PubMed PMID: 28186964; PubMed Central PMCID: PMCPMC5400541.

61. Burger R. Impact of interleukin-6 in hematological malignancies. Transfusion medicine and hemotherapy : offizielles Organ der Deutschen Gesellschaft fur Transfusionsmedizin und Immunhamatologie. 2013;40(5):336-43. Epub 2013/07/19. doi: 10.1159/000354194. PubMed PMID: 24273487.

62. Liang X, Lan C, Jiao G, Fu W, Long X, An Y, et al. Therapeutic inhibition of SGK1 suppresses colorectal cancer. Experimental &Amp; Molecular Medicine. 2017;49:e399. doi: 10.1038/emm.2017.184 <https://www.nature.com/articles/emm2017184#supplementary-information>.

63. Lehrer S, Rheinstein PH, Rosenzweig KE. Glioblastoma Multiforme: Fewer Tumor Copy Number Segments of the SGK1 Gene Are Associated with Poorer Survival. Cancer genomics & proteomics. 2018;15(4):273-8. Epub 2018/07/07. doi: 10.21873/cgp.20085. PubMed PMID: 29976632; PubMed Central PMCID: PMCPMC6070715.

64. Orlacchio A, Ranieri M, Brave M, Arciuch VA, Forde T, De Martino D, et al. SGK1 Is a Critical Component of an AKT-Independent Pathway Essential for PI3K-Mediated Tumor Development and Maintenance. Cancer Res. 2017;77(24):6914-26. Epub 2017/10/22. doi: 10.1158/0008-5472.Can-17-2105. PubMed PMID: 29055016; PubMed Central PMCID: PMCPMC5732884.

65. Tang Z, Shen Q, Xie H, Zhou Z, Shi G, Zhang C, et al. Serum and glucocorticoid-regulated kinase 1 (SGK1) is a predictor of poor prognosis in non-small cell lung cancer, and its dynamic pattern following treatment with SGK1 inhibitor and gamma-ray irradiation was elucidated. Oncology reports. 2018;39(3):1505-15. Epub 2018/01/13. doi: 10.3892/or.2018.6181. PubMed PMID: 29328462.

66. Eirew P, Steif A, Khattra J, Ha G, Yap D, Farahani H, et al. Dynamics of genomic clones in breast cancer patient xenografts at single-cell resolution. Nature. 2015;518(7539):422-6. Epub 2014/12/04. doi: 10.1038/nature13952. PubMed PMID: 25470049; PubMed Central PMCID: PMCPMC4864027.

67. Sahoo S, Brickley DR, Kocherginsky M, Conzen SD. Coordinate expression of the PI3-kinase downstream effectors serum and glucocorticoid-induced kinase (SGK-1) and Akt-1 in human breast cancer. European journal of cancer (Oxford, England : 1990). 2005;41(17):2754-9. Epub 2005/10/26. doi: 10.1016/j.ejca.2005.07.018. PubMed PMID: 16246546.

68. Zhao Y, Yu H, Hu W. The regulation of MDM2 oncogene and its impact on human cancers. Acta biochimica et biophysica Sinica. 2014;46(3):180-9. Epub 2014/01/03. doi: 10.1093/abbs/gmt147. PubMed PMID: 24389645.

69. Karni-Schmidt O, Lokshin M, Prives C. The Roles of MDM2 and MDMX in Cancer. Annual review of pathology. 2016;11:617-44. Epub 2016/03/30. doi: 10.1146/annurev-pathol-012414-040349. PubMed PMID: 27022975; PubMed Central PMCID: PMCPMC6028239.

70. Gilbert HS, Praloran V, Stanley ER. Increased circulating CSF-1 (M-CSF) in myeloproliferative disease: association with myeloid metaplasia and peripheral bone marrow extension. Blood. 1989;74(4):1231-4. Epub 1989/09/01. PubMed PMID: 2669997.

71. Thompson TW, Jackson BT, Li PJ, Wang J, Kim AB, Huang KTH, et al. Tumor-derived CSF-1 induces the NKG2D ligand RAE-1delta on tumor-infiltrating macrophages. eLife. 2018;7. Epub 2018/05/15. doi: 10.7554/eLife.32919. PubMed PMID: 29757143; PubMed Central PMCID: PMCPMC5991831.

72. Richardsen E, Uglehus RD, Johnsen SH, Busund LT. Macrophage-colony stimulating factor (CSF1) predicts breast cancer progression and mortality. Anticancer research. 2015;35(2):865-74. Epub 2015/02/11. PubMed PMID: 25667468.

73. Janowska-Wieczorek A, Belch AR, Jacobs A, Bowen D, Padua RA, Paietta E, et al. Increased circulating colony-stimulating factor-1 in patients with preleukemia, leukemia, and lymphoid malignancies. Blood. 1991;77(8):1796-803. Epub 1991/04/15. PubMed PMID: 2015402.

74. Compagno M, Lim WK, Grunn A, Nandula SV, Brahmachary M, Shen Q, et al. Mutations of multiple genes cause deregulation of NF-kappaB in diffuse large B-cell lymphoma. Nature. 2009;459(7247):717-21. Epub 2009/05/05. doi: 10.1038/nature07968. PubMed PMID: 19412164; PubMed Central PMCID: PMCPMC2973325.

75. Du Q, Zhang Y, Tian XX, Li Y, Fang WG. MAGE-D1 inhibits proliferation, migration and invasion of human breast cancer cells. Oncology reports. 2009;22(3):659-65. Epub 2009/07/30. PubMed PMID: 19639218.

76. Chu CS, Xue B, Tu C, Feng ZH, Shi YH, Miao Y, et al. NRAGE suppresses metastasis of melanoma and pancreatic cancer in vitro and in vivo. Cancer letters. 2007;250(2):268-75. Epub 2006/12/05. doi: 10.1016/j.canlet.2006.10.020. PubMed PMID: 17140727.

77. Zeng Z-l, Wu W-j, Yang J, Tang Z-j, Chen D-l, Qiu M-z, et al. Prognostic relevance of melanoma antigen D1 expression in colorectal carcinoma. Journal of translational medicine. 2012;10:181-. doi: 10.1186/1479-5876-10-181. PubMed PMID: 22935435.

78. Yuan P, Meng L, Wang N. SOX12 upregulation is associated with metastasis of hepatocellular carcinoma and increases CDK4 and IGF2BP1 expression. European review for medical and pharmacological sciences. 2017;21(17):3821-6. Epub 2017/10/05. PubMed PMID: 28975985.

79. Huang W, Chen Z, Shang X, Tian D, Wang D, Wu K, et al. Sox12, a direct target of FoxQ1, promotes hepatocellular carcinoma metastasis through up-regulating Twist1 and FGFBP1. Hepatology. 2015;61(6):1920-33. Epub 2015/02/24. doi: 10.1002/hep.27756. PubMed PMID: 25704764.

80. Wan H, Cai J, Chen F, Zhu J, Zhong J, Zhong H. SOX12: a novel potential target for acute myeloid leukaemia. Br J Haematol. 2017;176(3):421-30. Epub 2016/11/20. doi: 10.1111/bjh.14425. PubMed PMID: 27858992.

81. Feng S, Cao Z, Wang X. Role of aryl hydrocarbon receptor in cancer. Biochimica et biophysica acta. 2013;1836(2):197-210. Epub 2013/05/29. doi: 10.1016/j.bbcan.2013.05.001. PubMed PMID: 23711559.

82. Dietrich C, Kaina B. The aryl hydrocarbon receptor (AhR) in the regulation of cell-cell contact and tumor growth. Carcinogenesis. 2010;31(8):1319-28. Epub 2010/01/29. doi: 10.1093/carcin/bgq028. PubMed PMID: 20106901; PubMed Central PMCID: PMCPMC6276890.

83. Dhasarathy A, Phadke D, Mav D, Shah RR, Wade PA. The transcription factors Snail and Slug activate the transforming growth factor-beta signaling pathway in breast cancer. PLoS One. 2011;6(10):e26514. Epub 2011/10/27. doi: 10.1371/journal.pone.0026514. PubMed PMID: 22028892; PubMed Central PMCID: PMCPMC3197668.

84. Jin H, Yu Y, Zhang T, Zhou X, Zhou J, Jia L, et al. Snail is critical for tumor growth and metastasis of ovarian carcinoma. International journal of cancer. 2010;126(9):2102-11. Epub 2009/10/02. doi: 10.1002/ijc.24901. PubMed PMID: 19795442.

85. Deep G, Jain AK, Ramteke A, Ting H, Vijendra KC, Gangar SC, et al. SNAI1 is critical for the aggressiveness of prostate cancer cells with low E-cadherin. Mol Cancer. 2014;13:37. Epub 2014/02/26. doi: 10.1186/1476-4598-13-37. PubMed PMID: 24565133; PubMed Central PMCID: PMCPMC3937432.

86. Carmichael CL, Goossens S, Wang J, Nguyen T, Haigh K, Berx G, et al. The EMT Modulator SNAI1 Drives AML Development Via Its Interaction with the Chromatin Modulator LSD1. Blood. 2016;128(22):2688.

87. Pajcini KV, Xu L, Shao L, Petrovic J, Palasiewicz K, Ohtani Y, et al. MAFB enhances oncogenic Notch signaling in T cell acute lymphoblastic leukemia. Science Signaling. 2017;10(505):eaam6846. doi: 10.1126/scisignal.aam6846.

88. Yang W, Lan X, Li D, Li T, Lu S. MiR-223 targeting MAFB suppresses proliferation and migration of nasopharyngeal carcinoma cells. BMC cancer. 2015;15:461-. doi: 10.1186/s12885-015-1464-x. PubMed PMID: 26055874.

89. Murn J, Alibert O, Wu N, Tendil S, Gidrol X. Prostaglandin E2 regulates B cell proliferation through a candidate tumor suppressor, Ptger4. J Exp Med. 2008;205(13):3091-103. Epub 2008/12/17. doi: 10.1084/jem.20081163. PubMed PMID: 19075289; PubMed Central PMCID: PMCPMC2605229.

90. Heinrichs SKM, Hess T, Becker J, Hamann L, Vashist YK, Butterbach K, et al. Evidence for PTGER4, PSCA, and MBOAT7 as risk genes for gastric cancer on the genome and transcriptome level. Cancer medicine. 2018;7(10):5057-65. doi: 10.1002/cam4.1719. PubMed PMID: 30191681.

91. Hiken JF, McDonald JI, Decker KF, Sanchez C, Hoog J, VanderKraats ND, et al. Epigenetic activation of the prostaglandin receptor EP4 promotes resistance to endocrine therapy for breast cancer. Oncogene. 2017;36(16):2319-27. Epub 2016/11/22. doi: 10.1038/onc.2016.397. PubMed PMID: 27869171; PubMed Central PMCID: PMCPMC5398938.

92. Shin TH, Brynczka C, Dayyani F, Rivera MN, Sweetser DA. TLE4 regulation of wnt-mediated inflammation underlies its role as a tumor suppressor in myeloid leukemia. Leukemia research. 2016;48:46-56. Epub 2016/07/21. doi: 10.1016/j.leukres.2016.07.002. PubMed PMID: 27486062.

93. Mansouri L, Noerenberg D, Young E, Mylonas E, Abdulla M, Frick M, et al. Frequent NFKBIE deletions are associated with poor outcome in primary mediastinal B-cell lymphoma. Blood. 2016;128(23):2666-70. Epub 2016/09/28. doi: 10.1182/blood-2016-03-704528. PubMed PMID: 27670424.

94. Mansouri L, Sutton L-A, Ljungström V, Bondza S, Arngården L, Bhoi S, et al. Functional loss of IκBε leads to NF-κB deregulation in aggressive chronic lymphocytic leukemia. The Journal of Experimental Medicine. 2015;212(6):833. doi: 10.1084/jem.20142009.

95. Sun X, Huang S, Wang X, Zhang X, Wang X. CD300A promotes tumor progression by PECAM1, ADCY7 and AKT pathway in acute myeloid leukemia. Oncotarget. 2018;9(44):27574-84. doi: 10.18632/oncotarget.24164. PubMed PMID: 29938007.

96. Jiang L, Xu Y, Zeng X, Fang J, Morse HC, 3rd, Zhou JX. Suppression of CD300A inhibits the growth of diffuse large B-cell lymphoma. Oncotarget. 2015;6(31):31191-202. doi: 10.18632/oncotarget.5152. PubMed PMID: 26435477.

97. Tang Z, Cai H, Wang R, Cui Y. Overexpression of CD300A inhibits progression of NSCLC through downregulating Wnt/β-catenin pathway. OncoTargets and therapy. 2018;11:8875-83. doi: 10.2147/OTT.S185521. PubMed PMID: 30573974.

98. Melillo L, Cascavilla N, Lombardi G, Carotenuto M, Musto P. Prognostic relevance of serum beta 2-microglobulin in acute myeloid leukemia. Leukemia. 1992;6(10):1076-8. Epub 1992/10/01. PubMed PMID: 1405762.

99. Thomas DA, Brien S, Faderl S, Cortes J, Borthakur G, Burger JA, et al. Prognostic Significance of Beta-2 Microglobulin (B2M) in Adult Acute Lymphoblastic Leukemia (ALL). Blood. 2009;114(22):4679.

100. Kaur A, Sultan SHA, Murugaiah V, Pathan AA, Alhamlan FS, Karteris E, et al. Human C1q Induces Apoptosis in an Ovarian Cancer Cell Line via Tumor Necrosis Factor Pathway. Frontiers in immunology. 2016;7:599-. doi: 10.3389/fimmu.2016.00599. PubMed PMID: 28066412.

101. Hong Q, Sze CI, Lin SR, Lee MH, He RY, Schultz L, et al. Complement C1q activates tumor suppressor WWOX to induce apoptosis in prostate cancer cells. PLoS One. 2009;4(6):e5755. Epub 2009/06/02. doi: 10.1371/journal.pone.0005755. PubMed PMID: 19484134; PubMed Central PMCID: PMCPMC2685983.

102. Bandini S, Macagno M, Hysi A, Lanzardo S, Conti L, Bello A, et al. The non-inflammatory role of C1q during Her2/neu-driven mammary carcinogenesis. Oncoimmunology. 2016;5(12):e1253653-e. doi: 10.1080/2162402X.2016.1253653. PubMed PMID: 28123895.

103. Velloso FJ, Sogayar MC, Correa RG. Expression and in vitro assessment of tumorigenicity for NOD1 and NOD2 receptors in breast cancer cell lines. BMC research notes. 2018;11(1):222-. doi: 10.1186/s13104-018-3335-4. PubMed PMID: 29615116.

104. Chen GY, Shaw MH, Redondo G, Núñez G. The Innate Immune Receptor Nod1 Protects the Intestine from Inflammation-Induced Tumorigenesis. Cancer Research. 2008;68(24):10060. doi: 10.1158/0008-5472.CAN-08-2061.

105. Jin L, Liu W-R, Tian M-X, Jiang X-F, Wang H, Zhou P-Y, et al. CCL24 contributes to HCC malignancy via RhoB- VEGFA-VEGFR2 angiogenesis pathway and indicates poor prognosis. Oncotarget. 2016;8(3):5135-48. doi: 10.18632/oncotarget.14095. PubMed PMID: 28042950.

106. Cho H, Lim S-J, Won KY, Bae GE, Kim GY, Min JW, et al. Eosinophils in Colorectal Neoplasms Associated with Expression of CCL11 and CCL24. Journal of pathology and translational medicine. 2016;50(1):45-51. Epub 2015/12/14. doi: 10.4132/jptm.2015.10.16. PubMed PMID: 26657310.

107. Alderton GK. T cell opposition. Nature Reviews Cancer. 2011;11:232. doi: 10.1038/nrc3046.

108. Ke C, Ren Y, Lv L, Hu W, Zhou W. Association between CXCL16/CXCR6 expression and the clinicopathological features of patients with non-small cell lung cancer. Oncology letters. 2017;13(6):4661-8. Epub 2017/04/24. doi: 10.3892/ol.2017.6088. PubMed PMID: 28599467.

109. Darash-Yahana M, Gillespie J, Hewitt S, Chen Y-Y, Maeda S, Stein I, et al. CXCL16 and CXCR6 may promote inflammation-associated cancer growth through autocrine effects on cancer cells and paracrine effects on leukocytes. Cancer Research. 2007;67(9 Supplement):5122.

110. Yan T, Lin Z, Jiang J, Lu S, Chen M, Que H, et al. MMP14 regulates cell migration and invasion through epithelial-mesenchymal transition in nasopharyngeal carcinoma. American journal of translational research. 2015;7(5):950-8. PubMed PMID: 26175856.

111. Ling B, Watt K, Banerjee S, Newsted D, Truesdell P, Adams J, et al. A novel immunotherapy targeting MMP-14 limits hypoxia, immune suppression and metastasis in triple-negative breast cancer models. Oncotarget. 2017;8(35):58372-85. doi: 10.18632/oncotarget.17702. PubMed PMID: 28938563.

112. Cathcart JM, Banach A, Liu A, Chen J, Goligorsky M, Cao J. Interleukin-6 increases matrix metalloproteinase-14 (MMP-14) levels via down-regulation of p53 to drive cancer progression. Oncotarget. 2016;7(38):61107-20. doi: 10.18632/oncotarget.11243. PubMed PMID: 27531896.

113. Shirvaikar N, Jalili A, Mirza I, Ilnitsky S, Korol C, Larratt LM, et al. MMP-14 Mediates Migration of Acute Myelogenous Leukemia Cells. Blood. 2008;112(11):2943.

114. Tan X, Chen M. MYLK and MYL9 expression in non-small cell lung cancer identified by bioinformatics analysis of public expression data. Tumour biology : the journal of the International Society for Oncodevelopmental Biology and Medicine. 2014;35(12):12189-200. Epub 2014/09/03. doi: 10.1007/s13277-014-2527-3. PubMed PMID: 25179839.

115. Gurrapu S, Pupo E, Franzolin G, Lanzetti L, Tamagnone L. Sema4C/PlexinB2 signaling controls breast cancer cell growth, hormonal dependence and tumorigenic potential. Cell Death Differ. 2018;25(7):1259-75. Epub 2018/03/21. doi: 10.1038/s41418-018-0097-4. PubMed PMID: 29555978; PubMed Central PMCID: PMCPMC6030176.

116. Wei J-C, Yang J, Liu D, Wu M-F, Qiao L, Wang J-N, et al. Tumor-associated Lymphatic Endothelial Cells Promote Lymphatic Metastasis By Highly Expressing and Secreting SEMA4C. Clinical Cancer Research. 2017;23(1):214. doi: 10.1158/1078-0432.CCR-16-0741.

117. Xu XQ, Huang CM, Zhang YF, Chen L, Cheng H, Wang JM. S1PR1 mediates antiapoptotic/proproliferative processes in human acute myeloid leukemia cells. Molecular medicine reports. 2016;14(4):3369-75. Epub 2016/08/31. doi: 10.3892/mmr.2016.5629. PubMed PMID: 27572094.

118. Vrzalikova K, Ibrahim M, Vockerodt M, Perry T, Margielewska S, Lupino L, et al. S1PR1 drives a feedforward signalling loop to regulate BATF3 and the transcriptional programme of Hodgkin lymphoma cells. Leukemia. 2018;32(1):214-23. Epub 2017/09/08. doi: 10.1038/leu.2017.275. PubMed PMID: 28878352; PubMed Central PMCID: PMCPMC5737877.

119. Weichand B, Popp R, Dziumbla S, Mora J, Strack E, Elwakeel E, et al. S1PR1 on tumor-associated macrophages promotes lymphangiogenesis and metastasis via NLRP3/IL-1beta. J Exp Med. 2017;214(9):2695-713. Epub 2017/07/26. doi: 10.1084/jem.20160392. PubMed PMID: 28739604; PubMed Central PMCID: PMCPMC5584110.

120. Liu Y, Deng J, Wang L, Lee H, Armstrong B, Scuto A, et al. S1PR1 is an effective target to block STAT3 signaling in activated B cell-like diffuse large B-cell lymphoma. Blood. 2012;120(7):1458-65. doi: 10.1182/blood-2011-12-399030. PubMed PMID: 22745305.

121. Patrussi L, Capitani N, Martini V, Pizzi M, Trimarco V, Frezzato F, et al. Enhanced Chemokine Receptor Recycling and Impaired S1P1 Expression Promote Leukemic Cell Infiltration of Lymph Nodes in Chronic Lymphocytic Leukemia. Cancer Res. 2015;75(19):4153-63. Epub 2015/08/19. doi: 10.1158/0008-5472.Can-15-0986. PubMed PMID: 26282174.

122. Paprocka M, Bielawska-Pohl A, Rossowska J, Krawczenko A, Dus D, Kielbinski M, et al. MRP1 protein expression in leukemic stem cells as a negative prognostic marker in acute myeloid leukemia patients. European journal of haematology. 2017;99(5):415-22. Epub 2017/08/15. doi: 10.1111/ejh.12938. PubMed PMID: 28805931.

123. Guimaraes L, Rocha GDG, Queiroz RM, Martins CA, Takiya CM, Gattass CR. Pomolic acid induces apoptosis and inhibits multidrug resistance protein MRP1 and migration in glioblastoma cells. Oncology reports. 2017;38(4):2525-34. Epub 2017/08/30. doi: 10.3892/or.2017.5895. PubMed PMID: 28849227.

124. Liu H, Wu X, Huang J, Peng J, Guo L. miR-7 modulates chemoresistance of small cell lung cancer by repressing MRP1/ABCC1. International journal of experimental pathology. 2015;96(4):240-7. Epub 2015/06/26. doi: 10.1111/iep.12131. PubMed PMID: 26108539; PubMed Central PMCID: PMCPMC4561560.

125. Sedlakova I, Laco J, Caltova K, Cervinka M, Tosner J, Rezac A, et al. Clinical significance of the resistance proteins LRP, Pgp, MRP1, MRP3, and MRP5 in epithelial ovarian cancer. International journal of gynecological cancer : official journal of the International Gynecological Cancer Society. 2015;25(2):236-43. Epub 2015/01/17. doi: 10.1097/igc.0000000000000354. PubMed PMID: 25594141.

126. Abdallah EA, Fanelli MF, Souza ESV, Machado Netto MC, Gasparini Junior JL, Araujo DV, et al. MRP1 expression in CTCs confers resistance to irinotecan-based chemotherapy in metastatic colorectal cancer. International journal of cancer. 2016;139(4):890-8. Epub 2016/03/08. doi: 10.1002/ijc.30082. PubMed PMID: 26950035.

127. Tadmor T, Bejar J, Attias D, Mischenko E, Sabo E, Neufeld G, et al. The expression of lysyl-oxidase gene family members in myeloproliferative neoplasms. Am J Hematol. 2013;88(5):355-8. Epub 2013/03/16. doi: 10.1002/ajh.23409. PubMed PMID: 23494965.

128. Matsuura S, Mi R, Koupenova M, Eliades A, Patterson S, Toselli P, et al. Lysyl oxidase is associated with increased thrombosis and platelet reactivity. Blood. 2016;127(11):1493. doi: 10.1182/blood-2015-02-629667.

129. Shih YH, Chang KW, Chen MY, Yu CC, Lin DJ, Hsia SM, et al. Lysyl oxidase and enhancement of cell proliferation and angiogenesis in oral squamous cell carcinoma. Head & neck. 2013;35(2):250-6. Epub 2012/03/01. doi: 10.1002/hed.22959. PubMed PMID: 22367676.

130. Kirschmann DA, Seftor EA, Fong SF, Nieva DR, Sullivan CM, Edwards EM, et al. A molecular role for lysyl oxidase in breast cancer invasion. Cancer Res. 2002;62(15):4478-83. Epub 2002/08/03. PubMed PMID: 12154058.

131. Kaneda A, Wakazono K, Tsukamoto T, Watanabe N, Yagi Y, Tatematsu M, et al. Lysyl oxidase is a tumor suppressor gene inactivated by methylation and loss of heterozygosity in human gastric cancers. Cancer Res. 2004;64(18):6410-5. Epub 2004/09/18. doi: 10.1158/0008-5472.Can-04-1543. PubMed PMID: 15374948.

132. Bais MV, Ozdener GB, Sonenshein GE, Trackman PC. Effects of tumor-suppressor lysyl oxidase propeptide on prostate cancer xenograft growth and its direct interactions with DNA repair pathways. Oncogene. 2015;34(15):1928-37. Epub 2014/06/03. doi: 10.1038/onc.2014.147. PubMed PMID: 24882580; PubMed Central PMCID: PMCPMC4254378.

133. Zheng Y, Wang X, Wang H, Yan W, Zhang Q, Chang X. Expression of the lysyl oxidase propeptide in hepatocellular carcinoma and its clinical relevance. Oncology reports. 2014;31(4):1669-76. Epub 2014/02/28. doi: 10.3892/or.2014.3044. PubMed PMID: 24573150.

134. Xu X, Wang B, Xu Y. Expression of lysyl oxidase in human osteosarcoma and its clinical significance: a tumor suppressive role of LOX in human osteosarcoma cells. International journal of oncology. 2013;43(5):1578-86. Epub 2013/08/24. doi: 10.3892/ijo.2013.2067. PubMed PMID: 23970168.

135. Zhong M, Boseman ML, Millena AC, Khan SA. Oxytocin induces the migration of prostate cancer cells: involvement of the Gi-coupled signaling pathway. Molecular cancer research : MCR. 2010;8(8):1164-72. Epub 2010/07/27. doi: 10.1158/1541-7786.MCR-09-0329. PubMed PMID: 20663860.

136. Morita T, Shibata K, Kikkawa F, Kajiyama H, Ino K, Mizutani S. Oxytocin inhibits the progression of human ovarian carcinoma cells in vitro and in vivo. International journal of cancer. 2004;109(4):525-32. Epub 2004/03/03. doi: 10.1002/ijc.20017. PubMed PMID: 14991573.

137. Cassoni P, Sapino A, Papotti M, Bussolati G. Oxytocin and oxytocin-analogue F314 inhibit cell proliferation and tumor growth of rat and mouse mammary carcinomas. International journal of cancer. 1996;66(6):817-20. Epub 1996/06/11. doi: 10.1002/(sici)1097-0215(19960611)66:6<817::Aid-ijc18>3.0.Co;2-#. PubMed PMID: 8647655.

138. Cassoni P, Sapino A, Fortunati N, Munaron L, Chini B, Bussolati G. Oxytocin inhibits the proliferation of MDA-MB231 human breast-cancer cells via cyclic adenosine monophosphate and protein kinase A. International journal of cancer. 1997;72(2):340-4. Epub 1997/07/17. PubMed PMID: 9219843.

139. Benavente MA, Bianchi CP, Imperiale F, Aba MA. Antiproliferative Effects of Oxytocin and Desmopressin on Canine Mammary Cancer Cells. Frontiers in veterinary science. 2016;3:119. Epub 2017/01/14. doi: 10.3389/fvets.2016.00119. PubMed PMID: 28083539; PubMed Central PMCID: PMCPMC5183597.

140. Escudero-Esparza A, Martin TA, Davies ML, Jiang WG. PGF isoforms, PLGF-1 and PGF-2, in colorectal cancer and the prognostic significance. Cancer genomics & proteomics. 2009;6(4):239-46. Epub 2009/08/07. PubMed PMID: 19657001.

141. Ikai T, Miwa H, Shikami M, Hiramatsu A, Tajima E, Yamamoto H, et al. Placenta growth factor stimulates the growth of Philadelphia chromosome positive acute lymphoblastic leukemia cells by both autocrine and paracrine pathways. European journal of haematology. 2005;75(4):273-9. Epub 2005/09/09. doi: 10.1111/j.1600-0609.2005.00505.x. PubMed PMID: 16146532.

142. Parr C, Watkins G, Boulton M, Cai J, Jiang WG. Placenta growth factor is over-expressed and has prognostic value in human breast cancer. European journal of cancer (Oxford, England : 1990). 2005;41(18):2819-27. Epub 2005/11/09. doi: 10.1016/j.ejca.2005.07.022. PubMed PMID: 16275058.

143. Raymond A, Liu B, Liang H, Wei C, Guindani M, Lu Y, et al. A role for BMP-induced homeobox gene MIXL1 in acute myelogenous leukemia and identification of type I BMP receptor as a potential target for therapy. Oncotarget. 2014;5(24):12675-93. doi: 10.18632/oncotarget.2564. PubMed PMID: 25544748.

144. Drakos E, Rassidakis GZ, Leventaki V, Guo W, Medeiros LJ, Nagarajan L. Differential expression of the human MIXL1 gene product in non-Hodgkin and Hodgkin lymphomas. Human pathology. 2007;38(3):500-7. Epub 2007/02/17. doi: 10.1016/j.humpath.2006.09.020. PubMed PMID: 17303500.

145. Zudaire E, Martinez A, Cuttitta F. Adrenomedullin and cancer. Regulatory peptides. 2003;112(1-3):175-83. Epub 2003/04/02. PubMed PMID: 12667640.

146. Di Liddo R, Bridi D, Gottardi M, De Angeli S, Grandi C, Tasso A, et al. Adrenomedullin in the growth modulation and differentiation of acute myeloid leukemia cells. International journal of oncology. 2016;48(4):1659-69. Epub 2016/02/06. doi: 10.3892/ijo.2016.3370. PubMed PMID: 26847772.

147. Smollich M, Gotte M, Yip GW, Yong ES, Kersting C, Fischgrabe J, et al. On the role of endothelin-converting enzyme-1 (ECE-1) and neprilysin in human breast cancer. Breast cancer research and treatment. 2007;106(3):361-9. Epub 2007/02/14. doi: 10.1007/s10549-007-9516-9. PubMed PMID: 17295044.

148. Rayhman O, Klipper E, Muller L, Davidson B, Reich R, Meidan R. Small Interfering RNA Molecules Targeting Endothelin-Converting Enzyme-1 Inhibit Endothelin-1 Synthesis and the Invasive Phenotype of Ovarian Carcinoma Cells. Cancer Research. 2008;68(22):9265. doi: 10.1158/0008-5472.CAN-08-2093.

149. Hodson DJ, Janas ML, Galloway A, Bell SE, Andrews S, Li CM, et al. Deletion of the RNA-binding proteins ZFP36L1 and ZFP36L2 leads to perturbed thymic development and T lymphoblastic leukemia. Nat Immunol. 2010;11(8):717-24. Epub 2010/07/14. doi: 10.1038/ni.1901. PubMed PMID: 20622884; PubMed Central PMCID: PMCPMC2953641.

150. Chen MT, Dong L, Zhang XH, Yin XL, Ning HM, Shen C, et al. ZFP36L1 promotes monocyte/macrophage differentiation by repressing CDK6. Sci Rep. 2015;5:16229. Epub 2015/11/07. doi: 10.1038/srep16229. PubMed PMID: 26542173; PubMed Central PMCID: PMCPMC4635361.

151. Zekavati A, Nasir A, Alcaraz A, Aldrovandi M, Marsh P, Norton JD, et al. Post-transcriptional regulation of BCL2 mRNA by the RNA-binding protein ZFP36L1 in malignant B cells. PLoS One. 2014;9(7):e102625. Epub 2014/07/12. doi: 10.1371/journal.pone.0102625. PubMed PMID: 25014217; PubMed Central PMCID: PMCPMC4094554.

152. Loh XY, Ding LW, Koeffler HP. Abstract 4494: Tumor suppressive role of ZFP36L1 by suppressing HIF1α and Cyclin D1 in bladder and breast cancer. Cancer Research. 2017;77(13 Supplement):4494. doi: 10.1158/1538-7445.AM2017-4494.

153. Suk F-M, Chang C-C, Lin R-J, Lin S-Y, Chen Y-T, Liang Y-C. MCPIP3 as a Potential Metastasis Suppressor Gene in Human Colorectal Cancer. International journal of molecular sciences. 2018;19(5):1350. doi: 10.3390/ijms19051350. PubMed PMID: 29751537.

154. Wang Y, He D, Yang L, Wen B, Dai J, Zhang Q, et al. TRIM26 functions as a novel tumor suppressor of hepatocellular carcinoma and its downregulation contributes to worse prognosis. Biochem Biophys Res Commun. 2015;463(3):458-65. Epub 2015/06/06. doi: 10.1016/j.bbrc.2015.05.117. PubMed PMID: 26043685.

155. Yi J, Huang D, Li X, Jiang G, Dong J, Liu Y. TRIM26 acts as a tumor suppressor in non-small-cell lung cancer2016. 6385-90 p.

156. Liu W, Wei H, Gao Z, Chen G, Liu Y, Gao X, et al. COL5A1 may contribute the metastasis of lung adenocarcinoma. Gene. 2018;665:57-66. Epub 2018/04/28. doi: 10.1016/j.gene.2018.04.066. PubMed PMID: 29702185.

157. Ren W, Zhang Y, Zhang L, Lin Q, Zhang J, Xu G. Overexpression of collagen type V alpha1 chain in human breast invasive ductal carcinoma is mediated by TGF-beta1. International journal of oncology. 2018. Epub 2018/03/24. doi: 10.3892/ijo.2018.4317. PubMed PMID: 29568948.

158. Wang J, Yang L, Liang F, Chen Y, Yang G. Integrin alpha x stimulates cancer angiogenesis through PI3K/Akt signaling-mediated VEGFR2/VEGF-A overexpression in blood vessel endothelial cells: WANG et al2018.

159. Williams KA, Lee M, Hu Y, Andreas J, Patel SJ, Zhang S, et al. A systems genetics approach identifies CXCL14, ITGAX, and LPCAT2 as novel aggressive prostate cancer susceptibility genes. PLoS genetics. 2014;10(11):e1004809-e. doi: 10.1371/journal.pgen.1004809. PubMed PMID: 25411967.

160. Wragg JW, Finnity JP, Anderson JA, Ferguson HJM, Porfiri E, Bhatt RI, et al. MCAM and LAMA4 Are Highly Enriched in Tumor Blood Vessels of Renal Cell Carcinoma and Predict Patient Outcome. Cancer research. 2016;76(8):2314-26. Epub 2016/02/26. doi: 10.1158/0008-5472.CAN-15-1364. PubMed PMID: 26921326.

161. Yang ZX, Zhang B, Wei J, Jiang GQ, Wu YL, Leng BJ, et al. MiR-539 inhibits proliferation and migration of triple-negative breast cancer cells by down-regulating LAMA4 expression. Cancer cell international. 2018;18:16. Epub 2018/02/13. doi: 10.1186/s12935-018-0512-4. PubMed PMID: 29434522; PubMed Central PMCID: PMCPMC5791727.

162. Wang X, Hou Q, Zhou X. LAMA4 expression is activated by zinc finger Eboxbinding homeobox 1 and independently predicts poor overall survival in gastric cancer. Oncology reports. 2018;40(3):1725-33. Epub 2018/07/18. doi: 10.3892/or.2018.6564. PubMed PMID: 30015861.

163. Wu N, Kurosu T, Oshikawa G, Nagao T, Miura O. PECAM-1 is involved in BCR/ABL signaling and may downregulate imatinib-induced apoptosis of Philadelphia chromosome-positive leukemia cells. International journal of oncology. 2013;42(2):419-28. Epub 2012/12/13. doi: 10.3892/ijo.2012.1729. PubMed PMID: 23233201; PubMed Central PMCID: PMCPMC3583636.

164. Ploeger C, Waldburger N, Fraas A, Goeppert B, Pusch S, Breuhahn K, et al. Chromosome 8p tumor suppressor genes SH2D4A and SORBS3 cooperate to inhibit interleukin-6 signaling in hepatocellular carcinoma. Hepatology. 2016;64(3):828-42. Epub 2016/06/18. doi: 10.1002/hep.28684. PubMed PMID: 27311882; PubMed Central PMCID: PMCPMC5098049.

165. Caspi M, Perry G, Skalka N, Meisel S, Firsow A, Amit M, et al. Aldolase positively regulates of the canonical Wnt signaling pathway. Molecular cancer. 2014;13:164-. doi: 10.1186/1476-4598-13-164. PubMed PMID: 24993527.

166. Mullican SE, Zhang S, Konopleva M, Ruvolo V, Andreeff M, Milbrandt J, et al. Abrogation of nuclear receptors Nr4a3 and Nr4a1 leads to development of acute myeloid leukemia. Nat Med. 2007;13(6):730-5. Epub 2007/05/23. doi: 10.1038/nm1579. PubMed PMID: 17515897.

167. Ramirez-Herrick AM, Mullican SE, Sheehan AM, Conneely OM. Reduced NR4A gene dosage leads to mixed myelodysplastic/myeloproliferative neoplasms in mice. Blood. 2011;117(9):2681-90. Epub 2011/01/06. doi: 10.1182/blood-2010-02-267906. PubMed PMID: 21205929; PubMed Central PMCID: PMCPMC3062356.

168. Wenzl K, Troppan K, Neumeister P, Deutsch AJ. The nuclear orphan receptor NR4A1 and NR4A3 as tumor suppressors in hematologic neoplasms. Current drug targets. 2015;16(1):38-46. Epub 2014/11/21. PubMed PMID: 25410408.

169. Deutsch AJ, Rinner B, Wenzl K, Pichler M, Troppan K, Steinbauer E, et al. NR4A1-mediated apoptosis suppresses lymphomagenesis and is associated with a favorable cancer-specific survival in patients with aggressive B-cell lymphomas. Blood. 2014;123(15):2367-77. Epub 2014/02/21. doi: 10.1182/blood-2013-08-518878. PubMed PMID: 24553175.

170. Wu H, Bi J, Peng Y, Huo L, Yu X, Yang Z, et al. Nuclear receptor NR4A1 is a tumor suppressor down-regulated in triple-negative breast cancer. Oncotarget. 2017;8(33):54364-77. doi: 10.18632/oncotarget.17532. PubMed PMID: 28903348.

171. Yan H, Xiao F, Zou J, Qiu C, Sun W, Gu M, et al. NR4A1-induced increase in the sensitivity of a human gastric cancer line to TNFα-mediated apoptosis is associated with the inhibition of JNK/Parkin-dependent mitophagy. International journal of oncology. 2017;52(2):367-78. doi: 10.3892/ijo.2017.4216. PubMed PMID: 29207128.

172. Zhu B, Yang J-R, Jia Y, Zhang P, Shen L, Li X-L, et al. Overexpression of NR4A1 is associated with tumor recurrence and poor survival in non-small-cell lung carcinoma. Oncotarget. 2017;8(69):113977-86. doi: 10.18632/oncotarget.23048. PubMed PMID: 29371962.

173. Feng M, Yao G, Yu H, Qing Y, Wang K. Tumor apelin, not serum apelin, is associated with the clinical features and prognosis of gastric cancer. BMC Cancer. 2016;16(1):794. Epub 2016/10/14. doi: 10.1186/s12885-016-2815-y. PubMed PMID: 27733135; PubMed Central PMCID: PMCPMC5062883.

174. Berta J, Hoda MA, Laszlo V, Rozsas A, Garay T, Torok S, et al. Apelin promotes lymphangiogenesis and lymph node metastasis. Oncotarget. 2014;5(12):4426-37. doi: 10.18632/oncotarget.2032. PubMed PMID: 24962866.

175. Yu S-T, Zhong Q, Chen R-H, Han P, Li S-B, Zhang H, et al. CRLF1 promotes malignant phenotypes of papillary thyroid carcinoma by activating the MAPK/ERK and PI3K/AKT pathways. Cell death & disease. 2018;9(3):371-. doi: 10.1038/s41419-018-0352-0. PubMed PMID: 29515111.

176. Huusko P, Ponciano-Jackson D, Wolf M, Kiefer JA, Azorsa DO, Tuzmen S, et al. Nonsense-mediated decay microarray analysis identifies mutations of EPHB2 in human prostate cancer. Nat Genet. 2004;36(9):979-83. Epub 2004/08/10. doi: 10.1038/ng1408. PubMed PMID: 15300251.

177. Jubb AM, Zhong F, Bheddah S, Grabsch HI, Frantz GD, Mueller W, et al. EphB2 is a prognostic factor in colorectal cancer. Clin Cancer Res. 2005;11(14):5181-7. Epub 2005/07/22. doi: 10.1158/1078-0432.Ccr-05-0143. PubMed PMID: 16033834.

178. Guo DL, Zhang J, Yuen ST, Tsui WY, Chan AS, Ho C, et al. Reduced expression of EphB2 that parallels invasion and metastasis in colorectal tumours. Carcinogenesis. 2006;27(3):454-64. Epub 2005/11/08. doi: 10.1093/carcin/bgi259. PubMed PMID: 16272170.

179. Gao Q, Liu W, Cai J, Li M, Gao Y, Lin W, et al. EphB2 promotes cervical cancer progression by inducing epithelial-mesenchymal transition2014. 372-81 p.

180. Jang I, Jeon BT, Jeong EA, Kim E-J, Kang D, Lee JS, et al. Pak1/LIMK1/Cofilin Pathway Contributes to Tumor Migration and Invasion in Human Non-Small Cell Lung Carcinomas and Cell Lines. The Korean journal of physiology & pharmacology : official journal of the Korean Physiological Society and the Korean Society of Pharmacology. 2012;16(3):159-65. Epub 2012/06/26. doi: 10.4196/kjpp.2012.16.3.159. PubMed PMID: 22802696.

181. Vlecken DH, Bagowski CP. LIMK1 and LIMK2 are important for metastatic behavior and tumor cell-induced angiogenesis of pancreatic cancer cells. Zebrafish. 2009;6(4):433-9. Epub 2010/01/06. doi: 10.1089/zeb.2009.0602. PubMed PMID: 20047470.

182. You T, Gao W, Wei J, Jin X, Zhao Z, Wang C, et al. Overexpression of LIMK1 promotes tumor growth and metastasis in gastric cancer. Biomed Pharmacother. 2015;69:96-101. doi: 10.1016/j.biopha.2014.11.011. PubMed PMID: 25661344.

183. Zhang Y, Li A, Shi J, Fang Y, Gu C, Cai J, et al. Imbalanced LIMK1 and LIMK2 expression leads to human colorectal cancer progression and metastasis via promoting β-catenin nuclear translocation. Cell Death & Disease. 2018;9(7):749. doi: 10.1038/s41419-018-0766-8.

184. Su J, Zhou Y, Pan Z, Shi L, Yang J, Liao A, et al. Downregulation of LIMK1-ADF/cofilin by DADS inhibits the migration and invasion of colon cancer. Scientific reports. 2017;7:45624-. doi: 10.1038/srep45624. PubMed PMID: 28358024.

185. Pandey R, Mali R, Chatterjee A, Paublant F, Prudent R, Lafanechere L, et al. Role of LIM Kinase in Oncogenic Signaling from FLT3 and KIT Receptors and Its Targeting in Myeloid Leukemia. Blood. 2015;126(23):1257.

186. Antonipillai J, Francis S. Inhibition of LIM kinase inhibits cancer growth2018.

187. Daulat AM, Bertucci F, Audebert S, Serge A, Finetti P, Josselin E, et al. PRICKLE1 Contributes to Cancer Cell Dissemination through Its Interaction with mTORC2. Dev Cell. 2016;37(4):311-25. Epub 2016/05/18. doi: 10.1016/j.devcel.2016.04.011. PubMed PMID: 27184734.

188. Nicke B, Bastien J, Khanna SJ, Warne PH, Cowling V, Cook SJ, et al. Involvement of MINK, a Ste20 Family Kinase, in Ras Oncogene-Induced Growth Arrest in Human Ovarian Surface Epithelial Cells. Molecular Cell. 2005;20(5):673-85. doi: <https://doi.org/10.1016/j.molcel.2005.10.038>.

189. Semenas J, Hedblom A, Miftakhova RR, Sarwar M, Larsson R, Shcherbina L, et al. The role of PI3K/AKT-related PIP5K1α and the discovery of its selective inhibitor for treatment of advanced prostate cancer. Proceedings of the National Academy of Sciences. 2014;111(35):E3689. doi: 10.1073/pnas.1405801111.

190. Sarwar M, Syed Khaja AS, Aleskandarany M, Karlsson R, Althobiti M, Ødum N, et al. The role of PIP5K1α/pAKT and targeted inhibition of growth of subtypes of breast cancer using PIP5K1α inhibitor. Oncogene. 2018. doi: 10.1038/s41388-018-0438-2.

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S8 Table

**Table S8**. Tumor suppressors and oncogenes included in the list of the 21 genes characterized by the ‘desensitize effect’ (see Fig 2B).

| Protein | Details if needed | Tumor suppressor | Oncogene | Tissus |
| --- | --- | --- | --- | --- |
| LRIG1 |  | X |  | Malignant glioma [1], duodenal adenomas [2], breast cancer [3], EGFR-mutant NSCLC [4] |
| NRARP |  |  | X | Thyroid cancer [5]; breast cancer [6], NSCLC [7] |
| PRDM16 | short isoform |  | X | Prostate cancer [8], AML [9] |
|  | long isoform | X |  | Renal cell carcinoma [10], MLL-AF9 Leukemic Transformation [11] |
| PADI-2 |  |  | X | Prostate cancer [12], breast cancer [13], skin neoplasia [14], multiple myeloma [15] |
| GPR37 |  |  | X | Gastric cancer [16], multiple myeloma [17] |
|  |  | X |  | Hepatocellular carcinoma [18] |
| NKAPL |  | X |  | Hepatocellular carcinoma [19] |
| B4GALNT3 |  | X |  | Neuroblastoma [20] |
|  |  |  | X | Colorectal cancer [21], papillary thyroid carcinoma [22] |

**REFERENCES:**

1. Mao F, Holmlund C, Faraz M, Wang W, Bergenheim T, Kvarnbrink S, et al. Lrig1 is a haploinsufficient tumor suppressor gene in malignant glioma. Oncogenesis. 2018;7(2):13-. doi: 10.1038/s41389-017-0012-8. PubMed PMID: 29391393.

2. Powell AE, Wang Y, Li Y, Poulin EJ, Means AL, Washington MK, et al. The pan-ErbB negative regulator Lrig1 is an intestinal stem cell marker that functions as a tumor suppressor. Cell. 2012;149(1):146-58. Epub 2012/04/03. doi: 10.1016/j.cell.2012.02.042. PubMed PMID: 22464327; PubMed Central PMCID: PMCPMC3563328.

3. Krig SR, Frietze S, Simion C, Miller JK, Fry WHD, Rafidi H, et al. Lrig1 Is an Estrogen-Regulated Growth Suppressor and Correlates with Longer Relapse-Free Survival in ERα-Positive Breast Cancer. Molecular Cancer Research. 2011;9(10):1406. doi: 10.1158/1541-7786.MCR-11-0227.

4. Torigoe H, Yamamoto H, Sakaguchi M, Youyi C, Namba K, Sato H, et al. Tumor-suppressive effect of LRIG1, a negative regulator of ErbB, in non-small cell lung cancer harboring mutant EGFR. Carcinogenesis. 2018;39(5):719-27. Epub 2018/03/17. doi: 10.1093/carcin/bgy044. PubMed PMID: 29546323.

5. Chu BF, Qin YY, Zhang SL, Quan ZW, Zhang MD, Bi JW. Downregulation of Notch-regulated Ankyrin Repeat Protein Exerts Antitumor Activities against Growth of Thyroid Cancer. Chinese medical journal. 2016;129(13):1544-52. Epub 2016/07/02. doi: 10.4103/0366-6999.184465. PubMed PMID: 27364790; PubMed Central PMCID: PMCPMC4931260.

6. Imaoka T, Okutani T, Daino K, Iizuka D, Nishimura M, Shimada Y. Overexpression of NOTCH-regulated ankyrin repeat protein is associated with breast cancer cell proliferation. Anticancer research. 2014;34(5):2165-71. Epub 2014/04/30. PubMed PMID: 24778018.

7. Liao Y, Chen J, Ma J, Mao Q, Wei R, Zheng J. Notch-regulated ankyrin-repeat protein is a novel tissue biomarker that predicts poor prognosis in non-small cell lung cancer. Oncology letters. 2018;16(2):1885-91. Epub 2018/05/30. doi: 10.3892/ol.2018.8826. PubMed PMID: 30008880.

8. Zhu S, Xu Y, Song M, Chen G, Wang H, Zhao Y, et al. PRDM16 is associated with evasion of apoptosis by prostatic cancer cells according to RNA interference screening. Molecular medicine reports. 2016;14(4):3357-61. Epub 2016/08/12. doi: 10.3892/mmr.2016.5605. PubMed PMID: 27511603.

9. Yamato G, Yamaguchi H, Handa H, Shiba N, Kawamura M, Wakita S, et al. Clinical features and prognostic impact of PRDM16 expression in adult acute myeloid leukemia. 2017;56(11):800-9. doi: doi:10.1002/gcc.22483.

10. Kundu A, Kho E-Y, Shelar SB, Nam H, Brinkley G, Darshan S, et al. Abstract 4483: Functional implications of &lt;em&gt;PRDM16&lt;/em&gt; loss in kidney cancer. Cancer Research. 2018;78(13 Supplement):4483. doi: 10.1158/1538-7445.AM2018-4483.

11. Zhou B, Wang J, Lee SY, Xiong J, Bhanu N, Guo Q, et al. PRDM16 Suppresses MLL1r Leukemia via Intrinsic Histone Methyltransferase Activity. Molecular cell. 2016;62(2):222-36. Epub 2016/04/14. doi: 10.1016/j.molcel.2016.03.010. PubMed PMID: 27151440.

12. Wang L, Song G, Zhang X, Feng T, Pan J, Chen W, et al. PADI2-Mediated Citrullination Promotes Prostate Cancer Progression. Cancer Res. 2017;77(21):5755-68. Epub 2017/08/19. doi: 10.1158/0008-5472.Can-17-0150. PubMed PMID: 28819028.

13. McElwee J, Mohanan S, Griffith O, Breuer H, Anguish L, Cherrington B, et al. Identification of PADI2 as a potential breast cancer biomarker and therapeutic target2012. 500 p.

14. McElwee JL, Mohanan S, Horibata S, Sams KL, Anguish LJ, McLean D, et al. PAD2 overexpression in transgenic mice promotes spontaneous skin neoplasia. Cancer Res. 2014;74(21):6306-17. Epub 2014/09/13. doi: 10.1158/0008-5472.Can-14-0749. PubMed PMID: 25213324.

15. McNee G, Eales KL, Wei W, Williams DS, Barkhuizen A, Bartlett DB, et al. Citrullination of histone H3 drives IL-6 production by bone marrow mesenchymal stem cells in MGUS and multiple myeloma. Leukemia. 2016;31:373. doi: 10.1038/leu.2016.187

<https://www.nature.com/articles/leu2016187#supplementary-information>.

16. Wang H, Hu L, Zang M, Zhang B, Duan Y, Fan Z, et al. REG4 promotes peritoneal metastasis of gastric cancer through GPR37. Oncotarget. 2016;7(19):27874-88. doi: 10.18632/oncotarget.8442. PubMed PMID: 27036049.

17. Huang X, Wang Y, Nan X, He S, Xu X, Zhu X, et al. The role of the orphan G protein-coupled receptor 37 (GPR37) in multiple myeloma cells2013.

18. Liu F, Zhu C, Huang X, Cai J, Wang H, Wang X, et al. A low level of GPR37 is associated with human hepatocellular carcinoma progression and poor patient survival. Pathology, research and practice. 2014;210(12):885-92. Epub 2014/08/30. doi: 10.1016/j.prp.2014.07.011. PubMed PMID: 25169131.

19. Ng PKS, Lau CPY, Lam EKY, Li SSK, Lui VWY, Yeo W, et al. Hypermethylation of NF-κB-Activating Protein-Like (NKAPL) Promoter in Hepatocellular Carcinoma Suppresses Its Expression and Predicts a Poor Prognosis. Dig Dis Sci. 2018;63(3):676-86. doi: 10.1007/s10620-018-4929-3. PubMed PMID: 29353445.

20. Hsu W-M, Che M-I, Liao Y-F, Chang H-H, Chen C-H, Huang Y-M, et al. B4GALNT3 expression predicts a favorable prognosis and suppresses cell migration and invasion via β₁ integrin signaling in neuroblastoma. The American journal of pathology. 2011;179(3):1394-404. doi: 10.1016/j.ajpath.2011.05.025. PubMed PMID: 21741930.

21. Che M-I, Huang J, Hung J-S, Lin Y-C, Huang M-J, Lai H-S, et al. β1, 4-N-acetylgalactosaminyltransferase III modulates cancer stemness through EGFR signaling pathway in colon cancer cells. Oncotarget. 2014;5(11):3673-84. doi: 10.18632/oncotarget.1981. PubMed PMID: 25003232.

22. Costa V, Esposito R, Ziviello C, Sepe R, Bim LV, Cacciola NA, et al. New somatic mutations and WNK1-B4GALNT3 gene fusion in papillary thyroid carcinoma. Oncotarget. 2015;6(13):11242-51. Epub 2015/03/25. doi: 10.18632/oncotarget.3593. PubMed PMID: 25803323; PubMed Central PMCID: PMCPMC4484453.

# Supplementary material for: IKAROS is required for the measured response of NOTCH target genes upon external NOTCH signaling
**Source:** PLoS Genet. 2021 Mar 26;17(3):e1009478. doi: 10.1371/journal.pgen.1009478
**Supplement:** S9 Table

**Table S9**. List of the 223 genes characterized by the ‘additive effect’ (see Fig 2A).

| Smtnl2 | Serinc2 | S1pr1 | Gm6548 | Mnda | Entpd1 |
| --- | --- | --- | --- | --- | --- |
| Mocs1 | Rasgef1b | Gm15471 | Cdc42ep2 | Gbp9 | Efnb3 |
| Ttc23 | Tmem27 | H2-Q2 | AC142191.1 | Ephb2 | Csf1 |
| Slc25a44 | Adamts3 | Atp1b2 | C1ra | Deptor | Usp42 |
| Myo15 | Pisd-ps2 | B2m | Sh3rf1 | Trim26 | Adora3 |
| Cdh5 | Serpinb6a | Aqp9 | Clec2d | Disp2 | Adar |
| Fam65c | Aldh1a3 | Mixl1 | Ahr | Tor1aip1 | AC155814.1 |
| Cd97 | Hexim2 | Arf4 | Irf9 | Gas6 | C1qc |
| Gpr124 | Gltp | Slc5a3 | Gm11837 | Ccbe1 | Dlc1 |
| Fam160a1 | Itgax | 1700012L04Rik | Dcaf11 | 4930563E22Rik | Nudt13 |
| Maged1 | Ccl24 | Tmem86a | Psme2 | Tgif1 | Apln |
| Ap5s1 | Gm7592 | Luzp1 | AC124336.1 | Gapdh | Ankfy1 |
| Abcc1 | Mfap3l | Mdm2 | Ifi35 | Mcpt4 | Zfp334 |
| Ptger4 | Serpina3h | Zfp446 | Rnf31 | Snora28 | Kcnj12 |
| Dync1h1 | Wdr19 | C1qa | Nr4a1 | Smad6 | Mpzl3 |
| Mmp14 | Slc26a2 | Eif2ak2 | Tgfb1i1 | C920025E04Rik | Lama4 |
| Cox6b2 | Mink1 | Adra2b | Psme2b-ps | 9130020K20Rik | Spata31d1d |
| H2-M2 | Suv420h2 | Cd38 | Cdkn1a | Oxtr | Gm10651 |
| Mylk | Snai1 | AC164093.1 | Tnks1bp1 | AC154274.1 | H2-T24 |
| Glt28d2 | Med12l | Vps33b | Chd3 | Soga1 | Gm15920 |
| Ecm1 | Traf5 | AW011738 | Cdhr4 | Limk1 | Axl |
| Dnahc1 | Zfp595 | AC162692.1 | Npl | 2310042D19Rik | Doc2g |
| Mafb | Wdr91 | Zfp953 | Sorbs3 | Mustn1 | Pilra |
| Tmem47 | Itga5 | Cxcl16 | Zfp58 | Zfp112 | Sema4c |
| Pdzk1ip1 | Mtcp1 | Gm12522 | Kctd20 | Serpinb9 | Trim12c |
| Radil | Pip5k1a | Ak1 | Tnfrsf23 | Sytl5 | Aspa |
| Mmp13 | Ms4a7 | Pmepa1 | Hyal1 | Gm14005 | 4933433C11Rik |
| Chd5 | Nudt8 | Crtc1 | Cd300a | Notch3 | Zcchc2 |
| Sept1 | Pecam1 | Sgk1 | Col1a2 | Cdc34-ps | Pnpt1 |
| Tp53 | Ptk2b | C130050O18Rik | Cc2d2a | Pgf | Il6 |
| Ece1 | Acacb | St5 | Stac2 | Nod1 | Phf11c |
| Zfp36l1 | Cdc42ep5 | Tgif2 | AI606181 | Lox | Nsmaf |
| Sox12 | D630023F18Rik | Gpatch11 | Rbfox2 | Fam118b | A730061H03Rik |
| Fyco1 | Crlf1 | Aldoc | Nfkbie | Lair1 | Cd4 |
| Tenc1 | Lbh | Ogfr | Stxbp1 | Gm3695 | Zfp101 |
| Pls3 | Ly6c1 | Pyroxd2 | Il17rc | Ggt5 | 9830147E19Rik |
| Adm | Dzip1l | Col5a1 | Ppa1 | Gm13086 | A730011C13Rik |
| B230307C23Rik |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

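RNA-seq of Ter119+ cells sorted from e14.5 fetal liver cells after 48 h of co-culture was analysed in 12 libraries, 3 each of Ik WT/OP9, Ik WT/OP9-DL1, Ik Null/OP9 and Ik Null/OP9-DL1. The sort is described in the paper, while the sample labels describe isolation of the cells through a filter. According to the authors, reads from the HiSeq2000 were aligned without trimming to GRCm38/mm10 with TopHat and counted per gene with htseq-count, and the submitters' processing notes name CASAVA 1.8, TopHat2 2.0.9, HTSeq 0.5.3 and DESeq2 1.0.19. The strand setting and the annotation release are not given in the sources used here.

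The signal values of the series table are counts per gene that the authors divided by a size factor per library (median ratio to the geometric mean per gene). The group signal values in the tables of comparisons are means of these over 3 libraries, as deposited by the authors. The log2 fold changes as deposited were fitted by the authors with DESeq2 and are moderated. The score deposited by the authors beside each of them is its standard error from the same DESeq2 fit. The p-values and FDR-adjusted p-values as deposited come from the authors' DESeq2 test. The table holds 38250 genes, of which 36345 identifiers were found in GENCODE vM21, which gave the positions; 294 genes carry a symbol shared by another gene and were kept apart by identifier.

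In 10 libraries, 100% of the values were whole multiples of a step within a tolerance of 0.01, and whole reads were recovered, from 19.9 to 31.6 in units of 1e6 reads per library with a median of 24.2. The 2 libraries of Ik Null replicate 3 were left out of the tests on counts because their steps lie close to 1, which left their unit unsettled here. Total normalized counts in the same unit had a median of 21.0 in Ik WT/OP9, 21.2 in Ik WT/OP9-DL1, 26.9 in Ik Null/OP9 and 29.3 in Ik Null/OP9-DL1 libraries. The first principal component held 54.4% of the variance and parted the genotypes, and the second held 18.0% and parted replicate 1 of both genotypes from the others.

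The main test was limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with trend) on log2(normalized count + 1), with all 12 libraries and 4 group means, for 13769 genes with a mean normalized count of at least 5. Thresholds were a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 0.8 in size. The comparisons were Ik WT/OP9-DL1 with Ik WT/OP9, Ik Null/OP9 with Ik WT/OP9, Ik Null/OP9-DL1 with Ik WT/OP9-DL1, Ik Null/OP9-DL1 with Ik Null/OP9, and the interaction of genotype and stroma. A two-sided exact permutation test of 3 against 3 libraries cannot give a p under 0.1.

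Whether replicate numbers pair libraries was checked on the correlation of gene values after removal of group means. Within a genotype, libraries of the same number on OP9 and OP9-DL1 correlated at 0.83, 0.76 and 0.58 (Ik WT) and 0.83, 0.64 and 0.69 (Ik Null), and those of different numbers at -0.70 to 0.20, so the same number was taken as the same culture. These correlations are across genes, which are not independent replicates. Across genotypes the numbers 1 and 3 are shared, with 0.37 and 0.20 on OP9 and 0.48 and 0.37 on OP9-DL1, against -0.43 to 0.23 for different numbers, and the genotypes were not treated as paired.

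The groups, comparisons, thresholds, gene lists, the rule for named genes and the other settings to be tried were set before the data were examined. Values in the paper's tables had been seen by then, and the stromal list was written with the S3 Table in view. Named genes are those the paper names for the RNA-seq or its qRT-PCR, the 10 largest rises and falls per comparison among called genes with a mean of at least 50 and no overlap between the groups' libraries (chance gives 10% of genes without overlap), up to 4 members per list and comparison with the smallest adjusted p, 5 genes of the additive and desensitize lists by interaction p, and 6 genes of the S7 and S8 Tables. The 23 lists cover late erythroid genes, heme and iron, adult and embryonic globins, interferon-stimulated genes, MHC class I, NOTCH pathway genes, NuRD, BAF and PRC2 or DOT1L chromatin factors, the IKAROS family, cell cycle, stromal cells, macrophages, mast cells, megakaryocytes, neutrophils, endothelial cells, hepatocytes, lymphoid cells, progenitors and reference genes. A named gene and 1 of the 23 lists are not reported here. Lists were tested with camera, which compares a list with the other genes, with a preset correlation of 0.01 and with an estimated correlation. They were also tested with fry, which tests a list on its own. The p-values were adjusted over the 23 lists, and those of the study's own lists are given unadjusted. Of the calls made with the preset correlation, none on the 23 lists held at an adjusted p under 0.05 with the estimated correlation.

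The other settings were pseudocounts of 0.5 and 5, no filter or a minimum mean of 20, TMM scaling, scaling to the same total, the libraries of the 2 groups alone, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on recovered reads, unadjusted p, no fold change threshold, and leaving out each library. For comparisons between stromas the block is the culture, and for comparisons between genotypes it is the shared replicate number. Leaving out whole cultures, limma on the 10 libraries and the authors' own p-values were added after seeing the data. Tests were tried on simulated data with 200 changed genes and lists of 40 genes. Other splits of the libraries were run up to 100 times, as were 100 simulations without an effect of stroma. The qRT-PCR, ChIP and other experiments of the paper were not analysed here.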

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

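The 3 tests on normalization and the overlap with the S3 Table were planned, and the other tests in this part were chosen only after the result was seen.

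Interferon-stimulated genes were higher in Ik Null cells in data that the paper does not discuss as such, with 13 of 48 called on OP9 and 23 on OP9-DL1, and 7 of 18 MHC class I genes on OP9-DL1. As the cause of the shift in the medians, the authors' normalization is argued against, since the medians of the interferon list were 2.53 and 2.85 with every library rescaled to the same total, against 2.75 and 3.15. The counts did depend on it, with 4 and 15 interferon genes and 3 MHC class I genes on OP9-DL1 called after that rescaling. More macrophages in the sort stay open. The largest macrophage median was 1.52, below the smallest lower quartile of the interferon list, 2.04. This test cannot decide, since it assumes that such cells would raise both lists alike. An effect of IKAROS loss alike in every culture stays open, since 2 of the 3 Ik Null cultures lay above every Ik WT library of the same stroma with both libraries, while replicate 1 did so on OP9 only, at -0.77 against at most -0.85, and had -0.56 against at most -0.54 on OP9-DL1. Replicate 1 of Ik WT cells had -2.09 and -2.38, and with the replicate number as a block 37 and 41 of the 48 genes were called.

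Genes of megakaryocytes (11 of 15 called on OP9, 12 on OP9-DL1), endothelial cells (7 and 7 of 13) and mast cells (6, of which 1 lower, and 5 of 14) moved in Ik Null cells, also outside what the paper discusses. The authors' normalization is argued against, since the smallest median of the 3 lists was 1.53 with every library rescaled to the same total (1.81 before) and the largest 2.47 (2.67 before). A lower share of erythroid cells as the whole cause stays open. The largest median of the hepatocyte and lymphoid lists was 0.28, below the smallest lower quartile of the megakaryocyte list, 1.93. That test cannot decide, since it assumes that markers of all other cell types would rise alike. The medians on OP9 and OP9-DL1 were 1.36 and 1.25 for neutrophil, 1.23 and 1.52 for macrophage and 1.08 and 0.66 for progenitor genes. Cells of these lineages in the sort stay open, as does expression by erythroid cells, since 14 megakaryocyte, 11 endothelial and 13 mast cell genes lay above 0, and the Ter119 sort would remove such cells only as far as it is pure. Abundant members such as Itgb3, with a mean of 129 normalized counts in Ik WT/OP9 and 2729 in Ik Null/OP9 cells, do not decide between these.

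From OP9 to OP9-DL1 the stromal list had median log2 fold changes of 0.84 in Ik WT and 0.91 in Ik Null cells over 44 genes (1.43 and 1.28 over the 18 in the S3 Table), of which limma called none over all genes (9 and 11 adjusted over the list alone, 17 and 13 with the culture as a block), and camera's adjusted p was 0.182 and 0.141 with an estimated correlation. With every library rescaled to the same total the medians were 0.88 and 0.85, but this moved the median of all genes only from 0.01 to 0.02 and from -0.01 to -0.06, so that it does not test the authors' normalization, which stays open. RNA of stromal cells carried into the sort stays open, since its test on the 26 genes outside the S3 Table (medians of 0.12 in Ik Null and 0.18 in Ik WT cells, 6 higher and 0 lower in Ik Null cells with the block) is void, as the study chose that table on the Ik WT change, and how far stromal cells were removed is not known, as the paper describes a sort for Ter119 and the sample labels isolation through a filter. Dll1, which OP9-DL1 cells were engineered to express, was higher on OP9-DL1 in every culture. Its log2 difference was 6.70, 6.05 and 7.96 in Ik WT and 8.60, 7.45 and 7.44 in Ik Null cultures. These values go with such carried RNA, but transcripts of the transgene and of the endogenous gene are not told apart. A response of the erythroid cells alone stays open too, since the S3 Table holds 18 members where 0.26 would be drawn by chance, but the list was partly written from that table and this test is void as well. Among abundant stromal genes in Ik WT cells, Col1a1 had 83.1 and 213, Col1a2 143 and 260, and Sparc 241 and 311 normalized counts on OP9 and OP9-DL1, whereas Fn1 had 1187 and 813.

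Of 28 macrophage genes, 11 passed the threshold on OP9-DL1, 9 higher and 2 lower. Of 3 embryonic globins, 1 passed on OP9-DL1, Hba-x at 1.28 ± 0.28. The response of the MHC class I list to OP9-DL1 lay below 0 in all 3 Ik WT cultures (-0.27, -0.02 and -0.09) and above 0 in all 3 Ik Null cultures (0.05, 0.48 and 0.10), a difference of 0.34 in the mean, and the interaction of the list gave a camera adjusted p of 0.956 with an estimated correlation.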

How the results depend on the processing

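Leaving out whole cultures, limma on 10 libraries and the authors' p-values were chosen after seeing the data, and the other alternatives were planned. No named gene past the threshold in the main fit or in an alternative reversed its direction between them, while 346 values past it in neither changed sign. The balance of higher and lower genes between genotypes reversed when libraries were rescaled to the same total, but not with TMM scaling. For comparisons of groups of 3 libraries, the number of genes past the threshold depended on the settings named here, while pseudocount 5, a minimum mean of 20 and TMM scaling kept the counts over all genes within 1.5 times, except for 61 genes on OP9 alone, from 97, with a minimum mean of 20. The causes of these shifts were not tested, except that fewer libraries or genes enter some fits. In simulated data, limma recovered 17.9%, 70.1% and 83.3% of log2 changes of 1, 2 and 3 between stromas in Ik WT cells, and 3.0%, 47.8% and 71.2% for the interaction, so small effects can be missed at this number of libraries. The block called 101 of the unchanged genes between genotypes on OP9 in the same data, against 13 without it. These simulated data hold no effect that a replicate number shares across genotypes. They therefore do not tell how the block does where such an effect exists.

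With the replicate block, genes higher and lower were 62 and 140 (Ik WT/OP9-DL1 against Ik WT/OP9), 1778 and 597 (Ik Null/OP9 against Ik WT/OP9), 70 and 31 (Ik Null/OP9-DL1 against Ik Null/OP9), with 2140 higher in Ik Null/OP9-DL1 against Ik WT/OP9-DL1 and 1539 on both stromas. Additive genes were 1 of the 223 and 28 of all genes, and desensitize genes 6 of the 21 in the Ik WT comparison and 5 of all genes. At an unadjusted p, the same comparisons gave 79 and 96, 1871 and 727, 165 and 25, with 2247 higher and 1620 on both, the interaction 44 and 11, additive genes 2 and 31, desensitize genes 6 (Ik WT), 2 (interaction) and 7 (all genes). By the authors' p, adjusted anew over the genes kept here, higher and lower were 10 and 10, 14 and 1 between stromas, and 1473 higher on OP9 and 1286 on both. By the authors' unadjusted p over the same genes they were 81 and 286, 1942 and 665, 179 and 27, with 2256 and 1691. With edgeR, they were 551 and 234 on OP9, 792 higher on OP9-DL1, 502 on both, 0 between stromas in Ik Null cells, 0 additive and 5 of the desensitize genes. DESeq2 gave 10 and 4 in Ik WT and 6 and 1 in Ik Null cells between stromas, and 2 additive genes. Between genotypes DESeq2 gave 968 higher on OP9, 1387 on OP9-DL1 and 874 on both. Rescaling to the same total gave 579 and 858 on OP9, 719 and 1590 on OP9-DL1, and 504 on both. On the libraries of the compared groups alone the counts were 0 in the Ik WT comparison, and 783 and 303 on OP9-DL1. A pseudocount of 0.5 gave 2 in the Ik WT comparison, no fold threshold gave 998 lower on OP9-DL1, and no filter gave 14 of the desensitize genes. Limma on the 10 libraries gave 571 and 218 on OP9, 747 and 376 on OP9-DL1, and 511 on both.

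Leaving out single libraries gave 1 to 3 in Ik WT cells between stromas, 411 to 1148 higher and 140 to 510 lower on OP9, 537 to 1938 higher and 227 to 1163 lower on OP9-DL1, and 398 to 1019 on both. Leaving out cultures, with lone pairs assumed to vary like the other groups, gave 2 and 0 between stromas without Ik WT replicates 1 and 4. Without Ik WT replicate 4, genotype counts were 363 and 97 on OP9, 525 and 188 on OP9-DL1, 321 on both and 5 desensitize genes, and without replicate 1, 203 and 365 lower. Without Ik Null replicate 1 they were 1571 and 759, 2123 and 1233, and 1436, without replicate 2, 387 and 157, 450 and 201, 336 and 5, and without replicate 3, 571 and 218, 747 and 376, and 511. Of 17466 values of named genes over all settings, 16119 kept their sign and their side of the threshold, 252 passed it anew and 749 no longer passed. The other 346 changed sign and were past the threshold neither before nor after. Among named genes the block brought 72 values past the threshold and took 9 below it, and edgeR did so for 5 and 47.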

Differences from the paper's values

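The authors' deposited p-values, whole-culture exclusions and limma on 10 libraries were chosen after seeing the data, and the other settings were set before the data were examined. Counts use the thresholds that the paper gives for cases not stated otherwise (log2 fold change of at least 0.8 in size and FDR under 0.05). The titles of the S5 and S6 Tables, on the genes of 1 stroma alone, state a p under 0.05 without FDR, and the legend of Fig 1A gives both, so the counts at an unadjusted p are set beside them.

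The paper's count of genes overexpressed in Ik Null/OP9 against Ik WT/OP9 is 2286, and 921 were found. The value fell within 1.5 times of the paper's with the replicate block (1778) and with an unadjusted p (1871), and with no other setting chosen beforehand. For Ik Null/OP9-DL1 against Ik WT/OP9-DL1 the paper's count is 2631 and 1295 were found, and the block (2140), the fit without Ik Null/OP9-DL1 replicate 1 (1938) and an unadjusted p (2247) fell within it. On at least 1 of both stromas, the paper's count is 3130 against 1392, and the block (2379) and an unadjusted p (2498) fell within it. On both stromas, the paper's count is 1787 against 824, and the block (1539) and an unadjusted p (1620) fell within it. On OP9 alone, the paper's count is 499 against 97, with 251 at an unadjusted p, and of the settings chosen beforehand only the fits without Ik WT/OP9-DL1 replicate 1 (357) and without Ik Null/OP9-DL1 replicate 2 (438) fell within it. On OP9-DL1 alone, the paper's count is 844 against 471, and the block (601), an unadjusted p (627) and the fits without Ik WT/OP9 replicate 1 (812), Ik Null/OP9 replicate 2 (715) or 3 (625) and Ik Null/OP9-DL1 replicate 1 (919) fell within it.

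The paper's number of genes with the additive effect is 223, and 1 gene was higher in Ik Null/OP9-DL1 than in each other group. The paper's number with the desensitize effect is 21, and 0 were called by limma, with 7 at an unadjusted p, of all genes tested. The paper's S3 Table holds 127 genes overexpressed in Ik WT/OP9-DL1 against Ik WT/OP9, and 1 was called. No setting chosen beforehand came within 1.5 times of any of these 3. Genes repressed in Ik Null/OP9-DL1 cells are about 15% in Fig 1A, read by eye, and its legend does not state of which whole. Here they were 27.0% of all genes at an adjusted p under 0.05 with any fold change. The share with the block (15.6%) and that of genes at an unadjusted p under 0.05 (19.0%) lay within 1.5 times. The paper's log2 fold change of Dll1 between stromas in Ik WT cells is 5.13, which is moderated, and 6.91 ± 0.56 here, with no setting chosen beforehand within the error.

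With the authors' deposited p-values taken unadjusted, chosen after seeing the values and over all 38250 genes without the filter used here, the counts were 2289, 2635, 3134, 1790, 499 and 845 in the order of the first paragraph, 127 for the S3 Table with 127 of its 127 genes and 21 for the desensitize effect with 21 of 21, so that none of the called items of these last lists was dropped. With the authors' adjusted p-values they were 1533, 1834, 2071, 1296, 237 and 538, with 10 and 1 for the last pair. For the additive effect, 223 of the paper's 223 genes were higher in Ik Null cells on both stromas at an unadjusted p of the authors, and 9 were also higher in Ik Null/OP9-DL1 than in Ik Null/OP9 cells, so that the others are dropped. Over the 13769 genes kept here, the authors' unadjusted p gave 1942, 2256 and 1691 for OP9, OP9-DL1 and both. Their p adjusted anew over these genes gave 1473, 1772 and 1286, of which 1772 and 1286 lie within 1.5 times of the paper's. The fit without Ik Null replicate 1 on both stromas gave 1571, 2123 and 1436, also within it and chosen after seeing the values. In the authors' table, repressed genes were 15.1% of those at an unadjusted p.

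The paper states that multiple NOTCH target genes increase on OP9-DL1 in Ik WT cells. Of 20 NOTCH pathway genes, 11 had a log2 fold change above 0 and limma called none, while Nrarp and Hes1 had 1.03 and 1.52 and Nrarp was called with the culture as a block. The 20 genes include receptors and other pathway members besides targets, so they do not test the statement on targets. Of the 81 tested genes of the S3 Table, which the study chose on the Ik WT libraries, 81 lay above 0 in Ik WT cells with a median of 1.37 (1 called, and 39 with the block), and 77 lay above 0 in Ik Null cells with a median of 1.11 (camera unadjusted p = 0.00011 with an estimated correlation). The paper states that expression of Cdkn1a rises with joint loss of IKAROS and NOTCH induction, and it was called higher in Ik Null/OP9-DL1 than in Ik WT/OP9-DL1 cells, but not than in Ik Null/OP9 cells.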

Other observations

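The comparisons of other splits of the libraries and the shared-library simulation were chosen only after the results were seen.

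Of 34 cell cycle genes, 8 fell in Ik Null cells on OP9-DL1 (0 without Ik Null/OP9-DL1 replicate 2 and 21 without its replicate 1), among them Mcm2 and Mcm3 of the replicative helicase, Tyms, which makes thymidylate, and Cdc6, which loads the helicase, at -1.01 ± 0.21, while limma called none on OP9 (9 and 1 lower adjusted over the list alone). Of 17 genes of the BAF chromatin remodeler, 5 fell on OP9-DL1, including Smarce1 at -1.27 and Smarcd1 at -0.82, and limma called none on OP9 (5 and 2 adjusted over the list alone). Without Ik Null/OP9-DL1 replicate 2 none of the 17 was called on OP9-DL1, and with every library rescaled to the same total 3 were lower on OP9 and 9 on OP9-DL1. With an estimated correlation, camera's adjusted p was 0.496 on OP9 and 0.508 on OP9-DL1 for the cell cycle and likewise for the BAF genes. By fry it was 0.075 and 0.033 for the cell cycle and 0.0536 and 0.02 for the BAF genes. Of 14 NuRD genes, Chd5 rose on each stroma and Rbbp4, a histone chaperone, fell on OP9-DL1 by 0.94 ± 0.25, and of 13 genes of PRC2 or DOT1L, Phf19 fell on OP9-DL1 by 1.31. With the same rescaling, 10 and 27 cell cycle genes were lower. The embryonic globins had medians of 3.62 and 4.22 over 3 genes, with 2 and 3 higher adjusted over the list alone, and the mean level of the list was 4.04 and 4.21 in Ik Null replicate 1 on OP9 and OP9-DL1, 0.77 and 1.31 in replicate 2, 0.13 and 0.13 in replicate 3, and -2.94 to -0.53 in the Ik WT libraries. Hbb-bh1 had 5.67 ± 1.89 and 5.86 ± 1.89 and was not called. The 4 adult globins had medians of 0.68 and 0.87, and limma called none.

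Among genes of other cells, 2 of 17 progenitor genes rose on OP9 and 3 rose and 1 fell on OP9-DL1, including Meis1 at 1.29 and 1.68 and Mycn at 2.29 and 2.16. Chi3l3, a chitinase-like protein of myeloid cells, was the 1 of 15 neutrophil genes called on OP9, at 3.12 ± 0.44, and it and Mmp9 were called on OP9-DL1. None of 16 hepatocyte genes was called by limma, with medians of -0.74 and 0.28. In the NOTCH list, Lfng, which modifies NOTCH receptors, fell by 1.32 ± 0.34 and 1.26 ± 0.34, Hey2 and Nrarp fell on OP9-DL1, and Notch3 rose there by 1.95 ± 0.62. With single libraries left out, as few as 0 genes of this list were lower on OP9, and 0 higher and 0 lower on OP9-DL1. With every library rescaled to the same total, 0 were higher and 2 lower on OP9-DL1. Mcpt1, a mast cell protease, had 1.35, 66.9, 115 and 435 normalized counts in Ik WT/OP9, Ik WT/OP9-DL1, Ik Null/OP9 and Ik Null/OP9-DL1 cells. Between stromas, limma called no member of the 23 lists in either genotype. With the culture as a block it did, among them 17 higher stromal, 7 higher and 3 lower macrophage, 3 higher mast cell and 6 lower neutrophil genes in Ik WT cells, and 13 higher stromal, 2 higher macrophage and 1 higher and 4 lower neutrophil genes in Ik Null cells.

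Hprt, the internal control of the qRT-PCR of Figs 3A, 4A, 4B and S4A, was lower in Ik Null cells, at -0.95 ± 0.25 on OP9 (limma adjusted p = 0.0312) and -1.15 ± 0.25 on OP9-DL1 (adjusted p = 0.0107). Its means were 1675 ± 82.3, 1812 ± 106, 897 ± 291 and 839 ± 259 normalized counts in the order above, and with every library rescaled to the same total the changes were -1.17 and -1.45. Pgk1 rose by 1.01 ± 0.25 and 0.90 ± 0.25, and Gapdh had 1.23 on OP9 and rose by 1.63 ± 0.46 on OP9-DL1. With the same rescaling Pgk1 had 0.79 and 0.60 and was not called, while Gapdh had 1.01 and 1.34 (adjusted p = 0.0706 and 0.018 from limma). Of 10 reference genes, 1 was higher and 1 lower on OP9, and 2 were higher and 1 lower on OP9-DL1. With single libraries left out, each of these counts fell to 0 at the lowest. The qRT-PCR values themselves were not analysed here. Dll1 had 1.09 ± 1.02 normalized counts in Ik Null/OP9 and 435 ± 76.5 in Ik Null/OP9-DL1 cells, a log2 fold change of 7.83 ± 0.56.

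Of 10 splits of the libraries of each comparison between genotypes, 1 gave a count as large as the real one. On OP9 the real count of genes past the threshold was 1310 and the highest of the other splits gave 4, on OP9-DL1 they were 1935 and 2, and for genes higher on both stromas 824 and 2. Between stromas they were 1 and 0 in Ik WT and 2 and 0 in Ik Null cells, again with 1 of 10 splits as large. For all of these comparisons 10 splits are too few for a share under 0.05. For the interaction, the real count was 0, which all 100 of 100 splits equalled or passed, with 1 as the highest of the others, and for the desensitize genes the real count was 0 in 100 of 100, with 0. The single additive gene, Adamdec1, came from 1 of 100 splits, with 0 as the highest of the others, but a count of 1, from splits that do not keep the libraries of a culture together, is too small to exclude chance. With the culture as a block, the splits that part all 3 pairs gave 202 genes in Ik WT cells for the real one and 0 for the others, and 101 and 0 in Ik Null cells.

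At an unadjusted p under 0.05, 7 genes were higher on OP9-DL1 in Ik WT cells and lower in Ik Null/OP9-DL1, where independent lists of 79 and 902 genes would share 5.2. The shared Ik WT/OP9-DL1 libraries enter both comparisons, and 100 simulations with no effect of stroma gave a mean of 1.1 and at most 5. For genes above the other 3 groups, 31 were seen and the simulations gave a mean of 3.8 and at most 9. The simulated data hold no stroma effect at all. A count above theirs therefore does not tell a stroma effect alike in both genotypes from an additive or desensitize effect.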
